# Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export

**DOI:** 10.7554/eLife.82703

**Published:** 2023-03-09

**Authors:** Yulong Qiao, Qiang Sun, Xiaona Chen, Liangqiang He, Di Wang, Ruibao Su, Yuanchao Xue, Hao Sun, Huating Wang

**Keywords:** muscle stem cell, muscle regeneration, YTHDC1, m6A, hnRNPG, Mouse

## Abstract

Skeletal muscle stem cells (also known as satellite cells [SCs]) are essential for muscle regeneration and the regenerative activities of SCs are intrinsically governed by gene regulatory mechanisms, but the post-transcriptional regulation in SCs remains largely unknown. N(6)-methyladenosine (m6A) modification of RNAs is the most pervasive and highly conserved RNA modification in eukaryotic cells; it exerts powerful impact on almost all aspects of mRNA processing that is mainly endowed by its binding with m6A reader proteins. In this study, we investigate the previously uncharacterized regulatory roles of YTHDC1, an m6A reader in mouse SCs. Our results demonstrate that YTHDC1 is an essential regulator of SC activation and proliferation upon acute injury-induced muscle regeneration. The induction of YTHDC1 is indispensable for SC activation and proliferation; thus, inducible YTHDC1 depletion almost abolishes SC regenerative capacity. Mechanistically, transcriptome-wide profiling using LACE-seq in both SCs and mouse C2C12 myoblasts identifies m6A-mediated binding targets of YTHDC1. Next, splicing analysis defines splicing mRNA targets of m6A-YTHDC1. Furthermore, nuclear export analysis also leads to the identification of potential mRNA export targets of m6A-YTHDC1 in SCs and C2C12 myoblasts;interestingly, some mRNAs can be regulated at both splicing and export levels. Lastly, we map YTHDC1 interacting protein partners in myoblasts and unveil a myriad of factors governing mRNA splicing, nuclear export, and transcription, among which hnRNPG appears to be a bona fide interacting partner of YTHDC1. Altogether, our findings uncover YTHDC1 as an essential factor controlling SC regenerative ability through multifaceted gene regulatory mechanisms in mouse myoblast cells.

## Introduction

Skeletal muscle has a robust regenerative capacity, with rapid re-establishment of full power occurring even after severe damage that causes widespread myofiber necrosis. This is accomplished by satellite cells (SCs) that normally lie quiescent and uniquely labeled by the expression of paired box (Pax) transcription factor Pax7 (Fujita and Crist, 2018). Upon injury, the master myogenic regulator MyoD is expressed to enable rapid activation of SCs, which then expand as proliferating myoblasts; the myoblasts then differentiate and fuse into myofibers to repair the damaged muscle, while a subset self-renews to restore the quiescent SC pool. Deregulated SC activity contributes to the development of many muscle diseases; it is thus imperative to understand the way SCs contribute to regeneration. Intrinsically, both transcriptional and post-transcriptional gene regulations constitute key mechanisms governing SC activities (Chen et al., 2021b; Relaix et al., 2021). In this study, we investigate the post-transcriptional gene regulation mediated by N(6)-methyladenosine (m6A) modification.

m6A is the most pervasive and highly conserved RNA modification in eukaryotic cells and exerts powerful impact on almost all aspects of mRNA processing, including alternative splicing, nuclear export, stability maintenance, and translational efficiency, thus regulating diverse cellular processes (Shi et al., 2019). The past decade has witnessed rapid technical and conceptual advances that allowed transcriptome-wide interrogation of m6A dynamics and galvanized interest in m6A function. It is widely accepted (Murakami and Jaffrey, 2022; Shi et al., 2019) that RNA m6A modification is catalyzed by a multicomponent methyltransferase complex (the ‘writer’) comprising METTL14, METTL3, WTAP, etc., and can be removed by specific demethylases (the ‘erasers’), including FTO and ALKBH5. However, it is the so-called ‘reader’ proteins that bind m6A and impart the epitranscriptomic information engraved in RNA m6A to functional signals; thus, these proteins are considered key effectors and executors of m6A functions. So far, a category of m6A readers has been identified and classified as several families, among which YTH domain family proteins, YTHDF1, YTHDF2, YTHDF3, YTHDC1, and YTHDC2, specifically recognize m6A sites through YTH domain and are the most well-known readers.

YTHDC1 is a unique m6A reader because of its dominant location in the nucleus endowing its post-transcriptional regulatory functions such as pre-mRNA splicing (Kasowitz et al., 2018; Xiao et al., 2016), mRNA export (Lesbirel et al., 2018; Roundtree et al., 2017), and mRNA stabilization (Shima et al., 2017; Widagdo et al., 2022; Zhang et al., 2020). The pioneer study from (Xiao et al., 2016) shows that YTHDC1 promotes exon inclusion of targeted mRNAs in Hela cells by recruiting pre-mRNA splicing factor SRSF3 while blocking SRSF10 binding (Xiao et al., 2016); however, in a separate study (Roundtree et al., 2017), YTHDC1 interacting with SRSF3 facilitates the delivery of methylated mRNAs to export receptor NXF1 for cytoplasmic export, pointing to YTHDC1 and SRSF3 as adaptor proteins coupling mRNA splicing and export (Roundtree et al., 2017). Interestingly, rapidly evolving evidence from the past two years implicates YTHDC1 in epigenetic and transcriptional control (Kan et al., 2022; Wei and He, 2021; Akhtar et al., 2021), (Lee et al., 2021; Xu et al., 2022). There is thus a current advent in illuminating molecular underpinnings of m6A-dependent functions of YTHDC1 as well as in demonstrating its biological importance in vivo. In this project, we elucidate m6A-YTHDC1 functional mechanisms in skeletal muscle stem cells and muscle regeneration.

Our findings identify YTHDC1 as an essential regulator of SC activation/proliferation in the acute injury induced muscle regeneration. Inducible YTHDC1 knockout impairs SC activation and proliferation, which blocks muscle regeneration. Mechanistically, combining transcriptome-wide YTHDC1 binding profiles and global m6A map we define m6A-YTHDC1 regulatory targets in myoblasts. Further analyses demonstrate that YTHDC1 loss substantially alters target mRNA splicing; in addition, it also impacts nuclear export of a subset of target mRNAs. Lastly, we uncover that YTHDC1 interacts with a myriad of proteins in proliferating myoblasts, including regulators of mRNA splicing, mRNA nuclear export, as well as transcriptional regulators. We further demonstrate that hnRNPG interacts with YTHDC1 and synergistically promotes myoblast proliferation. Altogether, our findings suggest that YTHDC1 is a previously uncharacterized factor governing SC activities and muscle regeneration, and it can exert pleiotropic gene regulatory functions by interacting with different proteins in myoblast cells.

## Results

### m6A regulators are dynamically expressed during SC lineage progression, and YTHDC1 is induced upon SC activation/proliferation

To investigate possible roles of m6A regulators in SCs, we analyzed the expression dynamics of a panel of m6A writers, readers, and erasers using our recently generated RNA-seq datasets (He et al., 2021) from SCs at various time points of lineage progression (Figure 1A). Freshly isolated SCs (FISCs) by fluorescence-activated cell sorting (FACS) are considered as early activating cells due to the disruption of their niche by the isolation process (Machado et al., 2017); quiescent SCs (QSCs) were obtained through a pre-fixation step with paraformaldehyde (PFA) before the dissociation to preserve the quiescence status; FISCs were cultured for 24, 48, and 72 hr to obtain fully activated, proliferating, and differentiating SCs (ASC-24 hr, -48 hr, and -72 hr). As a result, we found that many m6A regulators were dynamically expressed in the lineage progression course (Figure 1B–C and Figure 1—source data 1), reflecting their possible importance in controlling different phases of SC activities. Specifically, we found the reader *Ythdc1* mRNA was expressed at all stages with the highest level in FISCs (Figure 1B–D). By western blotting (WB) and immunofluorescence (IF) (Figure 1E and F), we observed a very low level of YTHDC1 protein in FISC, an evident increase in activating cells (ASC-24 hr) and continued increase in proliferating cells (ASC-48 hr); YTHDF1 and YTHDF2 reader proteins appeared to show similar expression dynamics. Consistent with prior studies (Xiang et al., 2017; Xiao et al., 2016), YTHDC1 protein was predominantly detected in the nucleus but not cytoplasm (Figure 1F). This was also confirmed in mouse C2C12 cell line (a commonly used surrogate for ASCs) by fractionation assay (Figure 1G), suggesting its possible nuclear regulatory functions in myoblast cells.

**Figure 1.**
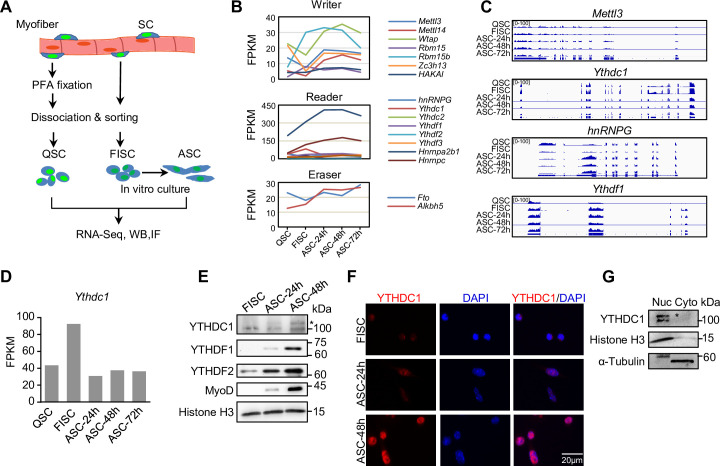
m6A regulators are dynamically expressed during satellite cell (SC) lineage progression and YTHDC1 is induced upon SC activation/proliferation. (**A**) Schematic illustration of SC collection from Pax7-nGFP mice. Fixed quiescent SCs (QSC), freshly isolated SCs (FISC), and cultured SCs (ASC) were subject to RNA-seq, western blotting (WB), and Immunofluorescence (IF) analyses. (**B**) The expression dynamics of m6A writer, reader, and eraser proteins in the above cells from analyzing the RNA-seq data. (**C**) Representative RNA-seq tracks showing the expression dynamics of the selected m6A regulators. (**D**) The expression dynamic of *Ythdc1* mRNA (FPKM) from RNA-seq. (**E**) WB showing the induction of YTHDC1, YTHDF1, and YTHDF2 proteins upon SC activation and proliferation. * denotes the correct position of YTHDC1. Histone H3 was used as a loading control. (**F**) IF staining showing the induction of YTHDC1 protein upon SC activation and proliferation. Scale bar = 20 μm. (**G**) WB showing the predominant location of YTHDC1 in nuclear portion of C2C12 myoblasts. Figure 1—source data 1.RNA-seq measured expression.(FPKM) of m6A regulators during satellite cell (SC) lineage progression. Figure 1—source data 2.Uncropped blot images of Figure 1E and G.

### Inducible YTHDC1 deletion in SCs abolishes acute injury-induced muscle regeneration

Despite intensive investigation of YTHDC1 regulatory mechanisms, genetic evidence remains largely lacking to support its roles in biological processes. To test its biological function in SCs, we crossed a recently available *Ythdc1* floxed allele (Kasowitz et al., 2018) with the *Pax7^CreER^*; *Rosa26^EYFP^* mouse (Lepper et al., 2009) to generate an inducible knock out (iKO) mouse to inactivate YTHDC1 specifically in SCs (Figure 2A). After successful removal of YTHDC1 by five consecutive plus two extra doses of tamoxifen (TMX) (Figure 2B and C), BaCl_2_ was injected into the tibialis anterior (TA) muscle to induce acute damage (Chen et al., 2021b). In both control (Ctrl) littermate and the iKO mice, massive immune cell infiltration was observed on the first day post injury (dpi) (data not shown); at 3 dpi, SCs were rapidly activated and reached a peak of proliferation in Ctrl (data not shown); by 5 dpi, they were mainly differentiating and labeled with eMyHC+ (expressed only in newly regenerating fibers) (Figure 2D and E), coinciding with the initiation of myofiber repair. As a striking contrast, muscle regeneration was nearly completely abolished in the iKO muscles; excessive immune infiltration was still present at 5 or 7 dpi with no signs of repair (Figure 2D); a sharp decrease of eMyHC+ myofibers was detected at both time points (Figure 2E). A complete loss of Pax7+ cells (Figure 2F and G) was also observed in iKO vs. Ctrl despite no difference was observed on uninjured muscles (Figure 2F and G). At 14 dpi, injured Ctrl muscles were largely repaired (Figure 2—figure supplement 1A–C). But the regeneration was never observed even at 28 dpi; iKO muscle remained significantly smaller than Ctrl (Figure 2—figure supplement 1C). Altogether, the above data indicate the essential function of YTHDC1 in acute injury-induced muscle regeneration.

**Figure 2.**
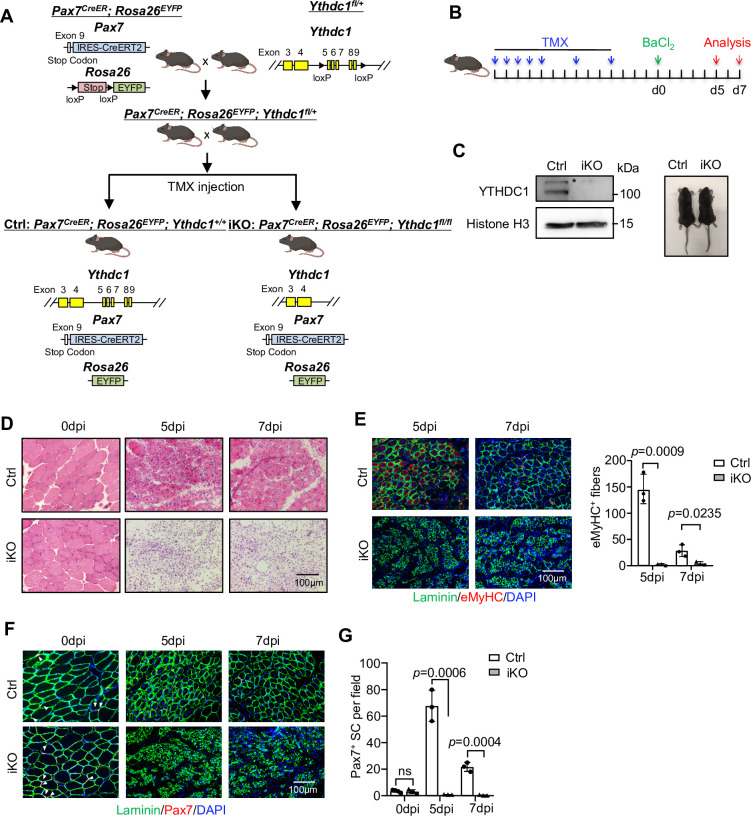
Inducible YTHDC1 deletion in satellite cells (SCs) abolishes acute injury-induced muscle regeneration. (**A**) Breeding scheme for generating YTHDC1-inducible knockout (iKO) and control (Ctrl) mice. (**B**) Schematic outline of the tamoxifen (TMX) administration used in the study and experimental design for testing the effect of YTHDC1 deletion on barium chloride (BaCl_2_)-induced muscle regeneration process. (**C**) Left: western blotting (WB) showing the deletion of YTHDC1 in ASC-48 hr from iKO but not Ctrl mice. Right: no obvious morphological difference was detected in iKO vs. Ctrl mice. (**D**) H&E staining of the above injured muscles at 0, 5, and 7 days post injury (dpi). Scale bar = 100 μm. (**E**) Left: immunostaining of eMyHC (red) and laminin (green) of the above injured tibialis anterior (TA) muscles at 5 and 7 dpi. Scale bar = 100 μm. Right: quantification of eMyHC-positive fibers per field. n = 3 mice per group. (**F**) Immunostaining of Pax7 (red) and laminin (green) on TA muscle sections at 0, 5, and 7 dpi. Scale bar = 100 μm. (**G**) Quantification of Pax7-positive SCs per field at 0, 5, and 7 dpi. n = 4 mice per group for 0 dpi, n = 3 mice per group for 5 and 7 dpi. Bars represent mean ± SD for all graphs. Statistical significance was determined using a two-tailed Student’s *t*-test. Figure 2—source data 1.Uncropped blot images of Figure 2C.

**Figure 2—figure supplement 1.**
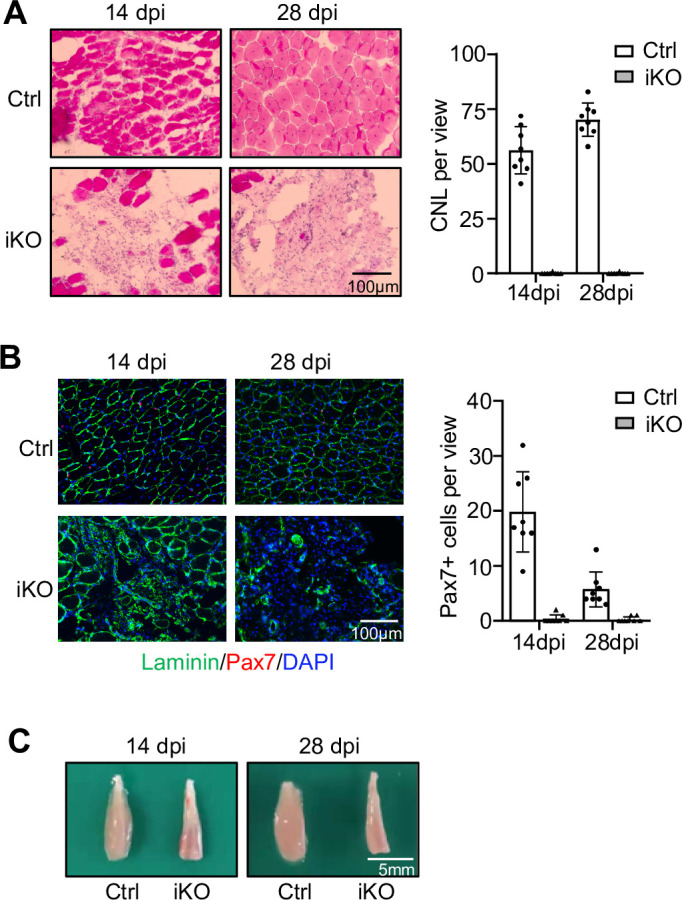
Analyses of regeneration at 14 and 28 days post injury. (**A**) Left: H&E staining of tibialis anterior (TA) muscles from Ctrl and YTHDC1-iKO at 14 or 28 day post injection (dpi). Scale bar = 100 μm. Right: quantification of centrally localized nuclei per view. Bars represent mean ± SD of data from eight views. (**B**) Left: immunofluorescence (IF) staining of Pax7 (red) and laminin (green) of the above muscles. Scale bar = 100 μm. Right: quantification of Pax7+ SCs per view. Bars represent mean ± SD of data from eight views. (**C**) Images of the above TA muscles.

### Inducible YTHDC1 knockout impairs SC activation/proliferation

To pinpoint the major defects of iKO SCs that cause the blocked regeneration, we suspected YTHDC1 loss impaired SC activation and proliferation considering it was induced upon SC activation and highly expressed in proliferating myoblasts (Figure 1D and E). To this end, FISCs from Ctrl or iKO mice were cultured for 24 or 48 hr; and indeed the iKO cells displayed evident growth arrest (Figure 3—figure supplement 1A and B). This was confirmed by 4 hr EdU treatment and staining; activation (24 hr) and proliferation (48 hr) were drastically inhibited in the iKO compared to the Ctrl (Figure 3A). On isolated single myofibers, SCs also failed to proliferate, confirmed by EdU staining of the fibers cultured for 48 hr (Figure 3B). Consistently, staining for Pax7 and MyoD showed that a lower percentage of double positive cells were detected at both ASC-24 hr and 48 hr in the iKO compared to the Ctrl (Figure 3C); the protein levels of Pax7 and MyoD were also largely diminished in the iKO cells at 48 hr (Figure 3—figure supplement 1C). On single myofibers, the number of Pax7+ MyoD+ SCs was also reduced at both 24 hr and 48 hr (Figure 3D). Lastly, in vivo EdU assay was performed (Figure 3E); EdU was injected 2 days after BaCl_2_ -induced injury and SCs were isolated 12 hr later for staining. A significant reduction of EdU+ cells was observed in the iKO compared to the Ctrl muscles (Figure 3F). Altogether, the above findings demonstrate that YTHDC1 loss causes a severe defect in SC activation and proliferation, thus solidifying the essential function of YTHDC1 in these stages of SC activities.

**Figure 3.**
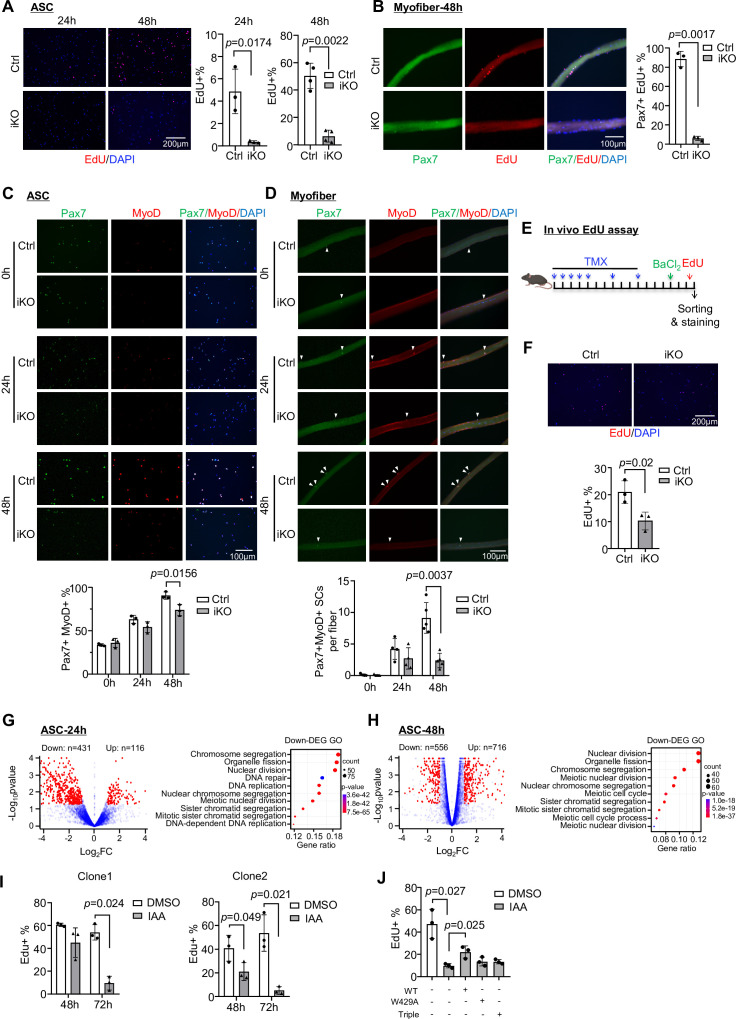
Inducible YTHDC1 knockout impairs satellite cell (SC) activation/proliferation. (**A**) Left: EdU (red) staining of ASC-24 hr and ASC-48 hr from inducible knock out (iKO) and Ctrl mice. Scale bar = 200 μm. Right: quantification of the percentage of EdU+ cells. n = 3 mice per group for ASC-24 hr, n = 4 mice per group for ASC-48 hr. (**B**) Left: EdU (red) staining of EDL myofibers isolated from Ctrl or iKO mice and cultured for 48 hr. Scale bar = 100 μm. Right: quantification of the percentage of Pax7+ EdU+ SCs. n = 3 mice per group. (**C**) Top: immunofluorescence (IF) staining of Pax7 (green) and MyoD (red) of freshly isolated SCs (FISC) (0 hr), ASC-24 hr and ASC-48 hr from Ctrl and iKO mice. Scale bar = 100 μm. Bottom: quantification of the percentage of Pax7+ MyoD+ cells. n = 3 mice per group. (**D**) Top: IF staining of Pax7 (green) and MyoD (red) on EDL myofibers at 0 hr (freshly isolated), 24 hr, and 48 hr. Scale bar = 100 μm. Bottom: quantification of the number of Pax7+ MyoD+ cells per fiber (n = 4 mice per group for 0 and 24 hr, n = 5 mice per group for 48 hr). (**E**) Schematic illustration of in vivo EdU assay in Ctrl and iKO mice. (**F**) Top: EdU staining of the above freshly isolated and fixed SCs at 3 dpi. Scale bar = 200 μm. Bottom: quantification of the percentage of EdU+ cells in iKO vs. Ctrl. n = 3 mice per group. (**G, H**) Left: RNA-seq was performed in ASC-24 hr or -48 hr from iKO and Ctrl mice. Volcano plot showing the down- and upregulated genes in iKO vs. Ctrl. Right: GO analysis for the downregulated genes. (**I**) Two independent mAID-YTHDC1 cell lines were treated with DMSO or 5-Ph-IAA (IAA) for the indicated time. EdU assay was performed and the percentage of EdU+ cells was quantified at the designated time points. n = 3 replicates. (**J**) WT-YTHDC1, or a single (W429A), or a triple (K362A, S363A, and N364A) mutant of YTHDC1 lacking m6A binding ability was transfected with the mAID-YTHDC1 cells then treated with IAA. mAID-YTHDC1 cells treated with DMSO or IAA were used as control. EdU assay was then performed and the percentage of EdU+ cells was quantified. n = 3 replicates. Bars represent mean ± SD for all graphs. Statistical significance was determined using a two-tailed Student’s *t*-test.

**Figure 3—figure supplement 1.**
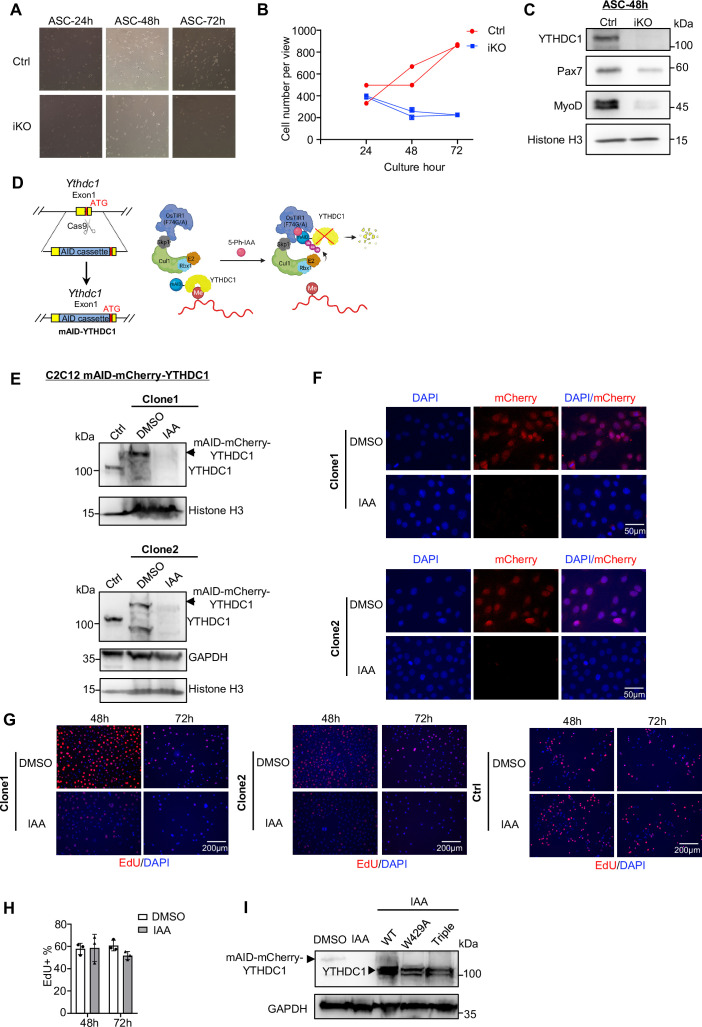
Analyses of activation/proliferation defect of satellite cells (SCs) and C2C12 myoblasts upon YTHDC1 loss. (**A**) ASCs from Ctrl or inducible knock out (iKO) were cultured for 24, 48, and 72 hr and light microscopy images are shown. (**B**) Quantification of cells per view at the above time points. n = 2 mice per group. (**C**) Western blotting showing the expression of YTHDC1, Pax7, and MyoD in ASC-48 hr from Ctrl and iKO. Histone H3 was used as a loading control. (**D**) Schematic illustration of generating a C2C12 cell line with inducible YTHDC1 degradation using the auxin-inducible degron (AID2) system. (**E**) Western blotting showing the degradation of YTHDC1 after treating mAID-YTHDC1 clone 1 or 2 with 1 μM 5-Ph-IAA (IAA) for 8 hr. DMSO treatment was used as a control. (**F**) The above YTHDC1 degradation was confirmed by examining the mCherry signal after treating the cell with 1 μM IAA or DMSO for 24 hr. (**G**) EdU staining of clone1, clone2, and control cells treated with DMSO or IAA for the designated time points to show the reduced cell proliferation upon YTHDC1 degradation. (**H**) C2C12 expressing Ostir1 (no AID knock-in) was used as control (Ctrl) to show that IAA small molecule does not affect cell proliferation. Quantification of Edu +percentage of C2C12 (without AID knock-in) treated with DMSO or IAA for the designated time. Bars represent mean ± SD for three views. (**I**) Western blots showing the degradation of endogenous AID-YTHDC1 and overexpression of WT-YTHDC1, m6A binding mutants of YTHDC1 (W429A, triple mutant). GAPDH was used as the loading control. Figure 3—figure supplement 1—source data 1.Uncropped blot images of Figure 3—figure supplement 1C,E, and I.

Next, transcriptomic analysis using RNA-seq was conducted in ASC-24 hr and ASC-48 hr cells to validate the above observed phenotypical defects in iKO cells. As a result, a total of 547 differentially expressed genes (DEGs) were identified in iKO vs. Ctrl SCs with 431 down- and 116 upregulated in ASC-24 hr (Figure 3G and Supplementary file 1); and the downregulated genes were enriched for GO terms such as ‘Nuclear division,’ ‘Chromosome segregation,’ etc. (Figure 3G and Supplementary file 1). Similarly, a total of 1272 DEGs (556 down- and 716 upregulated) were identified in ASC-48 hr (Figure 3H) and again the downregulated genes were enriched for similar GO terms as the above (Figure 3H and Supplementary file 1). These findings thus substantiate the activation/proliferation defects observed in the iKO cells.

Lastly, to further solidify the function of YTHDC1 in proliferating myoblasts, we generated a C2C12 mouse myoblast cell line with inducible YTHDC1 degradation using the auxin-inducible degron (AID2) system (Yesbolatova et al., 2020; Figure 3—figure supplement 1D). An mAID-mCherry tag was knocked into the *Ythdc1* N-terminal locus in C2C12 expressing auxin receptor Ostir1 (F74G) (Figure 3—figure supplement 1D). As expected, the addition of 5-Ph-IAA (auxin, IAA) but not DMSO (negative control) induced rapid degradation of the mAID-tagged YTHDC1 (Figure 3—figure supplement 1E and F). In line with the results obtained from ASCs, decreased proliferation rate was observed in two independent AID-YTHDC1 clones treated with IAA for both 48 hr and 72 hr (Figure 3—figure supplement 1G and H and Figure 3I), strengthening that YTDHC1 functions to promote myoblast proliferation. Furthermore, to validate the causative role of YTHDC1 in driving the above phenotype, rescue experiments were performed by overexpressing a WT or a single (W429A) or triple (K362A, S363A, and N364A) mutant to disable m6A binding of YTHDC1 (Liu et al., 2021; Xu et al., 2014) in the AID-YTHDC1 C2C12 cells. As expected, only the WT but not mutant YTHDC1 could partially rescue the proliferation defect caused by YTHDC1 degradation (Figure 3J, Figure 3—figure supplement 1I), suggesting that indeed YTHDC1 is essential to promote myoblast proliferation and this function is dependent on its m6A binding function.

### LACE-seq defines transcriptome-wide YTHDC1 binding profiles in myoblasts

To fathom the underlying mechanism, we conducted transcriptome-wide binding analysis for YTHDC1, reasoning ultimately it is the binding sites/targets that determine its function. To this end, we harnessed the recently developed LACE-seq (the Linear Amplification of Complementary DNA Ends and Sequencing) method (Figure 4A) that enables global profiling of RNA-binding protein (RBP) target sites with a relatively low quantity of starting cellular material (Su et al., 2021). 

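LACE-seq marks the nucleotide at which a protein was crosslinked to RNA. The cells were irradiated with UV light, YTHDC1 was immunoprecipitated together with its RNA, MNase shortened the RNA on the beads, and reverse transcription stopped at the crosslinked nucleotide, so that the end of a read marks the binding site. For ASC-48 hr, satellite cells activated by 48 hr in culture, 4 libraries were analysed, which are technical replicates T1 and T2 of biological replicates B1 and B2. The authors trimmed adapters and poly(A) tails, removed reads that matched mouse pre-rRNA, placed each remaining read at up to 10 positions of the mm9 genome with Bowtie, and called peaks in each library separately with Piranha in bins of 20 nt at a p threshold of 0.001. The text of the paper does not name how duplicate reads were treated. For each peak the authors deposited the position, the strand of the reads, the number of reads per 20-nt bin and Piranha's p-value, and for a peak wider than 1 bin the number of reads is the mean over its bins. Because only peaks are listed, the total number of reads in each library is unknown. B1 T1 held 8115 peaks with 57953 reads over 173240 nt. Its mean across peaks, each peak counted once whatever its width, was 6.46 reads per bin. B1 T2 held 10759 peaks with 80468 reads over 233260 nt, and a mean across peaks of 6.65 reads per bin. In B2, T1 held 7925 peaks with 58851 reads over 169220 nt and a mean across peaks of 6.79, and T2 held 19448 peaks with 111729 reads over 413260 nt and a mean across peaks of 5.28. The lowest number of reads listed was 5 in B1 T1, B1 T2 and B2 T1, whereas B2 T2 also listed peaks of 4 reads, and 4 was its median. Piranha fits its distribution within each library, and the highest p-value listed was 0.000167 in B1 T1 and 0.000995 in B2 T2. A peak was counted as shared when it overlapped a peak of the other list by at least 1 nt on the same strand, first between T1 and T2 and then between B1 and B2, the nesting drawn in Figure 4B. Shares are given with 95% Clopper-Pearson intervals, which cover counting error across peaks only.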

Around 1 million ASC-48 hr were subject to LACE-seq with two biological replicates (B1, B2) and four technical replicates (T1, T2) (Figure 4B). As a result, a total of 2444 shared peaks corresponding to 951 genes were identified from comparing the four replicates and defined as YTHDC1 binding targets (Figure 4B and Supplementary file 2). All of these replicates were well correlated with each other (Pearson correlation coefficient: 0.82~0.91). These genes were enriched for GO terms such as ‘Cell projection organization,’ ‘Cell junction assembly,’ etc. 

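In B1, 5881 T1 peaks (72.5%) overlapped a T2 peak, and 5862 T2 peaks (54.5%) overlapped a T1 peak. In B2, 5106 T1 peaks (64.4%) overlapped a T2 peak, and 5086 T2 peaks (26.2%) overlapped a T1 peak. These T1 peaks are the shared peaks of each biological replicate. Of the B1 shared peaks, 2443 overlapped a B2 shared peak, and these are the ASC shared peaks. Among them, 2128 were a single 20-nt bin, 36 lay on the mitochondrial chromosome and 31 on unplaced sequences. As a ratio, the p threshold moved this number most, and 647 ASC shared peaks were left when a p-value of at most 0.00001 was required in every library. All of the 951 genes that Supplementary file 2 lists as ASC targets held at least 1 ASC shared peak within their listed mm9 interval on either strand, and 841 of them held exactly 1. The intervals took in 1088 of the ASC shared peaks (44.5%). Their median length was 80243 nt, against 15420.5 nt for all annotated protein-coding genes. On the strand of the reads, 895 of the 2412 ASC shared peaks with reference sequence (37.1%, interval 35.2 to 39.1%) lay within 20 nt of a run of at least 10 G. In 436 of the 951 target genes (45.8%) every shared peak lay on such a G run, in 36 some did, and in 479 none did. Among 993 shared peaks inside exactly 1 listed gene of known strand, 412 (41.5%, interval 38.4 to 44.6%) were deposited on the strand of the gene and 581 on the opposite strand, which is the strand of reads from the gene's RNA (two-sided exact binomial test against 50%, p = 9.11e-08, across peaks, which are not independent replicates). Without G-run peaks, 246 of 524 (46.9%) were on the strand of the gene, which could not be told apart from 50% (exact binomial test, p = 0.176). Tracts of at least 25 G in genes themselves lay on the opposite strand in 62.4% of cases, so the departure from 50% does not by itself show reads from RNA.

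The listed gene with the most ASC shared peaks was Rn45s (chromosome 17, 39979942 to 39985774), the pre-rRNA gene, with 13. Tex14 (chromosome 11, 87218567 to 87369325) had 9, with the highest on a U1 snRNA gene in its intron at 87236361 to 87236380, and 4930557F10Rik (chromosome 13, 23368073 to 23405276) had 5. Jarid2 (chromosome 13, 44826143 to 45017012) also had 5, of which 3 lay on G runs, and BC107364 (chromosome 3, 96237711 to 96256229) had 5, of which the highest lay on another U1 gene. The highest Jarid2 peak lay off the G runs, and its first 20 nt occur 16 times in the genome. The highest ASC shared peak lay outside annotated genes on chromosome 6 from 44742921 to 44742940, with 44.3 ± 16.2 reads per bin (SD, n = 4 libraries). Next was a peak in an intron of Arhgap21 (chromosome 2, 20821461 to 20821480) with 42.5 ± 19.8 reads per bin (SD, n = 4). A neighbouring Arhgap21 peak at 20821641 to 20821660 and an intergenic peak on chromosome 6 at 44743101 to 44743120 both had 35 ± 6 reads per bin (SD, n = 4), with equal numbers in every library, and the 20-nt sequence of each occurs 5 times in the genome. The next, in a promoter region on chromosome 7 from 97590481 to 97590500, had 32.5 ± 3.32 reads per bin (SD, n = 4) and lay on a G run. With these SDs, the order of the 5 highest peaks is within the spread between the libraries. The peaks at 20821641 and 44743101 share the stretch GCGTACGTCGGGAAA with the highest Jarid2 peak of C2C12. Copies with mismatches were not counted, so reads from other copies stay possible at these sites.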

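The deposited lists hold peaks and not alignments, so the correlation was computed across peaks. Over the 2437 ASC shared peaks with a number of reads in all 4 libraries, the Pearson correlation coefficient of the log2 number of reads per bin was 0.810 between T1 and T2 of B1 and 0.812 between T1 and T2 of B2. Between libraries of different biological replicates it was lower, from 0.616 for B1 T1 with B2 T2 to 0.731 for B1 T2 with B2 T1. The mean over the 6 pairs of libraries was 0.718 (SD 0.0809). These coefficients run across peaks that were selected for being called in every library, and peaks are not independent replicates. Without a log scale the highest coefficient was 0.778 and the lowest 0.572.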

(Figure 4C and Supplementary file 2). 

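C2C12 is an established mouse myoblast line. Its LACE-seq data comprise 2 libraries, each from 10 times as many cells as were used for ASC-48 hr. The sample labels and the genome tracks of the paper call them biological replicates, whereas the text and Figure 4B call them technical replicates, so they are named replicates 1 and 2 here. The methods name the Piranha settings for ASCs, and no other settings for C2C12. Replicate 1 held 60540 peaks with 523067 reads over 1311200 nt and a mean across peaks of 7.91 reads per bin, and replicate 2 held 71992 peaks with 607366 reads over 1552900 nt and a mean across peaks of 7.76. The lowest number of reads listed was 6 in both libraries, and the highest p-values listed were 0.000641 and 0.000714. These lists fix the meaning of the deposited strand. Of the C2C12 shared peaks without G runs whose 20-nt sequence occurs once in the genome and that lie in genes of 1 strand only, 14867 were deposited on the strand opposite to the gene and 262 on the strand of the gene. The opposite strand thus held 98.3% (interval 98.0 to 98.5%), as reads of the complementary DNA would, and a peak on that strand is called a peak on the strand of the RNA.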

To reinforce the result, we also performed LACE-seq with C2C12 myoblasts; two technical replicates were included, and a much higher number of cells (10 million) were used for each replicate (Figure 4A and B). 

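Across the 29087 peaks of C2C12 replicate 1 that were also called in replicate 2, the Pearson correlation coefficient of the log2 number of reads per bin was 0.582. It was 0.658 without a log scale, and Spearman's coefficient was 0.474. These values run across called peaks, and the peaks below the p threshold in either library do not enter them.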

Our results showed that data from C2C12 was of very high quality with the two replicates displaying high correlation (Pearson correlation coefficient: 0.96). A total of 29107 shared peaks corresponding to 5897 genes were identified as YTHDC1 binding targets (Figure 4B and Supplementary file 2). 

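With the same overlap rule, 29087 peaks of replicate 1 (48.0%) overlapped a peak of replicate 2, and 29085 peaks of replicate 2 (40.4%) overlapped a peak of replicate 1. Whether a peak was found again followed its number of reads. Of the C2C12 replicate 1 peaks with under 10 reads per bin, 40.7% (20376 of 50011) were found in replicate 2, against 81.9% (8145 of 9950) of those with 10 to 19 reads and 97.8% (566 of 579) of those with 20 or more. In ASCs the shares of T1 peaks found in T2 were 70.2%, 98.5% and 100% in B1 and 60.7%, 92.4% and 100% in B2 for the same classes of reads. The intervals of the lowest and the highest class did not overlap in any of the 3 comparisons.

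**Figure D1:**
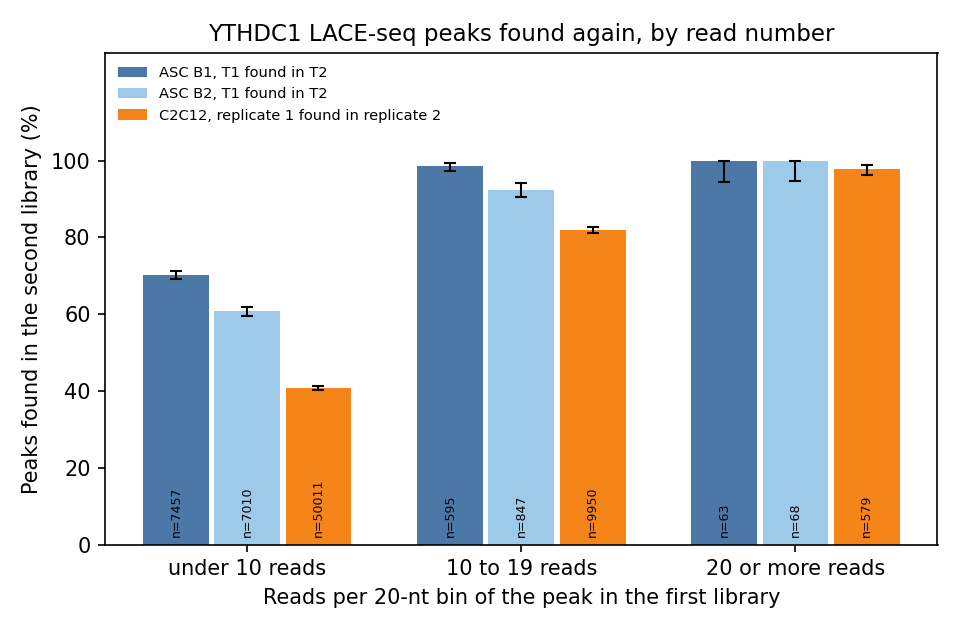
Share of LACE-seq peaks of one library that were found again in the other library of the same cells (vertical axis, percent), by the number of reads per 20-nt bin of the peak in the first library (horizontal axis); bars are shares for ASC B1, ASC B2 and C2C12, error bars are 95% Clopper-Pearson intervals, and n is the number of peaks. In C2C12 the share rises from 40.7% under 10 reads to 97.8% at 20 or more reads.

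Supplementary file 2 was used for the first 1997 of the paper's 5897 C2C12 target genes, so that no test was run on this list. By the annotation, 6951 genes of any class overlapped a C2C12 shared peak on either strand. Among the 1997 listed genes, Tsix (chromosome X, 100626856 to 100680296) had the most shared peaks, 101, and all of them lay on the strand opposite to Tsix RNA reads, which is the strand of reads from the overlapping gene Xist. Fn1 followed with 94, all on the strand of its RNA. Gm14405 had 79 over a listed interval on chromosome 2 from 175594789 to 176850107, which is far longer than the annotated pseudogene of that name, Dst (chromosome 1, 33965070 to 34365507) had 75, and Gm38667 (chromosome 18, 37133456 to 38001526) had 71. The 5 highest C2C12 shared peaks all lay on genes of spliceosomal snRNAs. The highest were on U4 genes of chromosome 5, with 61.5 ± 0.707 reads per bin (SD, n = 2 libraries) from 115939461 to 115939480 and 60.5 ± 0.707 (SD, n = 2) from 115940261 to 115940280. U2 genes on chromosome 1 had 58 reads per bin in both libraries from 72272801 to 72272820 and 58 ± 1.41 (SD, n = 2) from 157801701 to 157801720. The U1 gene within Tex14 had 54 reads per bin in both libraries. The 20-nt sequence of 4 of these 5 peaks occurs more than once in the genome, so that their reads can be shared between copies.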

Very similar to the above result from ASCs, these genes were also enriched for a variety of GO terms such as ‘Cell projection organization,’ ‘Cell junction assembly,’ etc. (Figure 4D and Supplementary file 2). In fact, 1501 out of the 2444 identified peaks in ASCs could be found in C2C12 (Figure 4E and Supplementary file 2), testifying the success of the assay. 

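Of the 2443 ASC shared peaks, 1500 overlapped a C2C12 shared peak on the same strand (61.4%, interval 59.4 to 63.3%) and 943 did not. When the ASC peaks were moved by fixed distances of 200 to 10000 nt either way, between 1 and 45 of them (0.0409 to 1.84%) overlapped a C2C12 shared peak in the 12 moves. Seen from the other side, 1521 of the C2C12 shared peaks (5.23%) overlapped an ASC shared peak. The peaks found in C2C12 had a median of 8.79 reads per bin in ASCs and those not found had 5.75. Peaks on a G run made up 41.2% of the found and 30.6% of the other ASC peaks. Of the alternatives, setting the ASC peaks against only as many C2C12 peaks, those with most reads, moved the share furthest, to 18.5% (451 peaks). In the other direction, requiring at least 6 reads per bin in every library gave 87.2% (1210 of 1387 peaks). That alternative was chosen after the data were seen and leaves out the ASC peaks with fewest reads. From the overlap of the 2 cell types, the paper concludes that the assay worked.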

Next, further probing into the binding locations, we found that in both C2C12 (Figure 4F and Supplementary file 2) and ASCs (Figure 4G and Supplementary file 2), a large portion of the peaks (73% and 43%) were mapped to protein coding genes, which is largely consistent with prior reports from conducting YTHDC1 global profiling through CLIP-seq or RIP-seq in other cells (Chen et al., 2021a; Liu et al., 2021; Patil et al., 2016; Xiao et al., 2016), suggesting that regulating mRNA processing is probably the dominant role of YTHDC1 in mouse myoblasts. 

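Peaks were assigned to the gene classes of the GENCODE vM1 annotation of mm9, on either strand. Of the C2C12 shared peaks, 20967 of 29087 (72.1%, interval 71.6 to 72.6%) lay in protein-coding genes, and of the ASC shared peaks 1036 of 2443 (42.4%, interval 40.4 to 44.4%). Counting only peaks on the strand of the RNA, an alternative added after the data were seen, left 66.1% in C2C12 and 25.2% in ASCs. In C2C12, 24.0% of the shared peaks lay in coding exons, 12.6% in 3'UTRs, 1.31% in 5'UTRs, 23.9% in introns and 14.0% in promoters, taken as 1000 nt upstream to 100 nt downstream of a transcription start. In ASCs, 1.68% lay in coding exons, 0.941% in 3'UTRs, 35.3% in introns and 15.4% in promoters, and 43.1% were intergenic against 18.9% in C2C12. The intervals of the 2 cell types did not overlap for coding exons (1.21 to 2.27% in ASCs and 23.5 to 24.5% in C2C12), whereas those for promoters did (14.0 to 16.9% and 13.6 to 14.4%). Without the peaks on G runs, 35.6% of the ASC shared peaks lay in protein-coding genes. Promoters then held 21.0% (interval 19.0 to 23.1%) in ASCs and 14.2% (interval 13.8 to 14.6%) in C2C12, so these intervals no longer overlapped. A promoter was counted first where features overlapped, for genes of every class, and the 5 highest C2C12 shared peaks, on snRNA genes, counted as promoters. Leaving out G runs, snRNA genes held 10.4% of the ASC and 1.68% of the C2C12 shared peaks. Their part in the promoter difference was not tested. Introns held 24.8% (interval 22.7 to 27.0%) in ASCs and 23.3% (interval 22.8 to 23.8%) in C2C12, so the intervals for introns did overlap. Coding exons still differed, with 2.65% in ASCs and 24.5% in C2C12. From the share of peaks in protein-coding genes, which it sets beside earlier reports in other cells, the paper proposes that regulating mRNA processing is probably the main role of YTHDC1 in mouse myoblasts.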

Interestingly, small portions of the peaks were mapped in lincRNAs, snRNAs, snoRNAs, etc., and a substantial portion was mapped to repeat regions such as SINE (4%) and LINE (3%) (Figure 4G), which was consistent with prior reports (Liu et al., 2021).

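Of the ASC shared peaks, 57 (2.33%, interval 1.77 to 3.01%) lay in lincRNA genes, 161 (6.59%, interval 5.64 to 7.65%) in snRNA genes and 40 (1.64%, interval 1.17 to 2.22%) in snoRNA genes, on either strand. Another 63 (2.58%) lay in genes classed as miscellaneous RNA, 16 (0.655%) in pseudogenes and 3 (0.123%) in miRNA genes, and 1123 (46.0%) in no annotated gene. In C2C12, lincRNA genes held 3.19% of the shared peaks, snRNA genes 1.64%, snoRNA genes 1.00%, miscellaneous RNA 0.375% and pseudogenes 3.89%, while 20.3% lay in no annotated gene. The share in snRNA genes differed between ASCs and C2C12 by more than the counting error (interval 1.50 to 1.80% in C2C12). A class can be counted beside another where genes overlap, as for the U1 gene in Tex14. An annotation of repeats such as SINE and LINE was not used here.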

**Figure 4.**
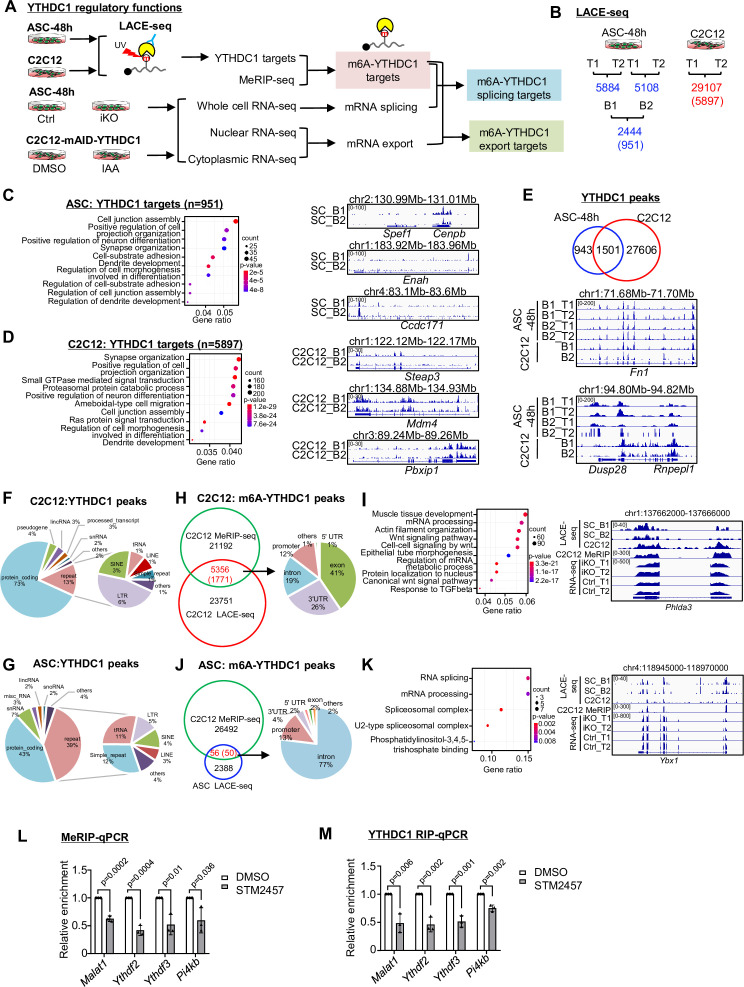
LACE-seq defines transcriptome-wide YTHDC1 binding profiles in myoblasts. (**A**) Schematic illustration of the experimental design for performing LACE-seq and subsequent combination with MeRIP-seq, bulk RNA-seq, subcellular RNA-seq for defining and elucidating YTHDC1 splicing/export targets and post-transcriptional regulation. (**B**) LACE-seq was performed in both ASC-48 hr and C2C12 myoblasts and the number of identified peaks in each technical (T) or biological replicate (B) and the shared number of peaks (genes) between the replicates are shown. (**C**) Left: Go analysis for the identified YTHDC1 targets in ASCs. Right: genome tracks for three selected genes. (**D**) Left: Go analysis for the identified YTHDC1 targets in C2C12. Right: genome tracks for three selected genes. (**E**) Top: overlapping between the above-identified C2C12 and ASC peaks. Bottom: genome tracks for two selected genes. (**F, G**) Left: the genome distribution of YTHDC1 binding peaks in C2C12 or ASC. Right: detailed distribution of the YTHDC1 binding peaks on repeat regions. (**H**) Left: integrating C2C12 MeRIP-seq data with the C2C12 LACE-seq identified 5356 regions (1771 mRNAs, as m6A-YTHDC1 targets). Right: distribution of YTHDC1 binding on the above targets. (**I**) Left: GO analysis of the above 1771 targets. Right: genomic tracks of a selected target, *Phlda3*. (**J**) Left: integrating the C2C12 MeRIP-seq data with the ASC LACE-seq identified 56 regions (50 mRNAs, as m6A-YTHDC1 targets). Right: distribution of YTHDC1 binding on the above-identified target mRNAs. (**K**) Left: GO analysis of the above 50 targets. Right: genomic tracks of a selected target, *Ybx1*. (**L**) C2C12 cells were treated with DMSO or STM2457. m6A modification levels on m6A-YTHDC1 targets were examined by MeRIP-qPCR. Relative enrichment was calculated by comparing the MeRIP/input ratio of DMSO and STM2457. n = 3 biological replicates. (**M**) C2C12 cells were transfected with pRK5-flag-YTHDC1 and then treated with DMSO or STM2457. YTHDC1 binding to m6A-YTHDC1 targets was examined by RIP-qPCR. Relative enrichment was calculated by comparing the RIP/input ratio of DMSO and STM2457. n = 3 biological replicates. Bars represent mean ± SD for all graphs. Statistical significance was determined using a two-tailed Student’s *t*-test.

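The genes drawn in Figure 4C are Spef1 and Cenpb, which overlap on chromosome 2 (130995997 to 131013018 and 131000918 to 131005803), Enah (chromosome 1, 183834576 to 183950111) and Ccdc171 (chromosome 4, 83171449 to 83510635, annotated as 4930473A06Rik). None of them held an ASC shared peak. In the single libraries, the number of peaks within Spef1, and likewise within Cenpb, was 0 in B1 T1 and B1 T2, 1 in B2 T1 and 2 in B2 T2. Within Enah it was 0 in both B1 libraries, 1 in B2 T1 and 6 in B2 T2, and within Ccdc171 it was 2 and 3 in B1 and 8 and 21 in B2. Peaks shared by T1 and T2 of B2 alone numbered 1 in Spef1, 1 in Cenpb, 0 in Enah and 5 in Ccdc171, and those of B1 alone numbered 1 in Ccdc171 and 0 in the others. The lists hold only bins past the p threshold, so reads of other bins do not enter these numbers.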

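Mdm4, drawn in Figure 4D, lies on chromosome 1 from 134886422 to 134921943. It held 5 C2C12 shared peaks, all in introns and on the strand of the RNA, with means from 6 to 9 reads per bin. The highest, at 134903761 to 134903780, had 9 ± 4.24 reads per bin (SD, n = 2 libraries), so that the order of the Mdm4 peaks is within the spread between the replicates.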

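Fn1, drawn in Figure 4E, lies on chromosome 1 from 71632094 to 71699774. Its C2C12 shared peaks lay in coding exons (77), the 3'UTR (10), introns (6) and the promoter (1). The highest of them, in a coding exon at 71688521 to 71688540, had 15 ± 1.41 reads per bin (SD, n = 2 libraries). In the ASC libraries, Fn1 held 0 peaks in both B1 libraries, 1 in B2 T1 and 2 in B2 T2, and no ASC shared peak. Dusp28 (chromosome 1, 94803566 to 94805197) held no shared peak in either cell type and 1 peak in a single library, B2 T2. Rnpepl1 (chromosome 1, 94807982 to 94817415) held 1 C2C12 shared peak, in the 3'UTR at 94816681 to 94816720, with 7.5 ± 2.12 reads per bin (SD, n = 2), and no peak in any ASC library.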

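Phlda3 lies on chromosome 1 from 137662696 to 137665713. It held 9 C2C12 shared peaks, all on the strand of its RNA, of which 5 lay in the promoter region, 3 in the 3'UTR and 1 in an intron. The highest lay at 137663421 to 137663440 and had 22 reads per bin in both libraries. The reference sequence of this peak, on the strand of the reads, is AGGGGGGGCATGTCGATAAA, which occurs once in the genome. No ASC library held a peak in Phlda3.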

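Ybx1 lies on chromosome 4 from 118950586 to 118967209. It held 1 ASC shared peak, in an intron at 118961881 to 118961900, with 6.75 ± 1.5 reads per bin (SD, n = 4 libraries), and this peak lay within 20 nt of a G run. The 20-nt sequence of the peak occurs 8955 times in the genome. The single ASC libraries held 2, 2, 1 and 3 peaks in Ybx1 for B1 T1, B1 T2, B2 T1 and B2 T2. In C2C12 the gene held 4 shared peaks, of which 3 lay on the strand of the RNA and 1 on a G run, and the highest, at 118954781 to 118954800, had 10 ± 4.24 reads per bin (SD, n = 2).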

**Figure 4—figure supplement 1.**
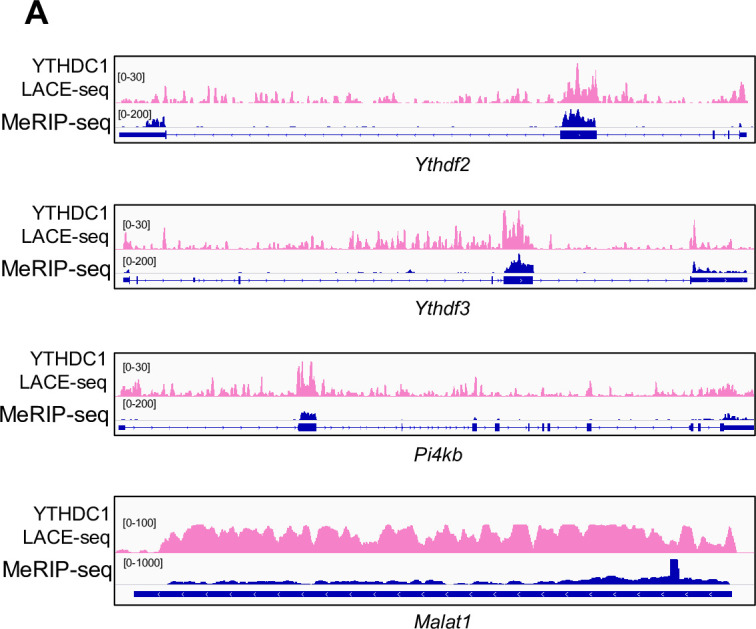
Genome tracks of selected m6A-YTHDC1 targets.

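In C2C12, Malat1 (chromosome 19, 5795690 to 5802671) held 70 shared peaks, all on the strand of its RNA. The highest lay at 5799741 to 5799760 with 19 ± 1.41 reads per bin (SD, n = 2 libraries). In ASCs, 2 shared peaks lay in Malat1, and the higher, at 5800181 to 5800200, had 6.92 ± 1.48 reads per bin (SD, n = 4). The single ASC libraries held 2, 13, 16 and 23 Malat1 peaks for B1 T1, B1 T2, B2 T1 and B2 T2, with the fewest in B1 T1, and the B2 libraries alone shared 8. Pi4kb (chromosome 3, 94778653 to 94810765) held 4 C2C12 shared peaks, 3 in coding exons and 1 in an intron. The highest, at 94788541 to 94788560, had 14.5 ± 6.36 reads per bin (SD, n = 2), and no ASC shared peak lay in the gene.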

To further tease out m6A-dependent function of YTHDC1, we obtained the published methylated RNA immunoprecipitation sequencing (MeRIP-seq) data from C2C12 (Gheller et al., 2020), which was of good quality shown by the enrichment of a classical RRACH motif in the identified binding sites and also dominant enrichment found at 3’UTR genomic regions (data not shown). By integrating the dataset with the above C2C12 LACE-seq dataset, a total of 5356 peaks (1771 genes) were identified; 41% of the peaks resided in exons followed by 3’UTRS (26%), introns (19%), and promoters (12%) (Figure 4H and Supplementary file 2). The above-defined final set of 1771 m6A-YTHDC1 targets were enriched for variable GO terms (Figure 4I and Supplementary file 2), among which Wnt signaling pathway is related to myoblast proliferation (Figure 4I and Supplementary file 2; Otto et al., 2008). Besides, a large group of m6A-YTHDC1 targets was enriched for mRNA processing (Figure 4I). Interestingly, *Ythdf2* and *Ythdf3* were found on the list (Figure 4—figure supplement 1 and Supplementary file 2). 

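Ythdf2 (chromosome 4, 131740827 to 131768218) held 4 C2C12 shared peaks, 3 in coding exons and 1 in the 3'UTR. The highest, in a coding exon at 131761501 to 131761520, had 9 ± 1.41 reads per bin (SD, n = 2 libraries), and its 20-nt sequence occurs 3 times in the genome. In Ythdf3 (chromosome 3, 16083183 to 16117035) there were 8 C2C12 shared peaks, 5 in introns and 3 in coding exons, and the highest, in an intron at 16085401 to 16085420, had 10.5 ± 0.707 reads per bin (SD, n = 2). All of these peaks lay on the strand of the RNA. The published MeRIP-seq data were not analysed here, so the m6A side of this list was not recomputed.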

Next, we also intercepted the ASC LACE-seq with the above C2C12 MeRIP-seq data and identified a total of 56 peaks (corresponding to 50 genes) (Figure 4J and Supplementary file 2); interestingly, these genes were highly enriched for GO terms such as ‘RNA splicing,’ ‘mRNA processing,’ etc. 

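Each of the 56 peaks that Supplementary file 2 lists for ASCs matched an ASC shared peak on the same strand. Of these, 35 (62.5%, interval 48.5 to 75.1%) overlapped a C2C12 shared peak, against 1465 of the other 2387 ASC shared peaks (61.4%, interval 59.4 to 63.3%). The difference was within the counting error (two-sided Fisher's exact test across peaks, p = 0.891). Its direction changed with the p threshold: at a p-value of at most 0.0001 in every library, 28 of the listed peaks were left and 39.3% of them overlapped C2C12, fewer than of the others (p = 0.251, same exact test). Introns held 35 of the 56 peaks, with promoters counted first where features overlapped, and the mitochondrial chromosome held 4. On the strand of the reads, 28 of the 56 peaks (50%) lay on a G run, against 36.8% of the other ASC shared peaks. Of those not on a G run, 4 lay on a run of at least 10 A and 14 shared sequence with an annotated small RNA, and 13 of the 56 had none of these features. Of the listed peaks in genes of 1 strand, 32 lay on the strand of the RNA and 20 on the other. Their median was 6.75 reads per bin, and that of the other ASC shared peaks 7.25.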

(Figure 4K and Supplementary file 2), which were also found in C2C12 (Figure 4I), suggesting that m6A-YTHDC1 not only modulates RNA processing but also controls the processing of RNA processing factors. To solidify the findings that YTHDC1 regulates its targets through m6A binding, we inactivated m6A writer METTL3 using its inhibitor STM2457 (Yankova et al., 2021) in C2C12 and examined the binding of YTHDC1 to three selected m6A-YTHDC1 targets, *Ythdf2*, *Ythdf3*, *Pi4kb,* using *Malat1* as a positive control (Wang et al., 2021). As expected, STM2457 treatment significantly reduced the m6A modification level on the three targets as revealed by meRIP-qPCR (Figure 4L); concomitantly, YTHDC1 binding assessed by RIP-qPCR was also decreased (Figure 4M), indicating indeed the regulatory function of YTHDC1 relies on m6A binding.

### YTHDC1 depletion in ASCs leads to altered splicing events

Next we tested whether YTHDC1 plays a role in modulating mRNA splicing that represents its best known function (Kasowitz et al., 2018; Xiao et al., 2016). To this end, we analyzed the splicing events using the RNA-seq data from Figure 3G and H (Figure 5A). Expectedly, in both ASC-24 hr and -48 hr, a high number of differential splicing events (DSEs) were uncovered in the iKO compared to the Ctrl cells (Figure 5A); skipped exons (SEs) and mutually exclusive exons (MXEs) dominated these events, which was consistent with previously reported role for YTHDC1 in promoting exon inclusion (Xiao et al., 2016). Among the 951 targets of YTHDC1, a total of 189 displayed DSE (Figure 5B and Supplementary file 3), thus defined as YTHDC1 splicing targets. These targets were enriched for ‘Regulation of actin filament-based process’ and ‘Dendrite development’ (Figure 5—figure supplement 1A and Supplementary file 3), among which we experimentally validated the altered splicing on *Palb2*, *Scn5a*, *Lrp8* mRNAs by RT-PCR assay (Figure 5B and C). To pinpoint m6A-YTHDC1-dependent splicing events, we then intercepted the DSEs with the 50 m6A-YTHDC1 targets identified in ASCs (Figure 4J). As a result, 11 of them were defined as m6A-YTHDC1 splicing targets (Figure 5D), among which the altered splicing on *Itbp3bp* and *Nek1* mRNAs was experimentally validated (Figure 5D and E).

**Figure 5.**
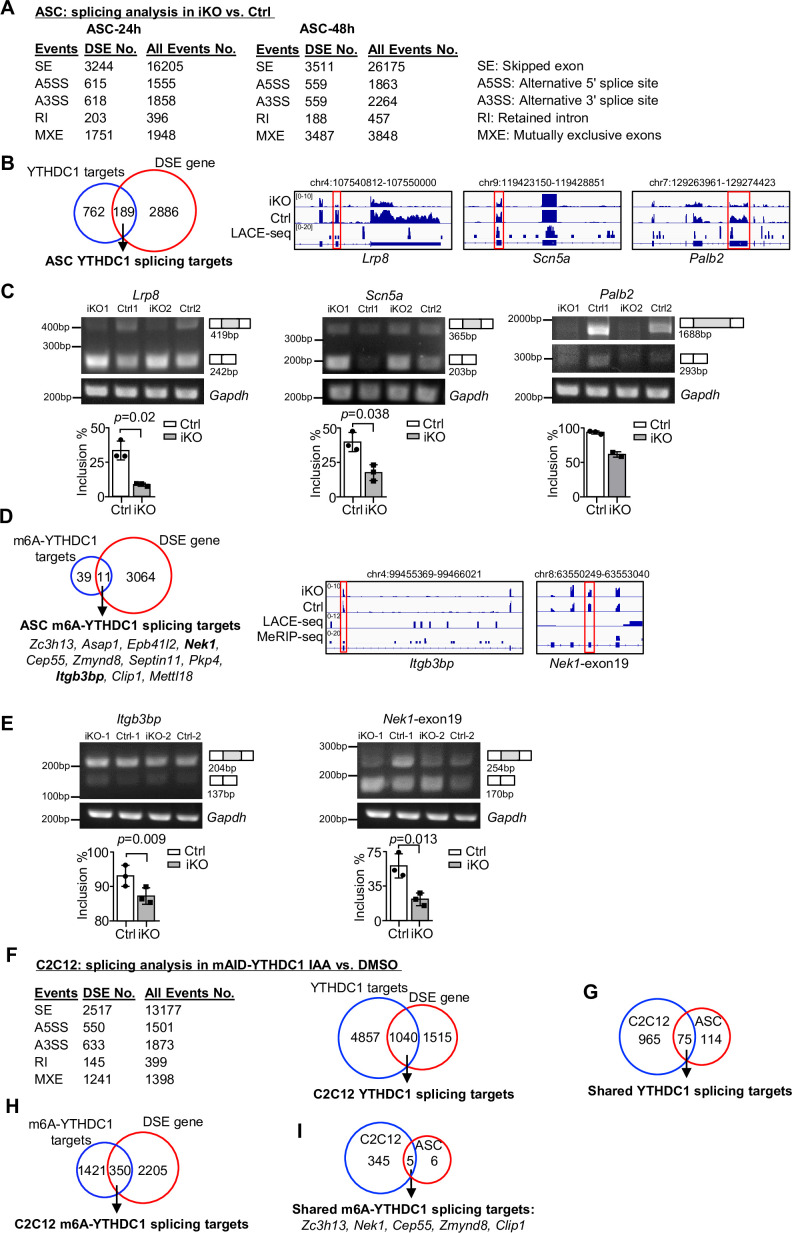
YTHDC1 depletion in ASCs leads to altered splicing events. (**A**) Splicing analysis based on bulk RNA-seq data from ASC-24 hr or -48 hr defined five types of splicing events. The total number of each event in Ctrl, and the differential spliced events (DSE) in inducible knock out (iKO) vs. Ctrl are shown. (**B**) Left: combining the above ASC-48 hr DSEs with the ASC LACE-seq targets identified a total of 189 YTHDC1 splicing target mRNAs. Right: genome tracks of three selected targets. (**C**) Top: RT-PCR assay was performed in ASC-48 hr from YTHDC1-iKO and Ctrl to verify altered splicing of the three selected target mRNAs, *Palb2*, *Lrp8,* and *Scn5a. Gapdh* was used as a control. Bottom: quantification of exon inclusion level. Exon inclusion level was defined as the percentage of transcripts that includes the specific exon. Included/(included + skipped). n = 3 mice per group for *Lrp8* and *Scn5a*. (**D**) Left: combining the above ASC-48 hr DSE with m6A-YTHDC1 targets uncovered 11 m6A-YTHDC1 splicing targets. Right: genome tracks of two selected targets. (**E**) Top: RT-PCR assay was performed in ASC-48 from YTHDC1-iKO and Ctrl to verify altered splicing of the two selected target mRNA, *Itgb3bp*, and *Nek1. Gapdh* was used as a control. Bottom: quantification of exon inclusion level. n = 3 mice per group. (**F**) Left: splicing analysis based on bulk RNA-seq data from C2C12-mAID-YTHDC1 cells with or without YTHDC1 degradation. Right: combining the above C2C12 DSEs with the C2C12 LACE-seq targets identified a total of 1040 YTHDC1 splicing target mRNAs. (**G**) Overlapping between the above-identified YTHDC1 splicing targets in ASC-48 hr and C2C12. (**H**) Combining the above C2C12 DSEs with m6A-YTHDC1 targets uncovered 350 m6A-YTHDC1 splicing targets. (**I**) Overlapping of m6A-YTHDC1 splicing targets in C2C12 and ASC-48 hr. Bars represent mean ± SD for all graphs. Statistical significance was determined using a two-tailed Student’s *t*-test. Figure 5—source data 1.Uncropped gel images of Figure 5C. Figure 5—source data 2.Uncropped gel images of Figure 5E.

**Figure 5—figure supplement 1.**
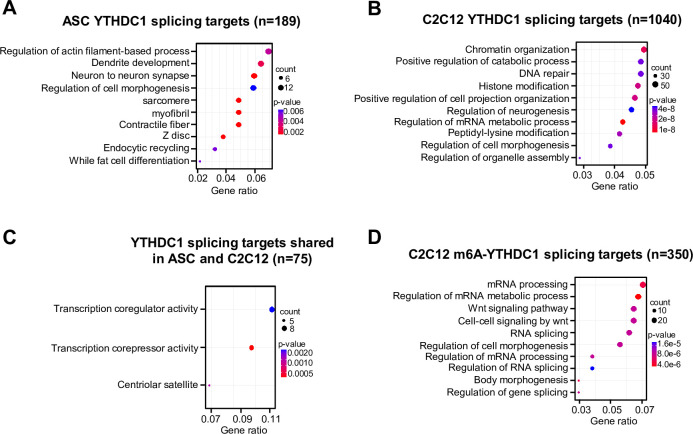
GO analysis of YTHDC1 splicing targets in ASCs and C2C12. (**A**) GO analysis of YTHDC1 splicing targets in ASC. (**B**) GO analysis of YTHDC1 splicing targets in C2C12 myoblasts. (**C**) GO analysis of shared YTHDC1 splicing targets in ASC and C2C12. (**D**) GO analysis of m6a-YTHDC1 splicing targets in C2C12.

To ascertain the above findings, we then performed RNA-seq in C2C12 cells with inducible YTHDC1 deletion (cells were treated with IAA for 8 hr to capture the immediate effect only). A total of 2555 genes with DSE were detected upon YTHDC1 degradation and a large portion (1040) were its binding targets defined in Figure 4D (Figure 5F and Supplementary file 3). This evidence suggests that YTHDC1 possibly plays a dominant role as a splicing regulator in C2C12. Of note, these targets were highly enriched for ‘Chromatin organization’ and ‘Histone modification’ (Figure 5—figure supplement 1B and Supplementary file 3). Also, 75 of these YTHDC1 splicing targets were found in ASC (Figure 5G) and enriched for ‘Transcription coregulator activity’ and ‘Transcription corepressor activity’ (Figure 5—figure supplement 1C and Supplementary file 3). Furthermore, 350 out of the 1771 m6A-YTHDC1 targets identified in C2C12 cells (Figure 4H) were differentially spliced upon YTHDC1 degradation (Figure 5H) and enriched for ‘mRNA processing,’ ‘regulation of mRNA metabolic process,’ ‘Wnt signaling pathway,’ etc. (Figure 5—figure supplement 1D and Supplementary file 3); and 5 of these targets were shared in ASCs, including *Zc3h13*, *Nek1*, *Cep55*, *Zmynd6*, and *Clip1* mRNAs (Figure 5I). Of note, NEK1 is known to play a role in regulating cell cycle (Chen et al., 2008). Altogether, these findings lead us to conclude that m6A-YTHDC1 orchestrates splicing of mRNAs that have important functions in myoblast cells, and its role in promoting myoblast proliferation is mediated through a wide spectrum of mRNA targets.

### YTHDC1 loss inhibits mRNA nuclear export

In addition to splicing regulation, we also wondered whether YTHDC1 plays a role in controlling mRNA nuclear export as hinted by prior studies (Lesbirel et al., 2018; Roundtree et al., 2017). To test this notion, nuclear (nuc) and cytoplasmic (cyto) fractions were prepared from ASC-48 hr cells of Ctrl or YTHDC1 iKO muscles and subject to RNA-seq, respectively. As a result, a total of 11,637 mRNAs were found to be expressed in cyto or nuc fractions and the cyto/nuc ratio was calculated to assess the change of mRNA distribution after YTHDC1 knock out. No significant difference was detected in the average cyto/nuc ratio of these expressed mRNAs in iKO vs. Ctrl (Figure 6—figure supplement 1A and B and Supplementary file 4), suggesting that YTHDC1 loss may not cause global alteration in mRNA nuclear export. Nevertheless, 1045 mRNAs did show altered cyto/nuc ratio and they were enriched for ‘Methylation,’ ‘Chromatin modification,’ etc. (Figure 6—figure supplement 1C and Supplementary file 4). To specifically examine whether YTHDC1 binding could directly modulate nuclear export, we found a total of 687 of the above-identified YTHDC1 binding targets were expressed in cyto or nuc fractions; no significant difference was detected in the average cyto/nuc ratio of these mRNAs in the iKO compared to the Ctrl (Figure 6A and B and Supplementary file 4), suggesting that YTHDC1 binding may not have a major impact on global nuclear export of its target mRNA. Nevertheless, 54 mRNAs did display significant cyto/nuc decrease in iKO vs. Ctrl thus defined as YTHDC1 export targets (Figure 6C and D and Supplementary file 4), and they were enriched for ‘Protein serine kinase activity’ ( Figure 6—figure supplement 1G and Supplementary file 4). Of note, 13 were also defined as YTHDC1 splicing targets (Figure 6C), suggesting that YTHDC1 may simultaneously regulate both splicing and export of these target mRNAs.

**Figure 6.**
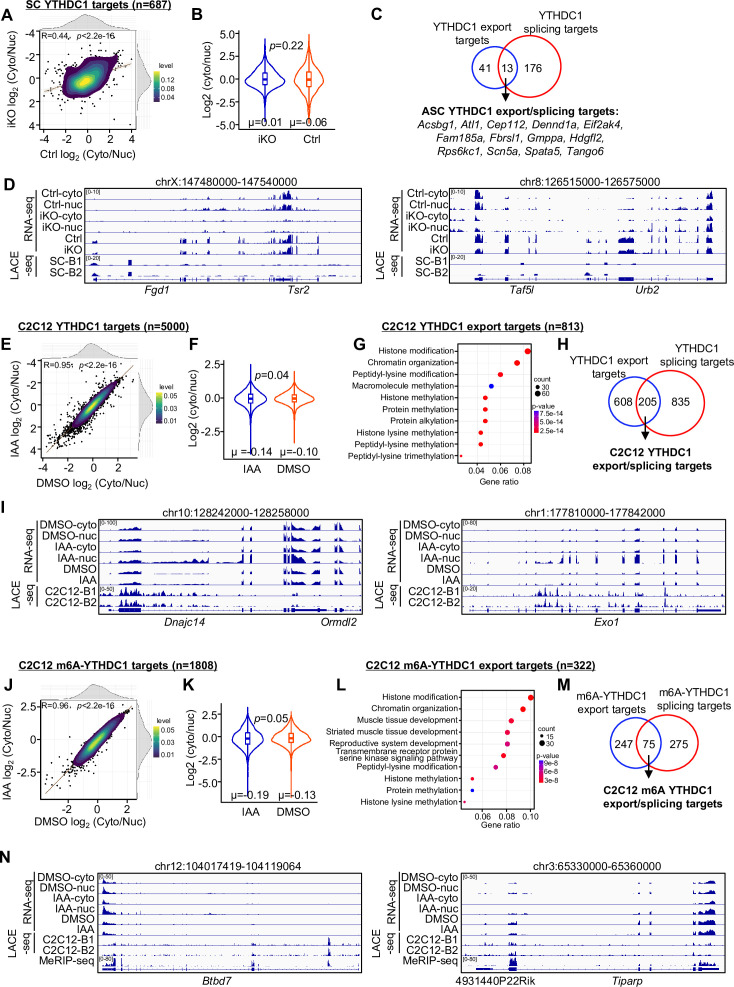
YTHDC1 loss inhibits mRNA nuclear export. (**A**) Subcellular RNA-seq was performed using cytoplasmic and nuclear fractions isolated from ASC-48 hr of Ctrl and YTHDC1 inducible knock out (iKO) mice. The log_2_(cyto/nuc) expression change was calculated for YTHDC1 targets. On the top and right, the density plot of log_2_(cyto/nuc) expression changes is depicted. (**B**) Quantification of log_2_(cyto/nuc) expression changes in iKO vs. Ctrl. (**C**) Overlapping between YTHDC1 mRNA export targets and splicing targets in ASCs. (**D**) Genome tracks of two selected export targets. (**E–I**) The above assay/analysis was performed in DMSO or IAA-treated mAID-YTHDC1 C2C12 myoblasts to identify YTHDC1 regulated export targets in C2C12. (**J–N**) The above analyses were conducted using m6A-YTHDC1 targets to identify m6A-YTHDC1 mRNA export targets in C2C12.

**Figure 6—figure supplement 1.**
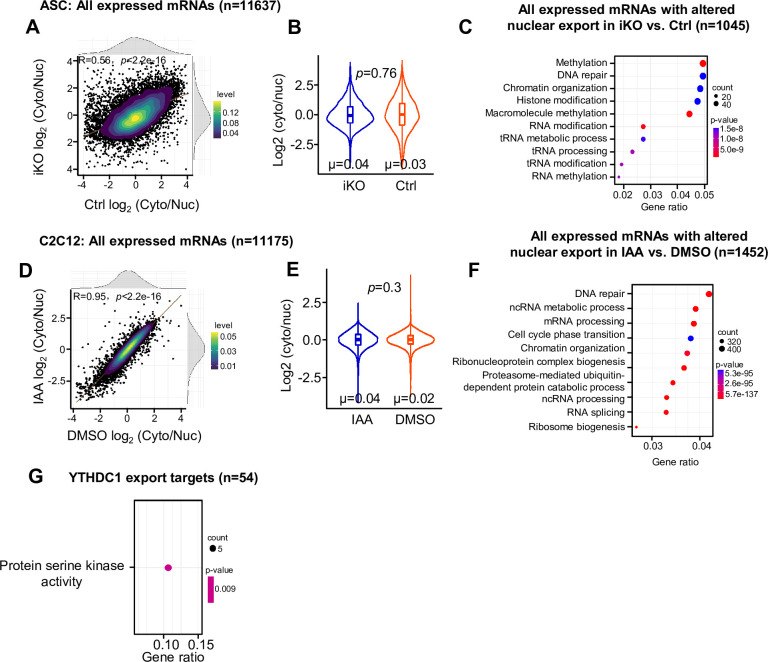
Analyses of nuclear export of all mRNAs and GO enrichment of mRNAs with decreased export. (**A**) Subcellular RNA-seq was performed using cytosolic and nuclear fractions isolated from ASC-48 hr of Ctrl and YTHDC1 inducible knock out (iKO). The log_2_(cyto/nuc) expression change was calculated for all expressed mRNAs. On the top and right, the density plot of log_2_(cyto/nuc) expression changes is depicted. (**B**) Quantification of log_2_(cyto/nuc) changes for the above mRNAs in iKO vs. Ctrl. in iKO vs. Ctrl. (**C**) GO analysis for the above mRNAs. (**D**) The above assay/analysis was performed in DMSO or IAA-treated mAID-YTHDC1 C2C12 myoblasts. The log_2_(cyto/nuc) expression change was calculated for all expressed mRNAs. On the top and right, the density plot of log_2_(cyto/nuc) expression changes is depicted. (**E**) Quantification of log_2_(cyto/nuc) change of the above mRNAs upon YTHDC1 degradation. (**F**) GO analysis for the above mRNAs. (**G**) GO analysis of YTHDC1 export targets in ASC.

To solidify YTHDC1 regulating myoblast mRNA nuclear export, we performed the above assay/analysis in C2C12 mAID-YTHDC1 cells. Similarly, no global impact on the distribution of all expressed mRNAs (11175) was detected upon YTHDC1 degradation (Figure 6—figure supplement 1D and E and Supplementary file 4). When analyzing YTHDC1 bound mRNAs, a much higher number (5000) compared to the ASC (because of the higher number of LACE-seq targets from C2C12; Figure 4) was found to be expressed in cyto or nuc fractions and a significant decrease in the average cyto/nuc ratio was found upon YTHDC1 degradation (Figure 6E and F and Supplementary file 4), suggesting that YTHDC1 loss caused global impact on its target mRNA nuclear export in C2C12. Similarly, a total of 813 binding targets were defined as YTHDC1 export targets and displayed reduction in cyto/nuc ratio upon YTHDC1 degradation (Figure 6G–I and Supplementary file 4). These targets were enriched for ‘Histone modification,’ ‘Chromatin organization,’ etc. (Figure 6G and Supplementary file 4). About 25% of them were also identified as YTHDC1 splicing targets (Figure 6H). Similarly, a total of 322 m6A-YTHDC1 export targets were defined in C2C12 cells and also enriched for ‘Histone modification,’ ‘Chromatin organization,’ etc. (Figure 6J–N and Supplementary file 4). And 75 of them were also splicing targets of C2C12 m6A-YTHDC1 (Figure 6M and Supplementary file 4). Altogether, the above results demonstrate that YTHDC1 binding can indeed promote nuclear export of target mRNAs in myoblast cells, suggesting that YTHDC1 plays pleiotropic roles in regulating both splicing and export of mRNAs in myoblasts.

### Co-IP/MS leads to the identification of YTHDC1 interacting partners

Lastly, to further fathom the mechanism underlying the above-identified YTHDC1 regulatory functions in myoblasts, we performed co-immunoprecipitation (co-IP) coupled with mass spectrometry (MS) to identify its protein interactome knowing that the function of YTHDC1 is largely mediated by its transcriptionally or post-transcriptionally interacting partners (Widagdo et al., 2022). To this end, Flag-tagged YTHDC1 or a pRK5-vector plasmid was transfected in C2C12 myoblasts (Figure 7A and B); the interacting proteins were retrieved by anti-Flag beads and subject to MS analysis (Figure 7A). The results identified a total of 912 potential interacting partners (Figure 7C and Supplementary file 5). Of note, they were highly enriched for RNA splicing and mRNA export factors (Figure 7D), which was in accordance with the above findings, solidifying that the dominant functions of YTHDC1 in myoblasts are splicing and export regulations.

**Figure 7.**
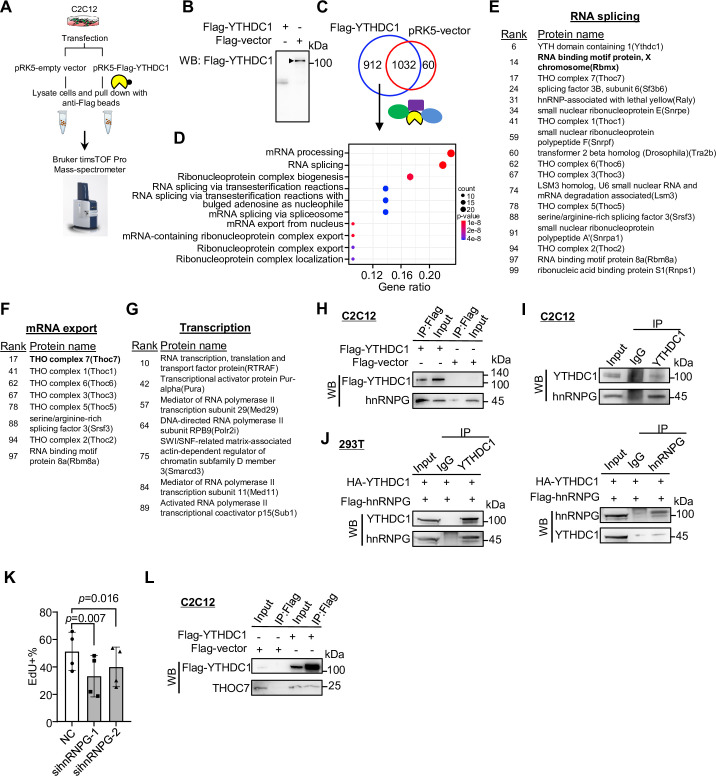
Co-immunoprecipitation/mass spectrometry (co-IP/MS) leads to the identification of YTHDC1 interacting partners. (**A, B**) Schematic illustration of the co-IP/MS procedure. An empty vector or Flag-tagged YTHDC1 plasmid was expressed in C2C12 myoblasts followed by pull-down with Flag beads; the retrieved proteins were subject to MS with Bruker timsTOF Pro. (**B**) Overexpression of the Flag-tagged YTHDC1 was confirmed by western blotting (WB) using anti-Flag antibody. (**C**) 912 proteins were uniquely retrieved in YTHDC1 but not Vector-expressing cells. (**D**) GO functions of the above proteins are shown. (**E–G**) The above-identified interacting proteins with RNA splicing, mRNA export, or potential transcriptional regulatory functions are shown in the lists. (**H**) Flag-tagged YTHDC1 was overexpressed in C2C12 and Flag-beads-based IP was performed followed by WB to verify the retrieved hnRNPG protein. (**I**) IP of endogenous YTHDC1 protein in C2C12 myoblasts followed by WB to examine retrieved hnRNPG protein. (**J**) Flag-hnRNPG and HA-YTHDC were overexpressed in 293T cells; IP with YTHDC1 or hnRNPG protein flowed by WB to confirm the interaction between the two proteins. (**K**) Freshly isolated satellite cells (FISCs) were transfected with scramble or hnRNPG siRNA-1 or -2, and EdU assays were performed in ASC-48 hr. EdU+ cells were quantified. n = 4 replicates. Bars represent mean ± SD for all graphs. Statistical significance was determined using a two-tailed paired Student’s *t*-test. (**L**) Flag-tagged YTHDC1 was overexpressed in C2C12 and Flag beads-based IP was performed followed by WB to verify the interaction between YTHDC1 and THOC7. Figure 7—source data 1.Uncropped blot images of Figure 7B and H. Figure 7—source data 2.Uncropped blot images of Figure 7I and J. Figure 7—source data 3.Uncropped blot images of Figure 7L.

Among the splicing factors (Figure 7E), hnRNPG (also called RNA binding motif protein X [RBMX]) ranked very high (no. 14) on the list. It is a ubiquitously expressed RBP best known for its function in splicing control (Elliott et al., 2019; Heinrich et al., 2009). Their physical interaction was validated by performing co-IP followed by WB using both exogenously (Figure 7H) and endogenously (Figure 7I) expressed YTHDC1 in C2C12 myoblasts; additionally, the interaction was also validated in 293T cells (Figure 7J). To demonstrate the functional relevancy of hnRNPG in SCs, we knocked down hnRNPG in ASCs and found cell proliferation was reduced (Figure 7K), which phenocopied YTHDC1 loss caused defect. The finding thus demonstrates that hnRNPG functions synergistically with YTHDC1 in promoting SC proliferation. Furthermore, we also identified the well-known binding partners of YTHDC1, SRSF3 (Xiao et al., 2016) on the list (Figure 7E), strengthening its function in regulating splicing in myoblasts.

Examining the list of mRNA export factors (Figure 7F), several components of the THO subcomplex of the TREX (transcription export) complex were identified. The bulk of the mRNA nuclear export is a complex yet well-characterized process mediated by the TREX complex and the heterodimeric nuclear export receptor NXF1:NXT1 (Lesbirel et al., 2018; Lesbirel and Wilson, 2019). As the key initiating complex, TREX has 14 known subunits with the multimeric THO complex as the core. Strikingly, all the known THOC members, including THOC7, 1, 6, 3, 5, and 2, were retrieved by YTHDC1 (Figure 7F). We validated the interaction of YTHDC1 with THOC7 in C2C12 by co-IP followed by WB (Figure 7L), reinforcing YTHDC1 function in controlling mRNA export. Furthermore, we also identified some known transcriptional regulators, including RTRAF, MED29, and MED11 (Figure 7G), pointing to previously unknown means via which YTHDC1 may regulate transcription. Altogether, the results from the co-IP/MS are in line with the findings from Figures 5 and 6 to reinforce the notion that YTHDC1 plays pleiotropic regulatory functions in myoblasts.

## Discussion

In this study, we investigate the functional role of m6A reader YTHDC1 protein in skeletal muscle stem cells and muscle regeneration. Our findings demonstrate the expression dynamics of several m6A regulators including writers, readers, and erasers during the course of SC lineage progression, implicating their possible involvement in governing SC activities. Among these m6A regulators, we characterize YTHDC1 function in depth and uncover it as an essential factor controlling SC activation and proliferation. Inducible depletion of YTHDC1 in SCs drastically impairs SC activation and proliferation; thus, it almost abolishes acute injury-induced muscle regeneration. Mechanistically, LACE-seq identifies YTHDC1 binding mRNA targets among which a portion are m6A dependent. Further splicing analyses provide evidence for m6A-YTHDC1 participation in modulating splicing events in myoblast cells. Additionally, subcellular fractionation/RNA-seq also defines potential mRNA export targets of YTHDC1 in myoblasts. Lastly, co-IP/MS defines a wide array of interacting protein partners of YTHDC1, including mRNA splicing and export factors, as well as transcriptional regulators, and they may function in synergism to mediate the pleiotropic functions of YTHDC1 in myoblasts. Among these factors, hnRNPG appears to be a bona fide functional partner of YTHDC1 to synergistically regulate myoblast proliferation. Altogether, our findings demonstrate that YTHDC1 is an indispensable intrinsic regulator of SC activities and muscle regeneration through multifaceted controlling of RNA metabolism in myoblast cells (Figure 8).

**Figure 8.**
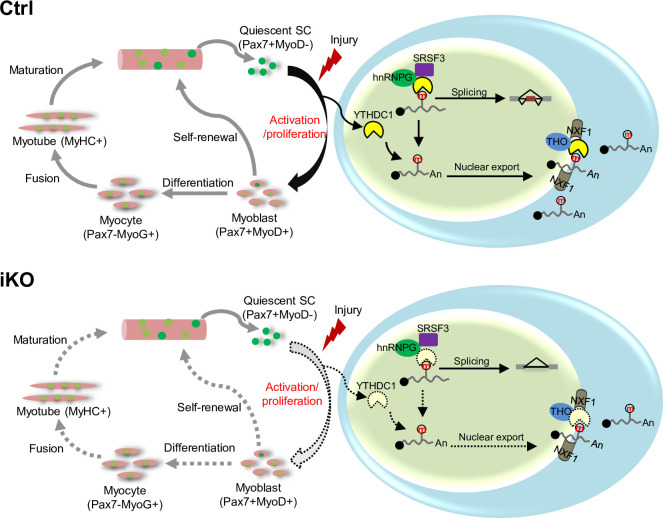
A working model of YTHDC1 function in satellite cells (SCs). YTHDC1 is induced upon SC activation and proliferation to promote SC activation and proliferation upon acute injury-induced muscle regeneration. Mechanistically, it functions through both facilitating mRNA splicing synergistically with hnRNPG and promoting mRNA export possibly by binding with the THO nuclear export complex.

Until now the study of m6A regulation and function in SCs is scarce (Diao et al., 2021; Kudou et al., 2017; Liang et al., 2021). This is the first study to identify potential functional m6A regulators and provides a holistic investigation of a writer protein, YTHDC1 function in SCs and muscle regeneration. The transcriptomic profiling uncovered that an array of m6A regulators were dynamically expressed in the course of SC lineage progression; notably, YTH-domain containing reader proteins, including YTHDC1, YTHDF1, YTHDF2, and YTHDF3, were all highly expressed in SCs. The mRNA level of YTHDC1 was high across the entire course albeit showing an induction in FISC; its protein level, nevertheless, was induced in ASC-24 hr and continued to increase until ASC-48 hr, suggesting its dominant role in governing activation/proliferation. The discrepancy between mRNA and protein expression also suggests that there may be post-transcriptional regulation to control YTHDC1 protein production. It is possible that the induction of *Ythdc1* mRNA occurs early upon activation, but the protein translation occurs later in myoblasts, where it executes the mRNA splicing and export functions. Indeed, the subsequent dissection using the YTHDC1-iKO mouse provided solid evidence supporting its positive role in promoting SC activation and proliferation; inducible depletion of YTHDC1 largely inhibited SC activation and proliferation (Figure 3). We believe the incompetence of SC activation/proliferation is the major cause of nearly blocked regeneration after acute injury-induced muscle damage. Nevertheless, the potential defects in other aspects such as differentiation, self-renewal, and survival need to be investigated in the future. Of note, YTHDC1 expression can also be detected in QSCs albeit to a very low level. We also noticed decreased SC numbers after long-term loss of YTHDC1 (data not shown), suggesting that it may play a critical role in QSC maintenance. Our findings thus suggest that YTHDC1 plays an indispensable role in SCs and muscle regeneration, which is not replaceable by other m6A readers. This study also adds genetic evidence for the importance of YTHDC1 in cellular processes, which is largely lacking in the field. In the future, it will also be interesting to test the functionality of other readers such as YTHDF1, 2, and 3 in SCs.

To investigate the functional mechanism of YTHDC1 in promoting SC activation/proliferation, recently developed LACE-seq was harnessed using both ASCs and C2C12 myoblasts. Even though the number of peaks identified in ASCs was not comparable with the number in C2C12, LACE-seq has enabled the profiling of transcriptome-wide YTHDC1 binding in ASCs, which was previously impossible using traditional mRNA binding probing methods. By combining with the m6A MeRIP-seq dataset available in C2C12 (Gheller et al., 2020), we were able to define m6A-modified binding targets of YTHDC1. From out data, YTHDC1 selectively bound a subset but not all m6A-modified RNAs (Figure 4H and J). This selectivity could be achieved by dynamic multivalent interactions of YTHDC1, RNAs, and regulatory proteins that self-organize into distinct condensates (nuclear subcompartments) within the nucleus (He and He, 2021; Widagdo et al., 2022), It is also worth pointing out that a large portion of the YTHDC1 binding targets do not seem to possess m6A modification (Figure 4H), suggesting that YTHDC1 may have m6A-independent functions. However, it is commonly believed that YTHDC1 regulatory functions are largely dependent on its m6A binding capacity (Chen et al., 2021a; Cheng et al., 2021; Sheng et al., 2021; Xiao et al., 2016). In Figure 3J, the mutants also failed to rescue the myoblast proliferative defect in YTHDC1-depleted C2C12 myoblasts, strongly suggesting its pro-proliferative function in myoblasts relies on its m6A binding ability. Nevertheless, since YTHDC1 is now known to participate in liquid phase separation (Widagdo et al., 2022), it is likely that m6A-modified RNAs may initiate the recruitment of YTHDC1 through the YTH m6A binding domain, YTHDC1 then promotes condensate formation through the two intrinsically disordered regions (IDRs) independent of its m6A reading function. It is also interesting to notice that about 12% of YTHDC1 binding peaks were mapped to retrotransposons in ASCs and 10% in C2C12 cells (Figure 4F and G). In mESCs, YTHDC1 silences retrotransposons to guard ES cell identity (Chen et al., 2021a; Liu et al., 2021; Xu et al., 2021), it would thus be interesting to explore the possible functional relevancy of YTHDC1 regulation of retrotransposons in SCs. In the future, it will also be necessary to generate transcriptome-wide m6A mapping in SCs, which has become possible by the recently developed methods enabling the use of low number of cells.

Next, we examined YTHDC1 regulation of mRNA splicing in depth by examining altered splicing events upon YTHDC1 loss, which unveiled the splicing targets of m6A-YTHDC1. The number was relatively small in ASCs due to the relatively small number of YTHDC1 binding targets from LACE-seq; a much higher number was found in C2C12 cells but constituted only a small number (20%) of m6A-YTHDC1 targets. Additionally, we examined the potential effects of YTHDC1 loss in mRNA nuclear export and indeed identified a set of mRNAs possibly regulated by m6A-YTHDC1; upon YTHDC1 loss, the nuclear enrichment level was significantly increased. Interestingly, 20% of these mRNAs are also splicing targets of m6A-YTHDC1, suggesting that YTHDC1 binding to an m6A-modified mRNA can control mRNA metabolism at multiple levels. Of note, our study identifies a large number of splicing or/and export targets of m6A-YTHDC1, and they play a wide range of cellular functions directly or indirectly related to cellular proliferation. The observed proliferative defects upon YTHDC1 loss thus could be a combinatorial effect of many downstream targets that were enriched for a wide range of GO functions important for SC proliferation (Figure 5—figure supplement 1A–D and Figure 6G and L). For example, canonical Wnt signaling is known to induce SC proliferation during adult skeletal muscle regeneration (Otto et al., 2008).

Lastly, co-IP/MS was performed in myoblasts and led to the identification of an array of RNA processing regulators mainly including splicing and nuclear export factors. This finding is in concordance with the above demonstrated YTHDC1 functions in splicing and export regulations. In addition, transcriptional regulators were also identified. The m6A-dependent functions of YTHDC1 in regulating splicing, export, or transcription have all been individually reported in various cell types (Kasowitz et al., 2018; Lee et al., 2021; Roundtree et al., 2017); our finding thus hints pleiotropic roles of YTHDC1 in myoblasts. In terms of splicing regulation, Xiao et al. showed that YTHDC1 binds competitively to the splicing factor SRSF3, while antagonizing the binding of SRSF10 to promote exon inclusion (Xiao et al., 2016). The top-ranked binding partner on our list, however, was not SR splicing factors (Figure 7E); instead, hnRNPG appeared as the most likely interacting partner. Its specific interaction with YTHDC1 was validated by co-IP/WB using both exogenously and endogenously expressed proteins in C2C12 and also in 293T cells (Figure 7), thus pointing to hnRNPG as a bona fide interacting partner of YTHDC1. Interestingly, hnRNPG also represents a multifaceted gene regulator. Originally known as a hnRNP family splicing factor via interactions with SRSF3, SRSF7, SLM, SAFB1 (Elliott et al., 2019; Heinrich et al., 2009), it was later shown to bind with m6A-modified mRNAs, thus possessing m6A reader function. It can co-transcriptionally interact with both RNAPII and m6A-modified nascent pre-mRNA to modulate RNAPII occupancy and alterative splicing (Zhou et al., 2019). Its implicated role in transcription repression was also reported (Elliott et al., 2019). Therefore, both hnRNPG and YTHDC1 are versatile m6A-dependent gene regulators yet no study so far has made functional connection between these two key m6A readers despite their physical interaction being mentioned (Heinrich et al., 2009; Xu et al., 2022). Our result in Figure 7K demonstrates their functional synergism in promoting C2C12 myoblast proliferation. Future efforts will be focused on further delineating the regulatory and functional synergism between YTHDC1 and hnRNPG in SCs. In addition, the co-IP/MS also identifies a number of TREX components as potential interacting partners of YTHDC1, and a prior report also demonstrated the physical interaction between TREX complex with YTHDC1 in HEK293T cells (Lesbirel et al., 2018). The modulation of nuclear export by YTHDC1 is thus very likely exerted together with TREX proteins, which will need to be further investigated in the future.

Altogether, biologically, our findings uncover YTHDC1 as an essential post-transcriptional regulator of SC activities and muscle regeneration. In the coming years, more solid genetic evidence will be needed to demonstrate the key roles of m6A regulators in various biological systems. It will also be interesting to determine whether YTHDC1 deregulation is implicated in muscle-related diseases such as aging-associated sarcopenia. Mechanistically, we demonstrate multifaceted roles of YTHDC1 in decoding m6A-marked transcripts in myoblasts; a wide range of mRNA targets are controlled by YTHDC1, thus mediating its effect in promoting myoblast proliferation. Although this study mainly focuses on delineating its post-transcriptional actions, we believe that YTHDC1 also modulates transcriptional events in myoblast nucleus and hnRNPG seems to constitute an important co-factor that may synergistically regulate both splicing and transcription functions of YTHDC1. In addition, it will be interesting to explore whether YTHDC1, hnRNPG, and the target mRNAs self-organize into distinct condensates within the myoblast nucleus as emerging evidence suggests RNA, m6A readers, and co-factors can cooperatively form distinct nuclear condensates at specific genomic loci (Widagdo et al., 2022). Furthermore, although YTHDC1 is predominantly found in the nucleus of myoblast cells, it may transiently shuttle into the cytoplasm as described in Rafalska et al., 2004; Shima et al., 2017 and execute unexpected post-transcriptional functions such as in mRNA destabilization (Shima et al., 2017; Zhang et al., 2020).

## Materials and methods

### Mice

*Pax7^CreER^ (Pax7^tm1(cre/ERT2)Gaka^*) and Tg: Pax7-nGFP mouse strains were kindly provided by Dr. Shahragim Tajbakhsh. *Ythdc1^fl^(B6;129S4-Ythdc1tm1.1Jw/Mmjax*) strain (050693-JAX) and *Rosa26^EYFP^* mouse (006148-JAX) were provided by Jackson Laboratory. *Pax7^CreER^* mice were crossed with *Rosa26^EYFP^* mice to generate the *Pax7^CreER^; Rosa26^EYFP^* reporter mice. The *Ythdc1* inducible knock out (*Ythdc1* iKO) mice with EYFP reporter (Ctrl: *Pax7^CreER/+^; Rosa26^EYFP/+^; Ythdc1^+/+^*, iKO: *Pax7^CreER/+^; Rosa26^EYFP/+^; Ythdc1^fl/fl^*) were generated by crossing *Ythdc1^fl^* mice with *Pax7^CreER^; Rosa26^EYFP^* reporter mice. The mice were maintained in animal room with 12 hr light/12 hr dark cycles, 22–24°C room temperature (RT) and 40–60% humidity at the animal facility in the Chinese University of Hong Kong (CUHK). All animal handling procedures and protocols were approved by the Animal Experimentation Ethics Committee (AEEC) of CUHK (ref. no. 19-251-MIS). All animal experiments with iKO mice followed the regulations and guidance of laboratory animals set in CUHK.

### Animal procedures

Inducible conditional deletion of *Ythdc1* was administered by injecting tamoxifen (Tmx) (T5648, Sigma) intraperitoneally (IP) at 2 mg per 20 g body weight. For BaCl_2_-induced muscle injury, 2–3-month-old mice were intramuscularly injected with 50 μl of 1.2% BaCl_2_ solution into TA muscles, and the muscles were harvested at designated time points for further analysis. For EdU incorporation assay in vivo, 2 days after BaCl_2_ injection, EdU was injected via IP at 0.25 mg per 20 g body weight, followed by FACS isolation of SCs 12 hr later. SCs were then seeded and fixed with 4% PFA for further stain and analysis.

### Satellite cell isolation by FACS

Briefly, hindlimb muscles from *Ythdc1* Ctrl/iKO and Pax7n-GFP mice were dissected and minced with blades, then digested with collagenase II (1100 U/ml, Worthington in Hams F-10 media [Sigma]) for 90 min at 37°C with gentle rotation at 70 rpm. The digested muscles were washed in washing medium (Hams F-10 media, 10% HIHS [Gibco], penicillin/streptomycin [1×, Gibco]) once and SCs were further released by treating muscles with collagenase II (1100 U/ml) and dispase (11 U/ml) for 40 min at 37°C. Digested tissue was passed through a 21-gauge needle 12 times and filtered through a 40 μm filter followed by spinning at 700 × *g* for 5 min at 4°C. Mononuclear cells were resuspended and filtered with a 40 µm cell strainer and GFP+/EYFP+ SCs were sorted out by BD FACS Aria Fusion cell sorter (BD Biosciences).

### Single myofiber isolation

Single myofibers were isolated as previous described (Chen et al., 2021b). 2–3-month-old mice were used for extensor digitorum longus muscles (EDL) isolation. After incubation in collagenase II solution (800 U/ml) at 37°C in a water bath for 70 min, muscles were transferred to a dish containing prewarmed washing medium (F10 + 10% horse serum + penicillin-streptomycin). Single myofibers were released by pipetting with a large hole bore glass pipette gently and transferred to a new dish with culture medium (F10 + 10% horse serum + penicillin-streptomycin + b-FGF [0.025 μg/ml]) for ex vivo culture. Fibers were fixed with 4% PFA at designed time point. For EdU assay, 10 μM EdU was added to culture medium for 4 hr before fixation.

### Cell lines and cell culture

Mouse C2C12 myoblast cells (CRL-1772) and 293T cells (CRL-3216) were obtained from American Type Culture Collection (ATCC) and cultured in DMEM medium with 10% fetal bovine serum, 100 units/ml of penicillin, and 100 μg of streptomycin (growth medium [GM]) at 37°C in 5% CO_2_. All cell lines were tested as negative for mycoplasma contamination. Freshly isolated SCs were cultured in Ham’s F10 medium supplemented with 20% FBS and bFGF (0.025 μg/ml) (GM) on dish/slides precoated with PDL and ECM, ASC-24 hr and ASC-48 hr were harvested at designed time point for RNA/protein/immunofluorescence analysis.

### Generation of mAID-YTHDC1-inducible degradation C2C12 cells

Briefly, (Yesbolatova et al., 2019) OsTIR1 (F74G) mutant was first introduced into PB-Ostir-neo (Addgene plasmid #161973) plasmid by overlap PCR to generate AID2 system in C2C12 cells with improved degradation efficiency and reduced background degradation. CRISPR–Cas9 plasmid was generated using PX458 (Addgene plasmid #48138) and sgRNA targeting N-terminal of YTHDC1 near ATG start codon. Two donor plasmids were generated by overlap PCR ~ 500 bp *Ythdc1* genomic sequence flanking BSD/HygR-P2A-mAID-mCherry2 sequence (Addgene plasmid #121180, #121183) and cloning into pMD20-T vectors by T-A ligation. Cas9 and donor plasmids were transfected to C2C12 (Ostir2) cells and antibiotic selection (BSD 10 ug/ml, Hygro 100 ug/ml) was performed for 1 week before single clone selection. Successful knocked-in clones were validated by genotyping PCR and western blot. 1 μM 5-Ph-IAA was used to induce mAID-YTHDC1 degradation with DMSO treatment used as a control.

### EdU assay

EdU assay was performed following the manufacturer’s protocol (Invitrogen, Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor 594 dye, C10339). Cells/myofibers were incubated with 10 μM EdU for 4 hr before fixation with 4% PFA.

### Plasmids

pRK5-flag-YTHDC1 and pRK5-flag hnRNPG plasmids were generated by amplifying ORF of YTHDC1 and hnRNPG from SCs cDNA and cloned into pRK5-flag empty vector through NotI and HindIII restriction sites. pRlenti-HA-YTHDC1, pRlenti-W429A-YTHDC1, and the pRlenti-triple-mutant-YTHDC1 plasmids were gifts from Prof. Jiekai Chen. pRK5-W429A-YTHDC1 and pRK5-triple-mutant-YTHDC1 were generated by amplifying ORF of YTHDC1 from the related pRlenti plasmids and cloned into pRK5-flag empty vector.

### Cell fractionation

Cell fractionation protocol was modified based on previous protocol (Huang et al., 2021). C2C12 or SCs were collected in cold PBS, washed once, and then incubated in buffer A (HEPES-KOH 50 mM pH 7.5, 10 mM KCl, 350 mM sucrose, 1 mM EDTA, 1 mM DTT, 0.1% Triton X-100) for 5 min on ice and then homogenized with a T 10 basic ULTRA-TURRAX homogenizer at fourth gear for 1 min. The nuclei were harvested by brief centrifugation (2000 × *g*, 5 min), while the supernatant was collected as the cytoplasmic fraction. Nuclei were resuspended with same volume buffer A as supernatant. RNAs were extracted using TRIzol reagent and further analyzed by RT-qPCR and RNA-seq. For proteins, 6× SDS loading buffer was added accordingly for western blot analysis.

### RNA isolation and quantitative RT-PCR

Total RNAs were extracted using TRIzol reagent (Invitrogen) following the manufacturer’s protocol. For quantitative RT-PCR, cDNAs were reverse transcribed using HiScript III First-Strand cDNA Synthesis Kit (Vazyme, R312-01). Real-time PCR reactions were performed on a LightCycler 480 Instrument II (Roche Life Science) using Luna Universal qPCR Master Mix (NEB, M3003L). For splicing verification, GAPDH was used as a control. cDNA of Ctrl/iKO were amplified by 30 cycles of PCR and run on 2% agarose gel. Sequences of all primers used can be found in Supplementary file 6.

### MeRIP-qPCR

C2C12 cells were treated with DMSO or 40 μM STM2457 (MCE, Cat# HY-134836) for 24 hr. Cells were washed with PBS once and RNAs were harvested and extracted using TRIzol. 2.5 μg RNA was diluted in 250 μl IP buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.1% NP-40, and Protease Inhibitor Cocktail [Sigma-Aldrich]). Then, 50 μl of diluted RNA was saved as 25% input. And 20 μl Dynabeads protein G (Thermo Fisher/Life Technologies) was washed three times with 1 ml IP buffer and incubated with 2 μg m6A antibody (Abcam, ab151230) at RT for 30 min. The conjugated Dynabeads-m6A-antibody was washed in 1 ml IP buffer three times and resuspended in 800 μl IP buffer. The 200 μl RNA sample was mixed with antibody-protein G beads and rotated at RT for 3 hr. After 3 hr rotation, the beads were washed with IP buffer five times and resuspended in 50 μl IP buffer. Both immunoprecipitated and input RNAs were extracted from the beads by TRIzol extraction. The extracted RNA was subjected to cDNA synthesis and qPCR to quantify the m6A levels. Sequences of all primers used can be found in Supplementary file 6.

### RIP-qPCR

C2C12 cells cultured in 10 cm dish were transfected with 10 μg pRK5-flag-YTHDC1 using Lipofectamine 3000 reagent (Invitrogen). Then, 24 hr after transfection, the medium was changed and DMSO or 40 μM STM2457 were added for additional 24 hr. Cells were washed twice with ice-cold PBS and 3 ml cold PBS were added to the dish. Also, 400 mJ/cm^2^ UV was used to crosslink RNAs with interacting proteins twice and cells were collected by scraping and centrifugation. Cells were lysed in 1 ml RIPA buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate, 1 mM DTT, Protease Inhibitor Cocktail, 0.4 U/μl RNaseOUT Recombinant Ribonuclease Inhibitor, Invitrogen) at 4℃ for 25 min with rotation. Lysate was sonicated (SONICS, VCX130, 1 min on/1 min off for five cycles) and centrifuged at 16,000 × *g* for 15 min. Then, 10 μl flag beads (MCE, Cat# HY-K0207) were added to the supernatant. Also, 800 μl was used for IP, 100 μl was saved for RNA input, and 50 μl was saved for western blot input. After incubation at 4℃ overnight with rotation, IP beads were washed five times with RIPA buffer and resuspended in 100 μl RIPA buffer (without Protease Inhibitor Cocktail). Both input and IP samples were digested with 2.5 μl proteinase K (20 mg/ml, Ambion, AM2456) at 55℃ for 30 min. RNA was recovered by TRIzol reagent and reverse transcribed using HiScript III First-Strand cDNA Synthesis Kit (Vazyme, R312-01) with an additional genomic DNA remove step. Then the IP enrichment of YTHDC1-m6A targets was examined by qPCR.

### RNA-seq and data analysis

For RNA-seq (polyA+mRNA), total RNAs were subject to polyA selection (Ambion, 61006) followed by library preparation using NEBNext Ultra II RNA Library Preparation Kit (NEB, E7770S). Libraries were paired-end sequenced with read lengths of 150 bp on Illumina HiSeq X Ten or Nova-seq instruments. The raw reads of RNA-seq were processed following the procedures described in our previous publication. Briefly, the adapter and low-quality sequences were trimmed from 3′ to 5′ ends for each read, and the reads shorter than 50 bp were discarded. The clean reads were aligned to mouse (mm9) reference genome with STAR. Next, we used Cufflinks to quantify the gene expression. Genes were identified as DEGs if the change of expression level is greater than twofold and the p-value is <0.01 between two stages/conditions. GO enrichment analysis were performed using R package clusterProfiler.

### Immunoblotting and immunofluorescence

Immunoblotting and immunofluorescence were performed according to our standard protocols (Chen et al., 2019; Chen et al., 2021b; Li et al., 2020; Zhao et al., 2019). Proteins were extracted using RIPA lysis buffer. The following dilutions of antibodies were used for western blot staining: PAX7 (Developmental Studies Hybridoma Bank; 1:200), GAPDH (Sigma, G9545, 1:3000), YTHDC1 (Cell Signaling Technology, #77422, 1:1000), MyoD (Abclonal, 1:1000), hnRNPG (Cell Signaling Technology, #14794, 1:1000), histone H3 (Santa Cruz, sc-517576, 1:5000), Flag-tag (Sigma, F3165, 1:3000), and THOC7 (Abclonal, A13700, 1:1000). For immunofluorescence staining, cultured cells and myofibers were fixed with 4% PFA at RT for 15 min, after washing with PBS, cells were permeabilized with 0.2% TritonX-100 and followed by 30 min blocking with 3% BSA. Primary antibodies were incubated at 4℃ overnight. Following antibodies and related dilutions were used: PAX7 (Developmental Studies Hybridoma Bank; 1:50), eMyHC (Leica NCL-MHC-d;1:200), laminin (Sigma-Aldrich L9393; 1:800), MyoD (Abclonal, 1:1000), and YTHDC1 (Abcam, ab122340, 1:200). Secondary antibodies were incubated at RT for 1 hr, and nuclei were stained with ProLong Gold Antifade Mountant with DAPI (Thermo). Immunofluorescence staining of frozen muscle sections was performed as previously described (Chen et al., 2019). Briefly, samples were boiled in 0.01 M citric acid (pH 6.0) for 10 min in a microwave before blocking with 4% BBBSA (4% IgG-free BSA in PBS; Jackson, ref: 001-000-162). Then the endogenous mouse IgG were blocked by treatment with the donkey anti-mouse IgG (H+L) (1/100 in PBS; Jackson, ref: 115-007-003) for 30 min. After primary antibody incubation overnight, the biotin-conjugated anti-mouse IgG (1:500 in 4% BBBSA, Jackson, ref: 205) and Cy3-Streptavidin (1:1250 in 4%BBBSA, Jackson, ref: 016-160) were used as secondary antibodies for Pax7 staining. All fluorescent images were captured with a fluorescence microscope (Leica DM6000 B). H&E staining on frozen muscle sections was performed as previously described (Li et al., 2020).

### Co-IP/mass spectrometry

Immunoprecipitation of C2C12 cell overexpressing flag-YTHDC1 was performed based on previous publication (Zhao et al., 2019). Briefly, C2C12 cells were transfected with pRK5-flag-YTHDC1 or pRK5-falg empty vector for 48 hr. Cells were digested with trypsin and washed with PBS once, then lysed in hypotonic lysis buffer (10 mM HEPES, pH 7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, and cOmplete Protease Inhibitors [Roche]) and incubated on ice for 15 min. The lysates were centrifuged for 10 min at 2000 × *g* and supernatant was discarded. The pelleted nuclei were washed once with hypotonic lysis buffer and then resuspended in hypertonic buffer (20 mM HEPES, pH 7.9, 0.4 M NaCl, 1 mM EDTA, 1 mM EGTA, 0.6% NP-40, and cOmplete Protease Inhibitors [Roche]), digested with the DNase I (AM2238, Thermo Fisher Scientific) for 45 min at 4°C, and spun down at 12,000 × *g* for 10 min at 4°C. The nuclear lysates were diluted twofold with IP buffer (20 mM HEPES, pH 7.9, 0.2 M NaCl, cOmplete Protease Inhibitors [Roche]) and then flag-beads (Anti-Flag Magnetic Beads, MCE, HY-K0207) were added and incubated overnight at 4°C. After washing five times, proteins were eluted with elution buffer (62.5 mM Tris-HCl 7.5, 0.2% SDS) at 99°C for 10 min, and 20% elution was subjected to western blot verification. Mass spectrometry experiment was performed using the Bruker timsTOF Pro Mass-spectrometer with the help of Biosciences Central Research Facility, HKUST. Mass spectrometry raw data was processed by PEAKS software (version X+). Protein abundance was obtained by normalizing the spectral number of proteins with the length of the protein. Unique YTHDC1 interacting proteins were selected comparing flag-YTHDC1 sample and flag-vector sample (excluding nonspecific binding targets).

### Co-immunoprecipitation

Co-IP of C2C12 cells and 293T cells was performed based on published protocol (Xu et al., 2021). Briefly, cells were incubated in buffer A for 5 min on ice and then homogenized as described for cell fractionation. The nuclei were pelleted by 2000 × *g*, 5 min centrifugation and resuspended in hypertonic buffer (20 mM HEPES, pH 7.5, 10% glycerol, 0.42 M KCl, 4 mM MgCl_2_, 0.2 mM EDTA, 0.5 mM DTT, Protease Inhibitor Cocktail). After 30 min incubation on ice, nuclear extract was collected by high-speed centrifugation (12,000 rpm, 15 min, 4°C). Same volume of hypotonic buffer (10 mM HEPES pH 7.5, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 1× Protease Inhibitor Cocktail) was added to nuclear extract. Lysate was precleared with protein G beads (Dynabeads Protein G for Immunoprecipitation, Invitrogen, 10003D) at 4°C for 1 hr with rotation and 10% was saved as input. After incubation with indicated antibodies overnight, protein G beads were added and incubated for another 2 hr at 4°C. Beads were washed five times with IP buffer and proteins were eluted with 1× SDS loading buffer at 99°C for 5 min.

### LACE-seq and data analysis

LACE-seq was performed as described. (Su et al., 2021) Cells were washed with ice-cold PBS and subjected to 400 mJ UV treatment to crosslink proteins with their interacting RNAs. After crosslink, cells were pelleted and kept at –80°C before library preparation. YTHDC1 antibody (Abcam, ab122340) was used to pull down specific protein-RNA complex from lysate. In brief, MNase was used to cut RNAs into YTHDC1-associated short fragments on beads. The 3′ ends of fragmented RNAs were then dephosphorylated and ligated with a 5′ pre-adenylated linker containing four randomized nucleotides. Biotinylated primer containing the T7 promoter was used for reverse transcription, which stopped at crosslinking site (YTHDC1 binding site). cDNAs were poly(A) tailed and purified with streptavidin beads. Second-strand cDNAs were synthesized on beads with an adaptor containing oligo-(dT). After a pre-amplifying step by PCR, T7 RNA polymerase was used to amplify trace amounts of truncated cDNAs linearly. Then the products were PCR converted into libraries for single-end sequencing on Illumina platform (NextSeq 550). For the LACE-seq data analysis, first, the adapter sequences and poly(A) tails at the 3′ end of raw reads were removed using Cutadapt (v.1.15) with the following parameters: -f fastq -m 18 -n 2 -a A{15} --quality-base=33. Clean reads were first aligned to mouse pre-rRNA using Bowtie software (v.1.2.3) with default parameters, and the remaining unmapped reads were then aligned to the mouse (mm9) reference genome with Bowtie parameters: --best --strata -v 2 -k 10. Pearson’s correlation coefficient between LACE-seq replicates was performed using multiBamSummary module of deeptools. LACE-seq peaks are called by Piranha software (http://smithlabresearch.org/software/piranha/, v.1.2.1) in ASC cells. The parameters were as follows: -sort -p_threshold 0.001 -b 20 -d ZeroTruncatedNegativeBinomial. For motif analysis, LACE-seq peaks were first extended 20 nt to upstream and downstream, respectively. Enriched motifs are scanned by findMotifsGenome.pl from Homer.

### Whole-cell RNA-seq and RNA splicing analysis

For the splicing analysis, RNA-seq reads were first aligned to the mm9 reference genome using STAR, and splicing events were then detected by rMATS with default parameters (Shen et al., 2014). A cutoff of absolute value of ‘IncLevelDifference’ < 0.1 was used to define DSEs in YTHDC1 iKO vs. Ctrl. DSE targets are the genes that having DSE in its transcripts.

### Subcellular RNA-seq and mRNA exporting analysis

For the subcellular RNA-seq analysis, reads were aligned to reference genome and the quantification of gene expression was performed by Cufflink. A cutoff of FPKM > 1 either in cytoplasmic (cyto) or nuclear (nuc) was used to determine the expression of genes. To identify the nuclear-enriched mRNAs upon YTHDC1 knockout or degradation, the log_2_(cyto/nuc) of knockout or degradation should be less than the Ctrl sample and the log_2_(cyto/nuc) of knockout or degradation should be less than –1.

## Data Availability

Sequencing data have been deposited in GEO under accession number GSE210127. The following dataset was generated: QiaoY SunQ ChenX HeL WangD SuR XueY SunH WangH 2022Nuclear m6A Reader YTHDC1 Promotes Muscle Stem Cell Activation/Proliferation by Regulating mRNA Splicing and Nuclear ExportNCBI Gene Expression OmnibusGSE21012710.7554/eLife.82703PMC1008965936892464 The following previously published datasets were used: GhellerBJ BlumJE 2020A defined N6-methyladenosine (m6A) profile conferred by METTL3 regulates muscle stem cell/myoblast state transitionsNCBI Gene Expression OmnibusGSE14488510.1038/s41420-020-00328-5PMC752472733083017 DingY 2021CRISPR/Cas9/AAV9-sgRNA Mediated In Vivo Genome Editing Reveals the Indispensability of Myc During Muscle Stem Cells Activation by Remodeling the 3D ChromatinNCBI Gene Expression OmnibusGSE134529

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 1—source data 2.

**Figure 1E-YTHDC1**

**
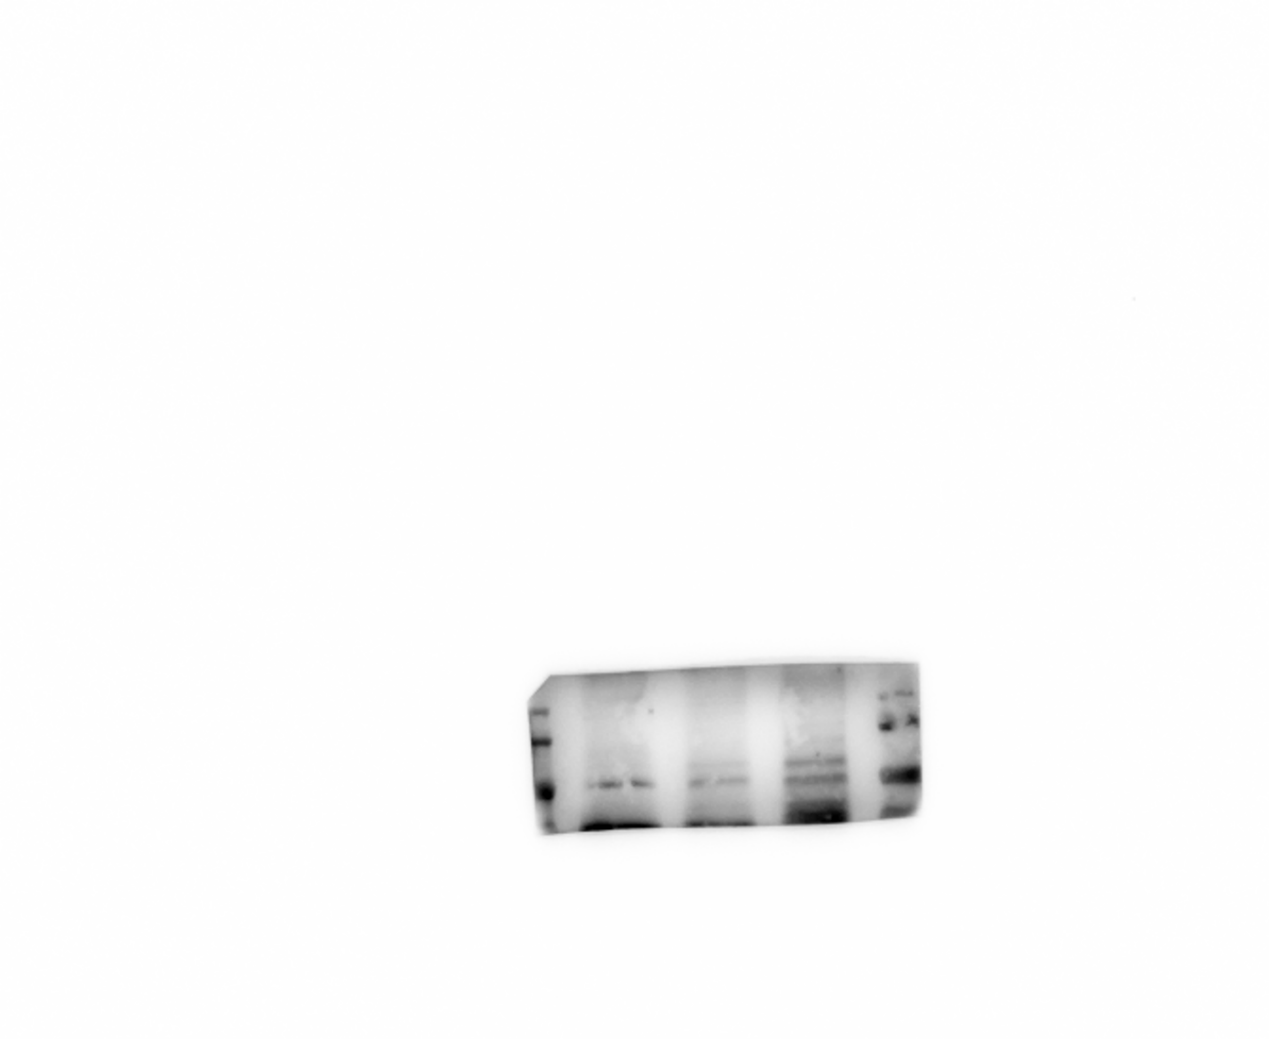
**

**100kDa marker**

**Anti-YTHDC1**

**ASC48**

**ASC24**

**FSIC**

**Figure 1E-Myod**

**
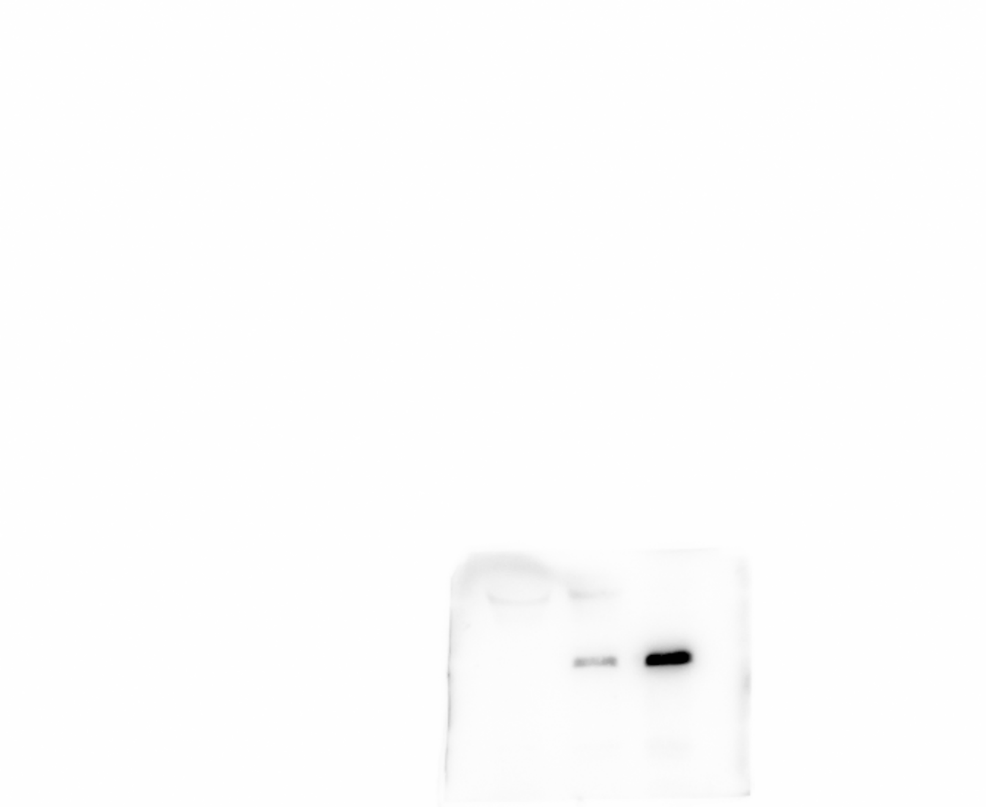
**

**Anti-Myod**

**FSIC**

**ASC24**

**ASC48**

**Figure 1E-Myod merged with marker**

**
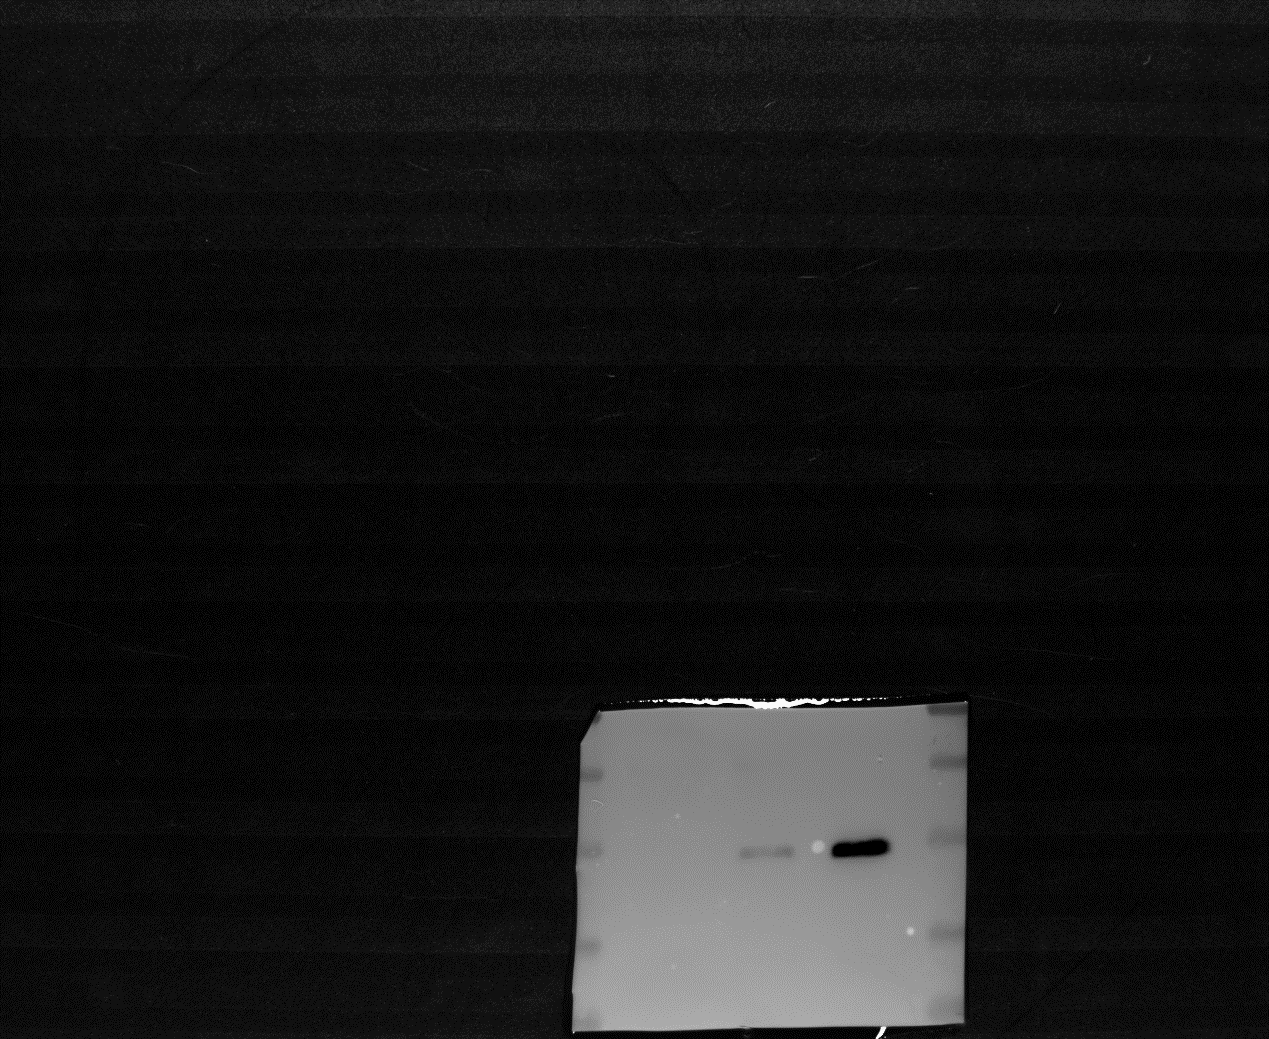
**

**Anti-Myod**

**45kDa marker**

**ASC48**

**ASC24**

**FSIC**

**
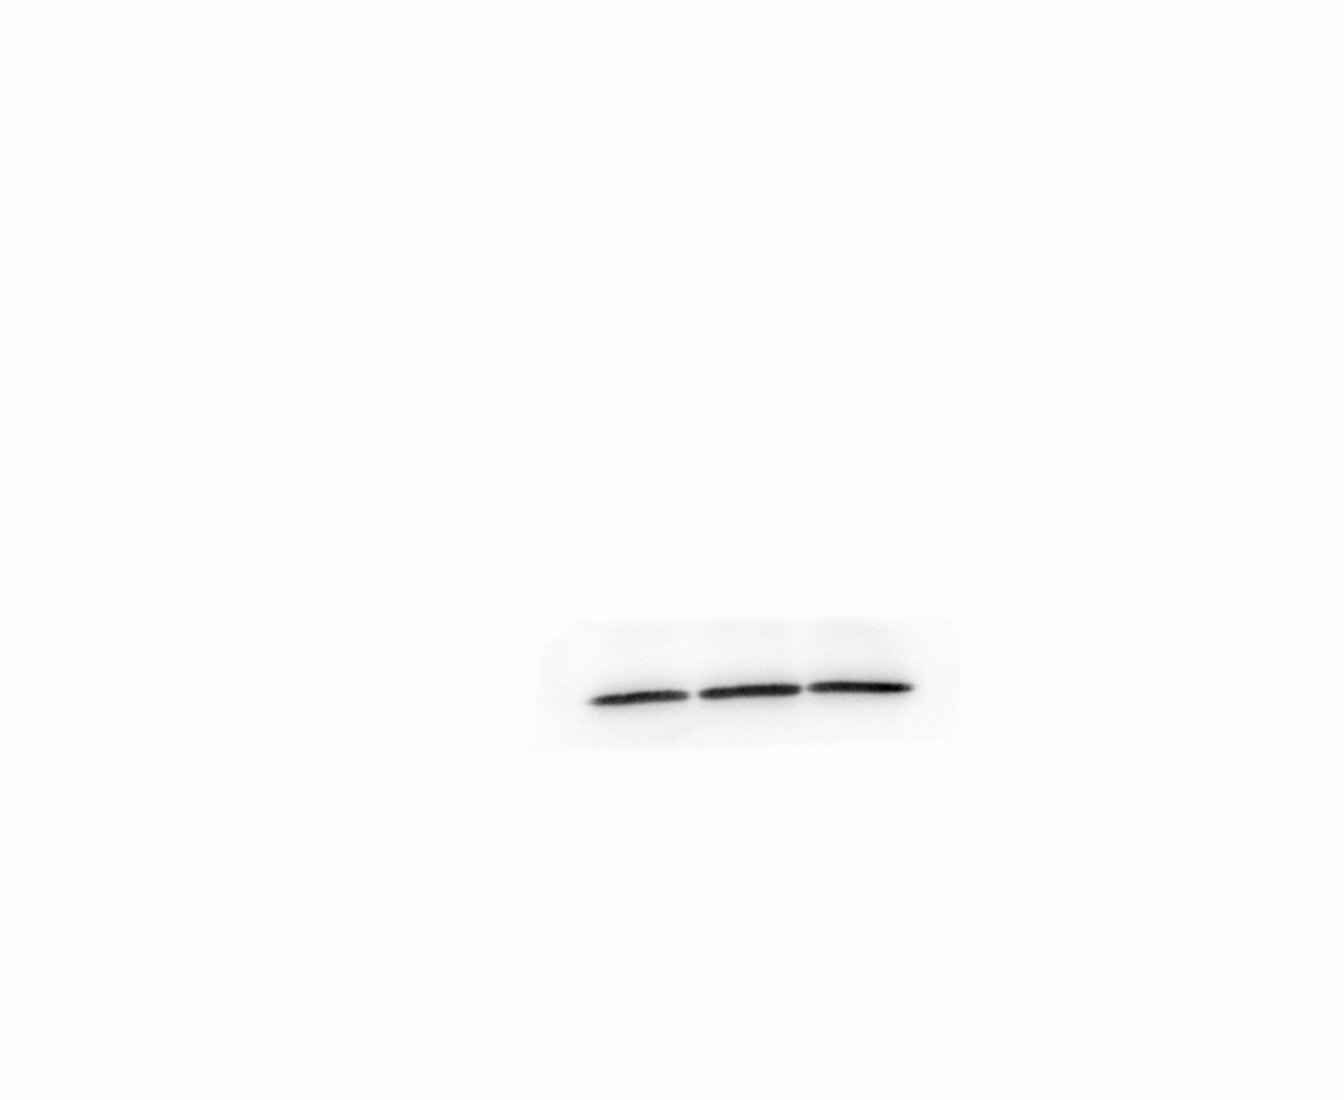
Figure 1E-Histone H3**

**Anti-H3**

**1s exposure**

**ASC48**

**ASC24**

**FSIC**

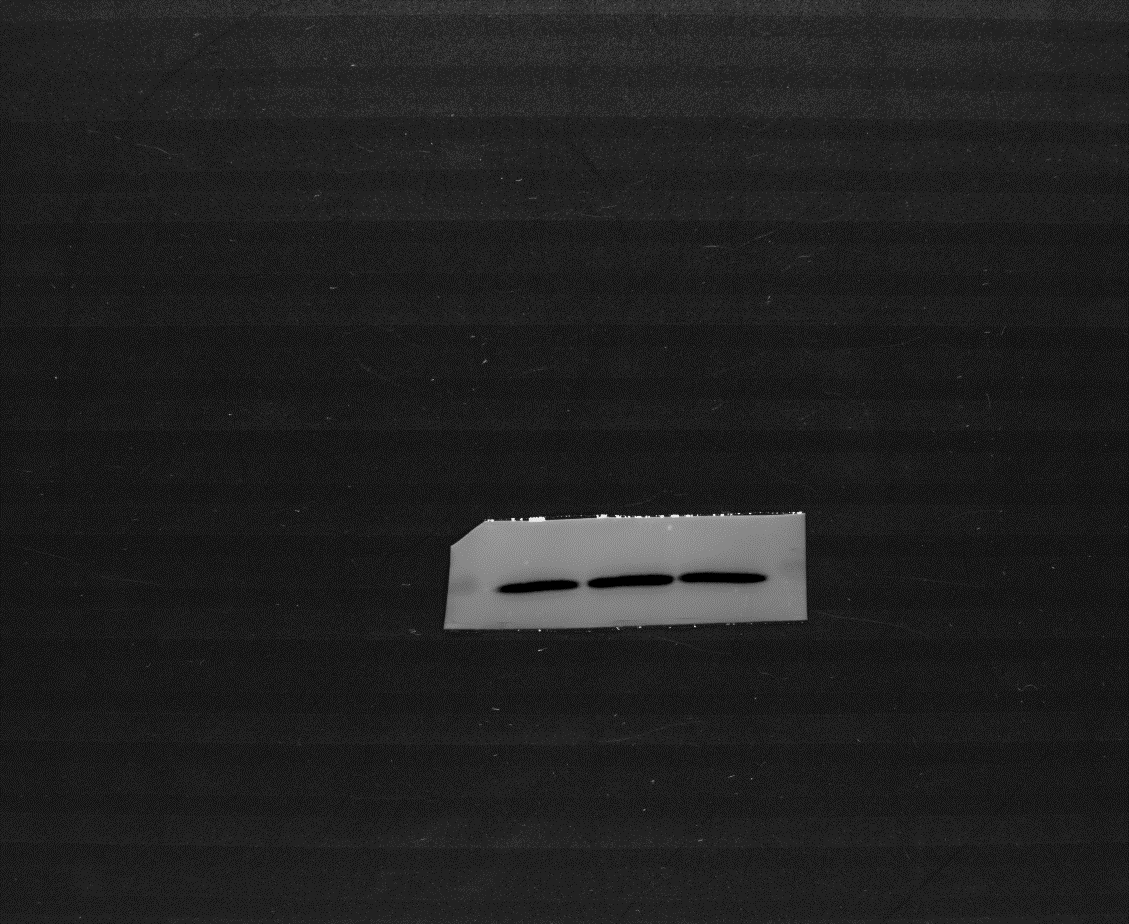

**Anti-H3**

**3s exposure, merged with marker**

**15kDa marker**

**FSIC**

**ASC24**

**ASC48**

**Figure 1E-YTHDF1,2**

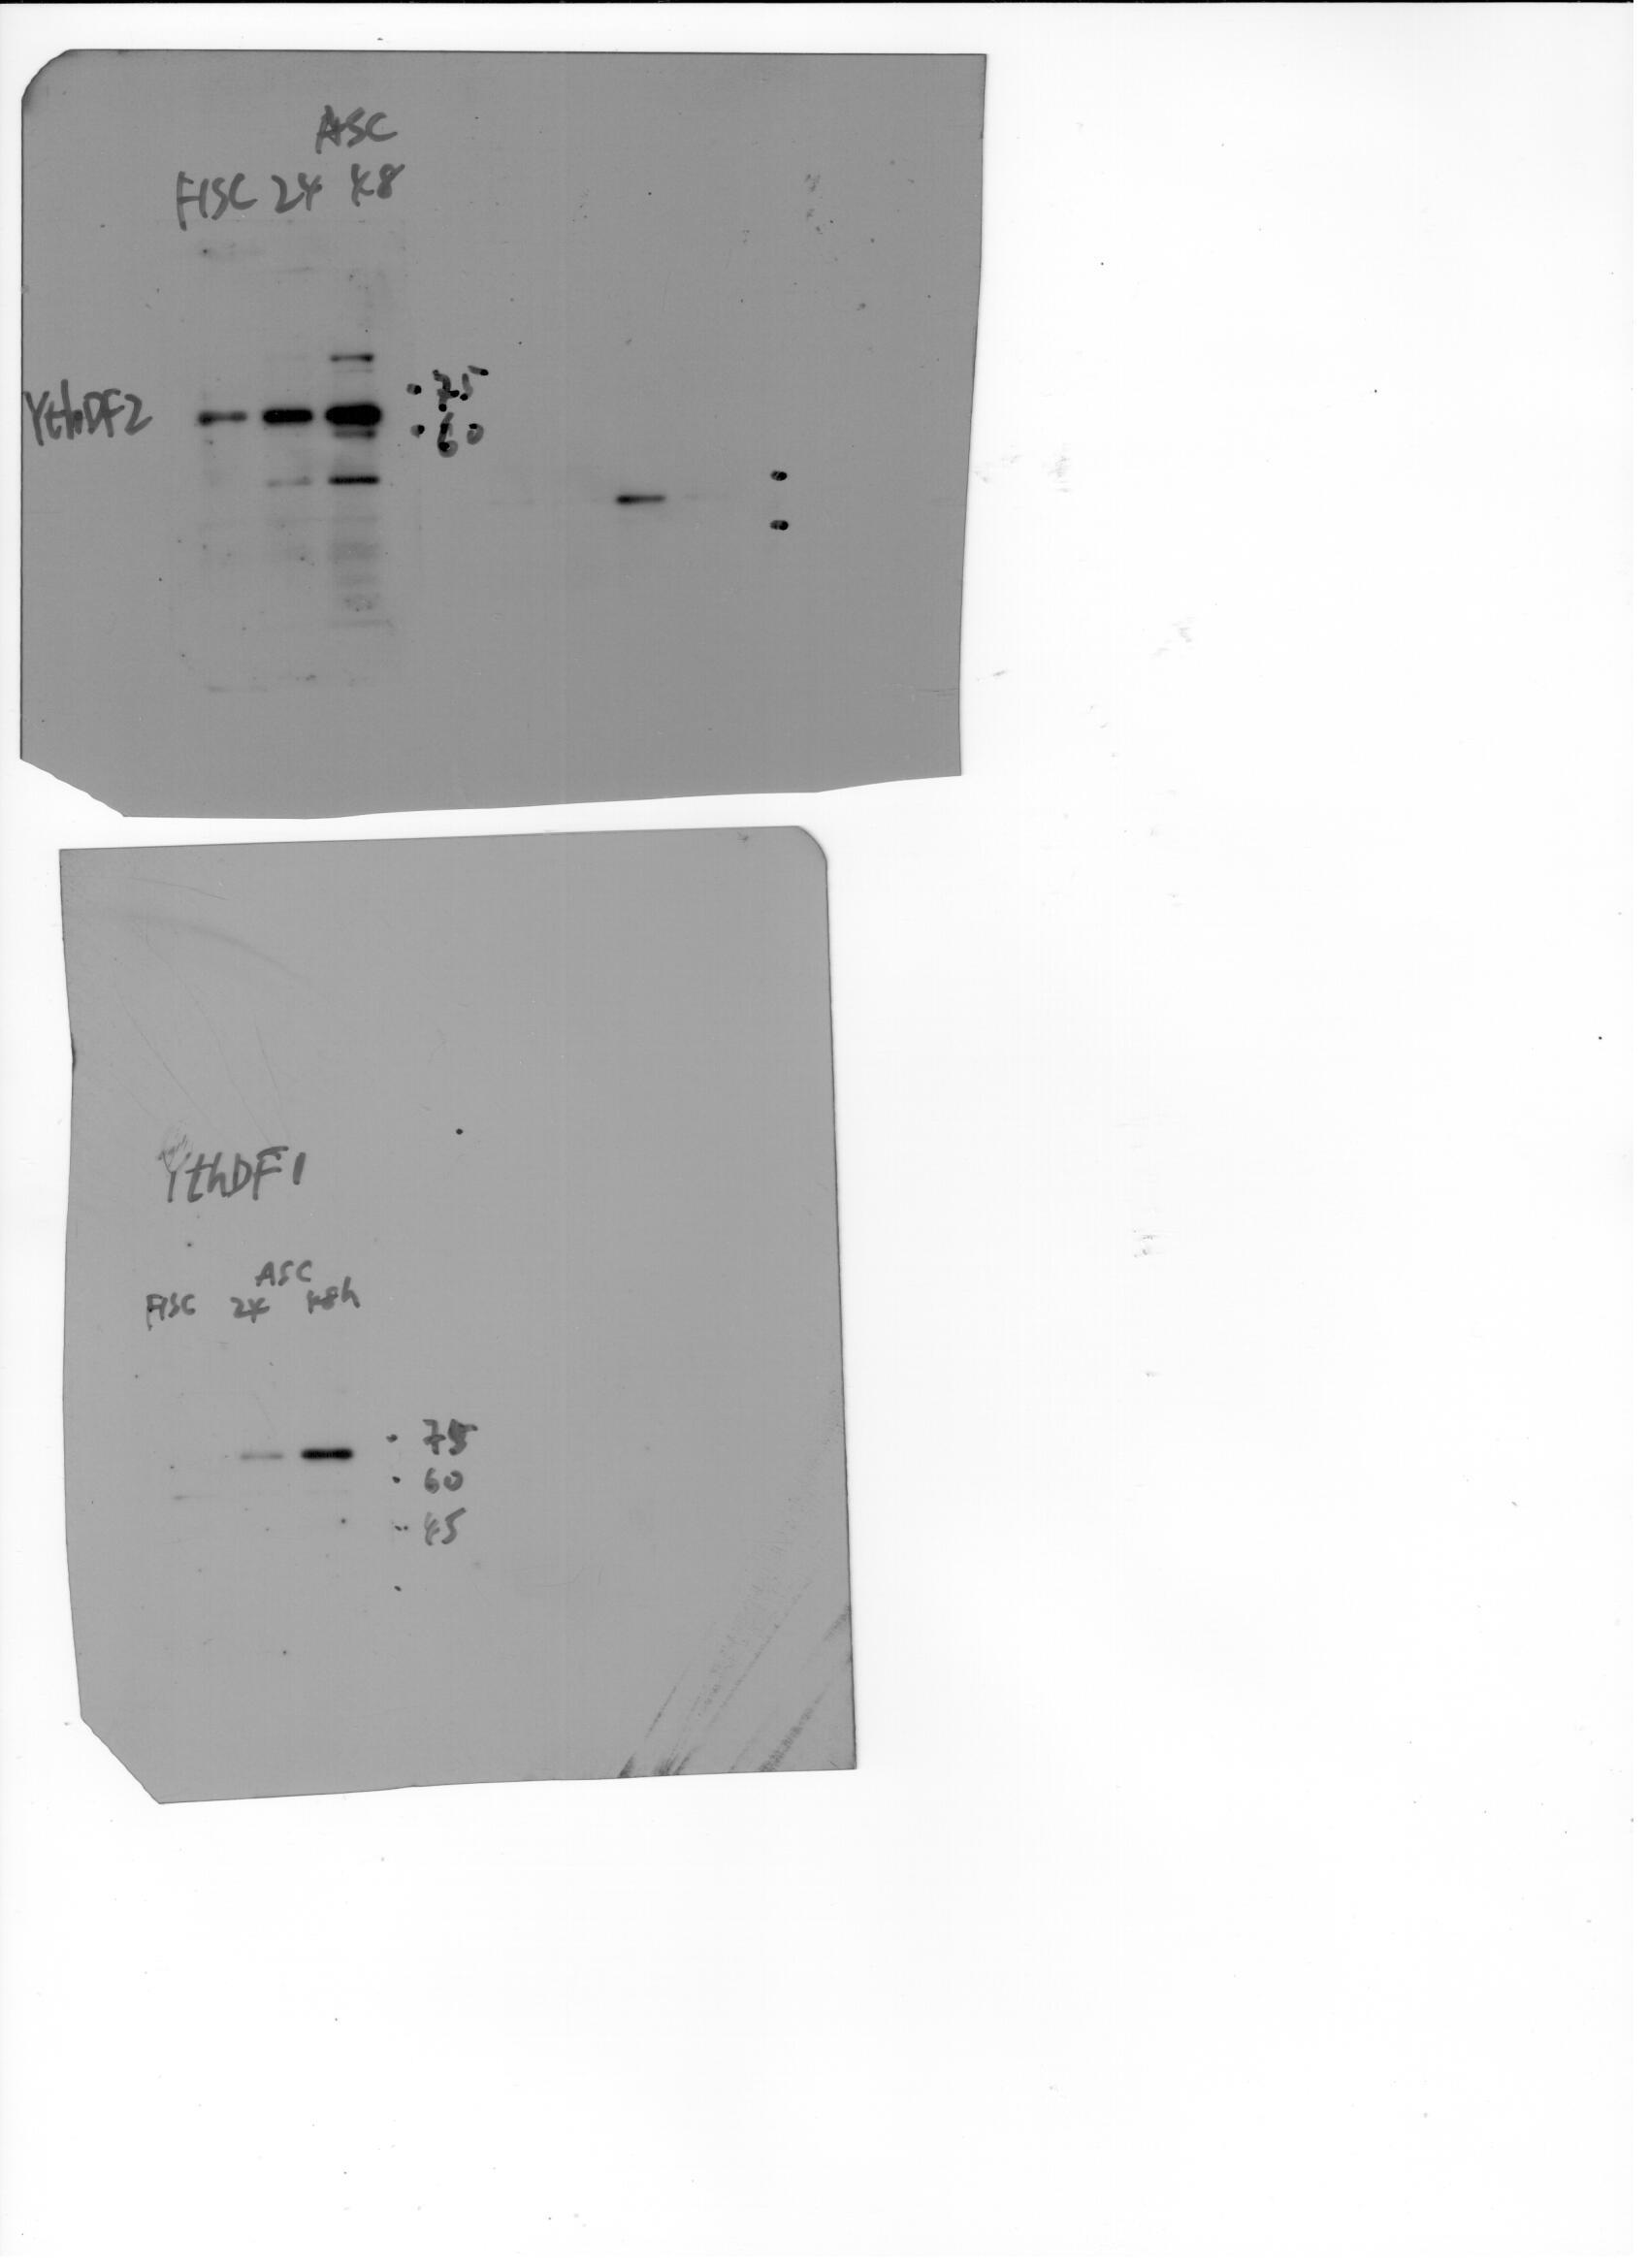

**FSIC**

**ASC24**

**ASC48**

**ASC48**

**FSIC**

**ASC24**

**YTHDF1**

**YTHDF2**

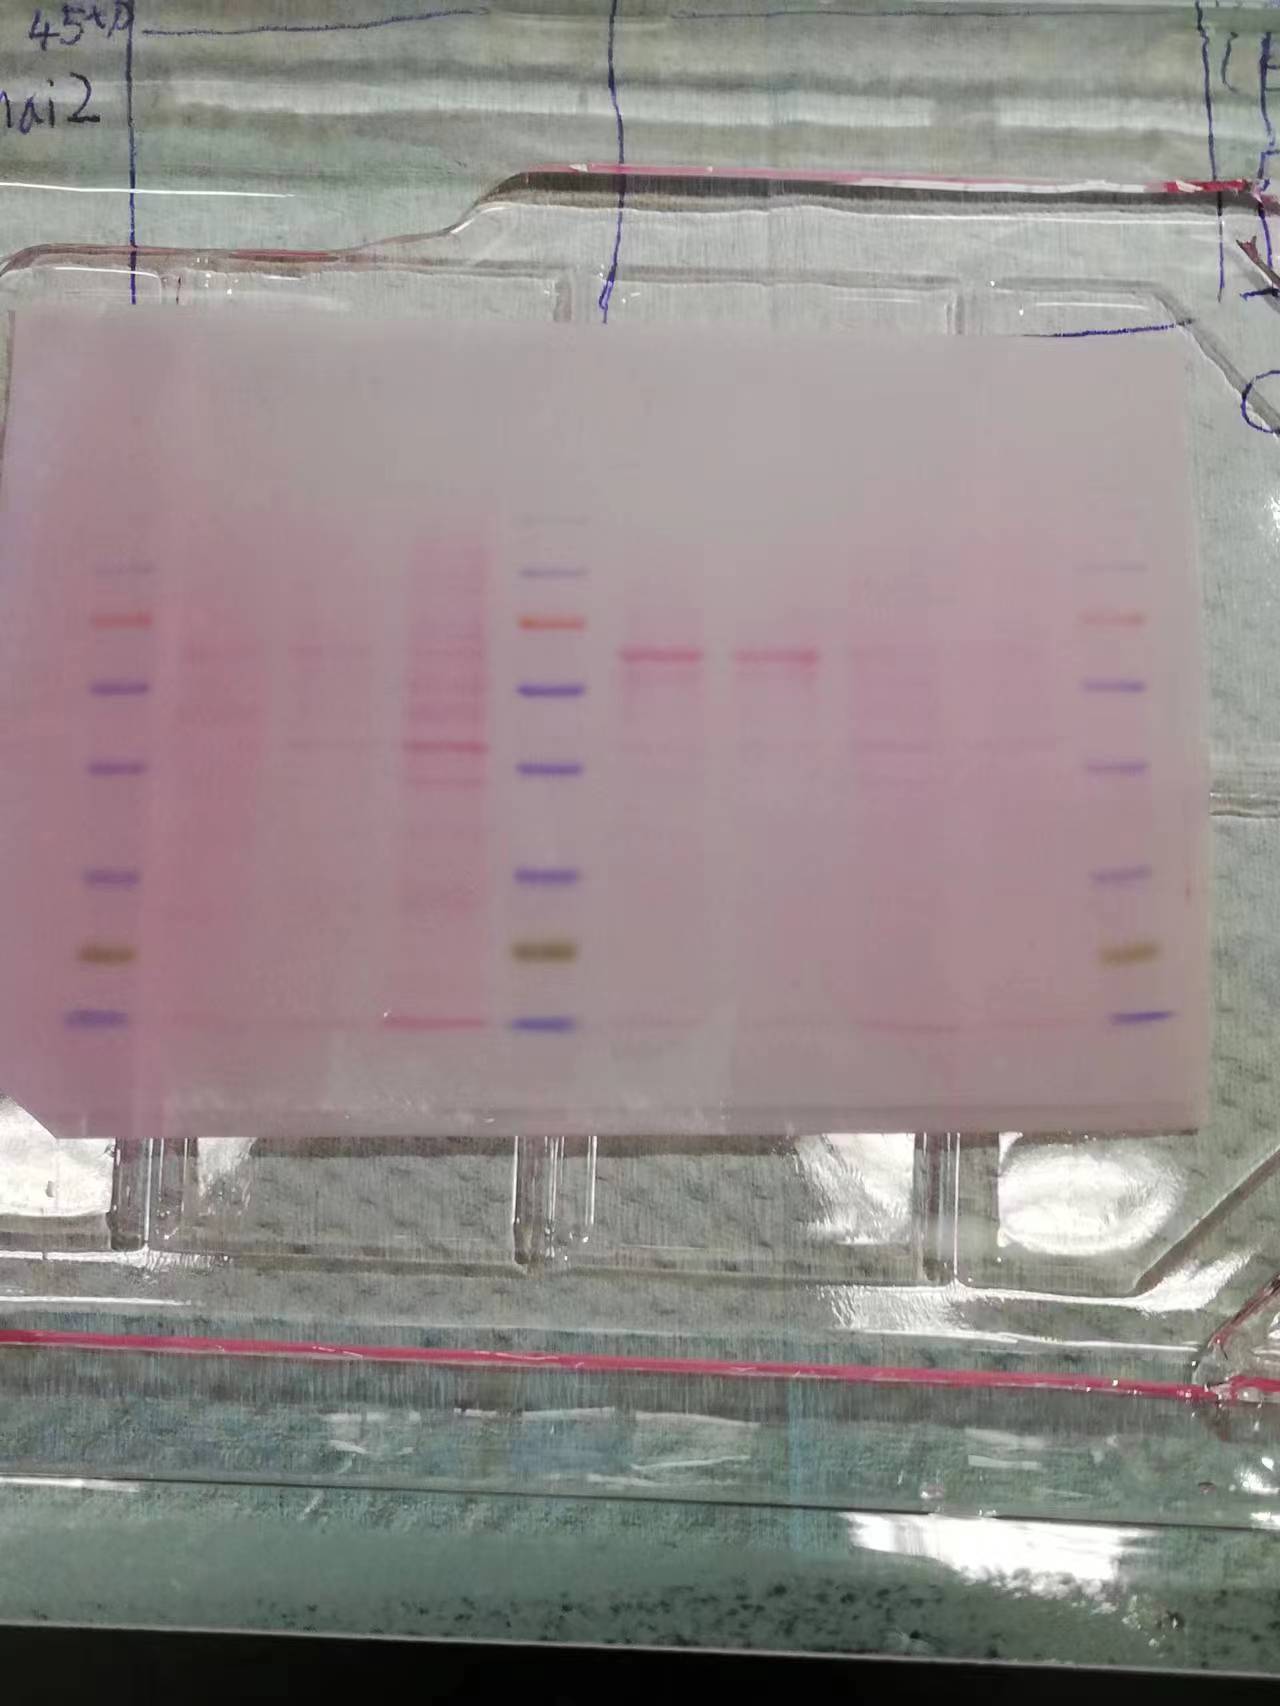

**FSIC**

**ASC24**

**ASC48**

**Loading control for YTHDF1/2, not shown in figure 1E**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703

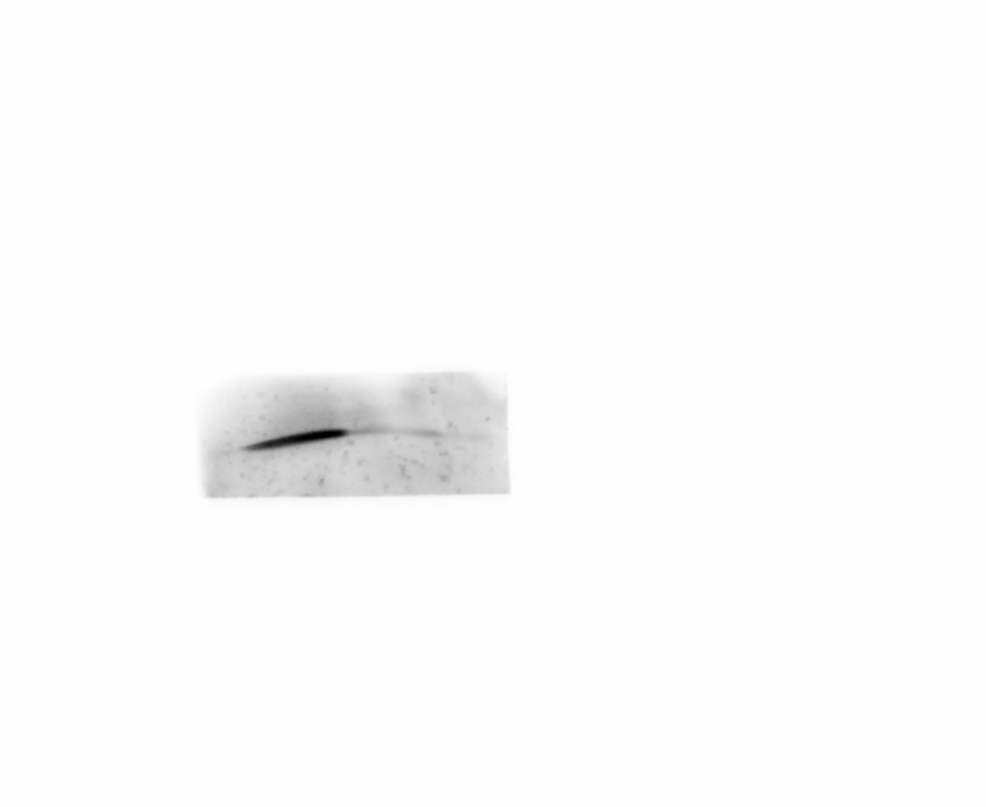
Figure 1G-Histone H3

**Nuc Cyto**

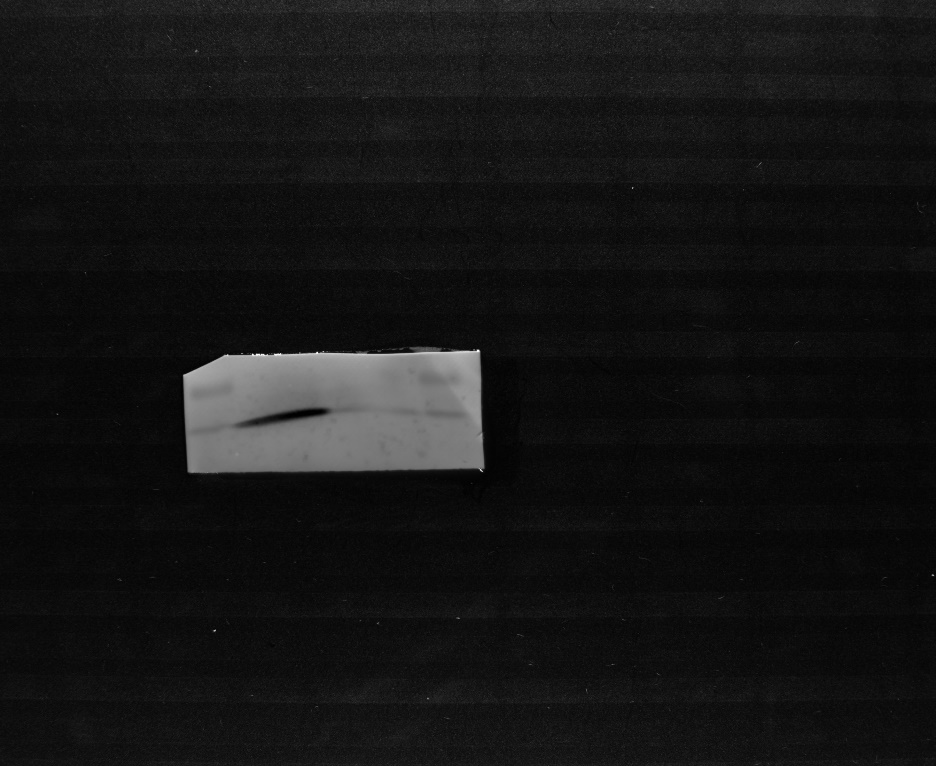

**15kDa marker**

**Histone H3**

**Nuc Cyto**

**Histone H3**

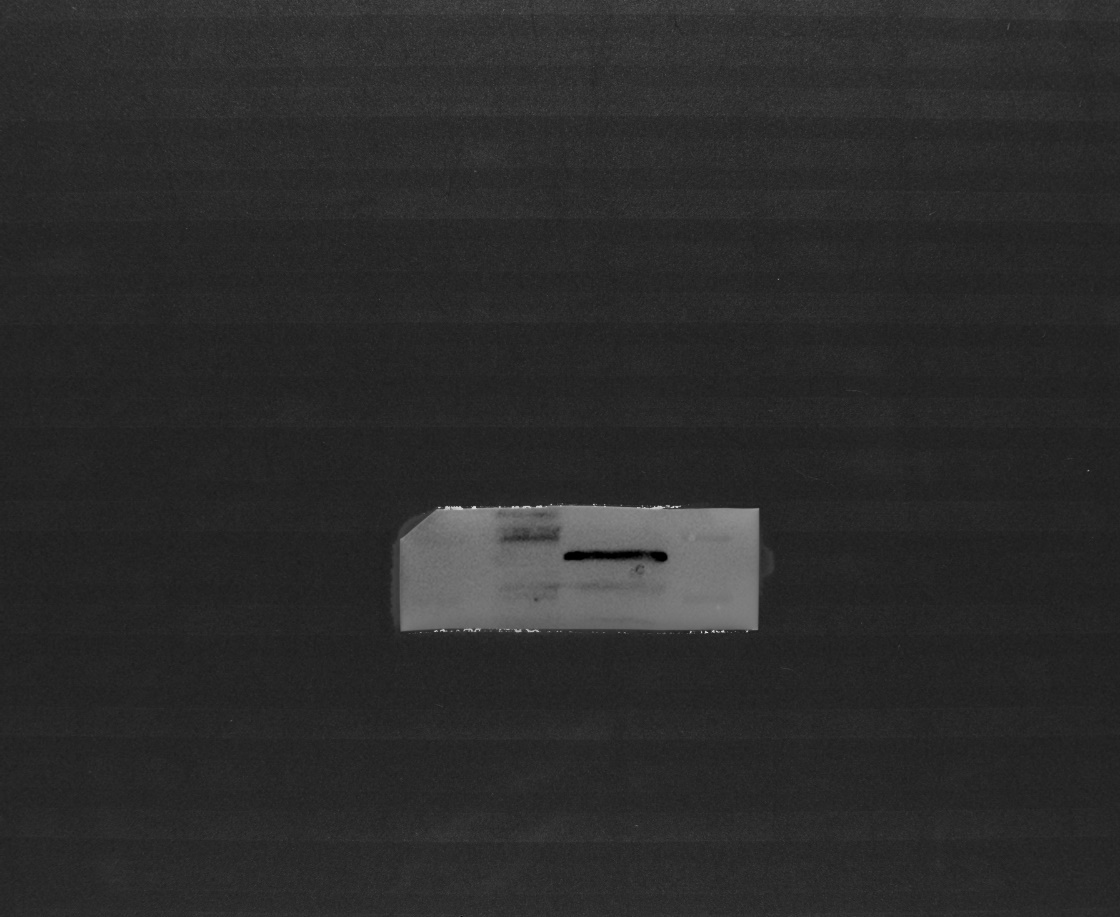
Figure 1G-tublin

**60kDa marker**

**tublin**

**Nuc Cyto**

Figure 1G YTHDC1

**100kDa marker**

**Nuc Cyto**

**YTHDC1**

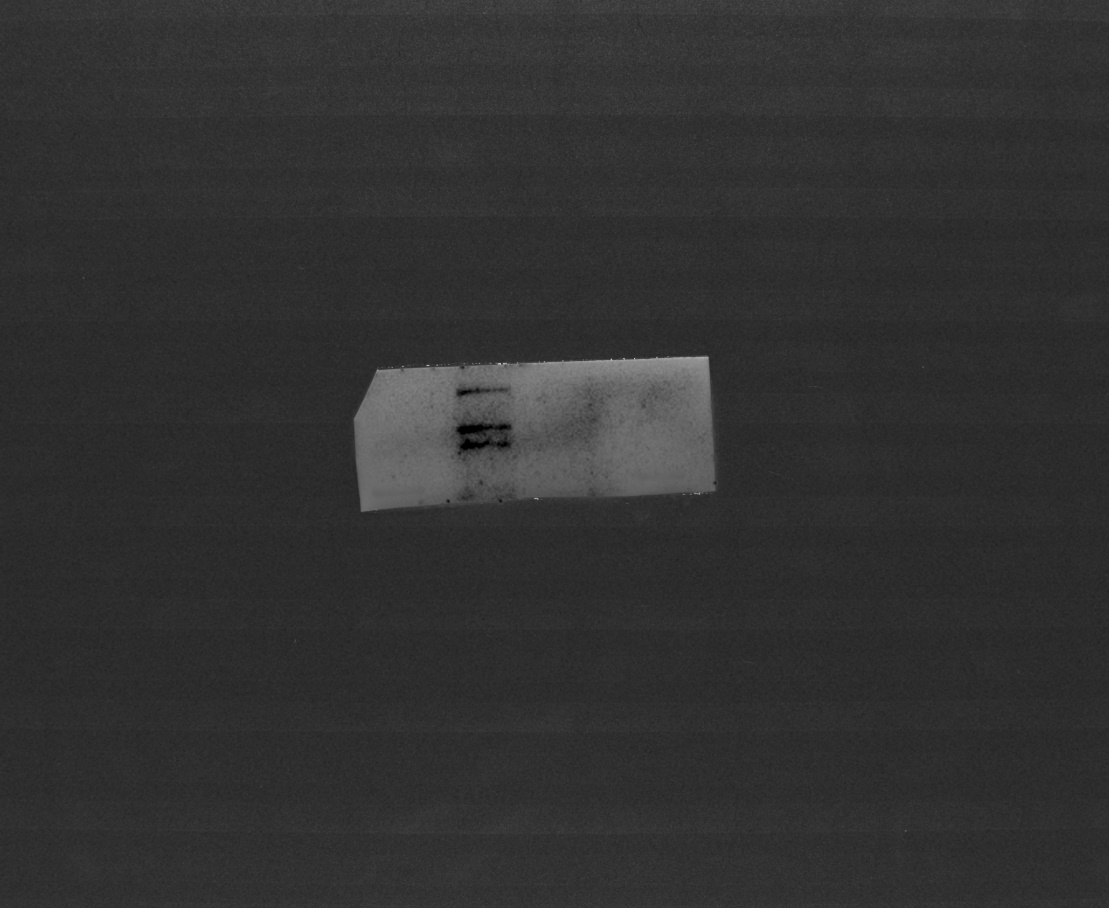

**Supplement:** Figure 1—source data 2.

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 3—figure supplement 1—source data 1.

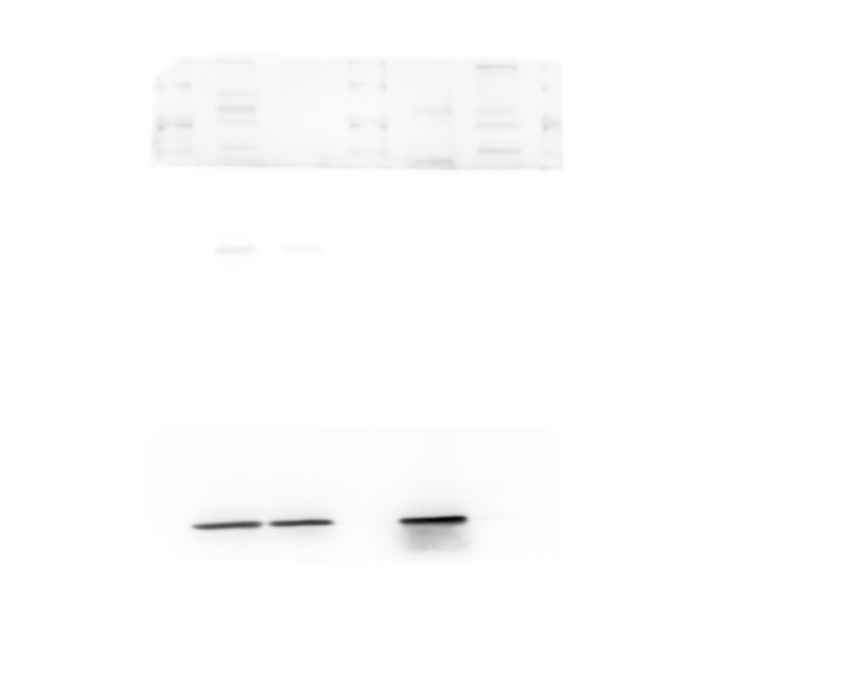
Figure3-supplement-1C-Histone H3

**15kDa**

**Histone H3**

**Ctrl iKO**

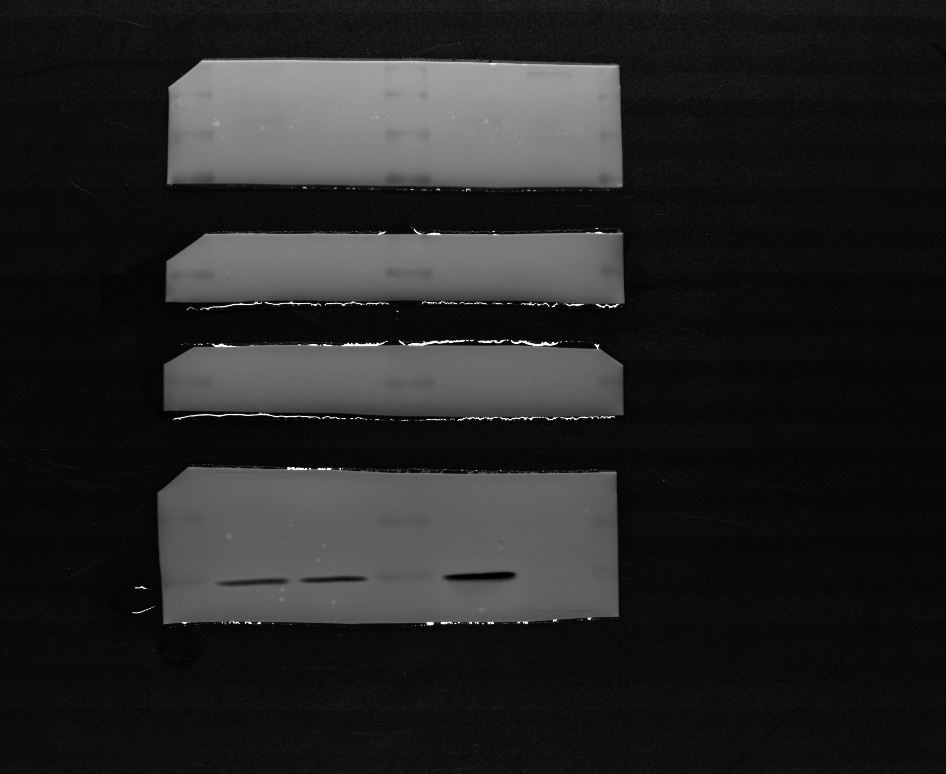

**15kDa**

**Ctrl iKO**

**Histone H3**

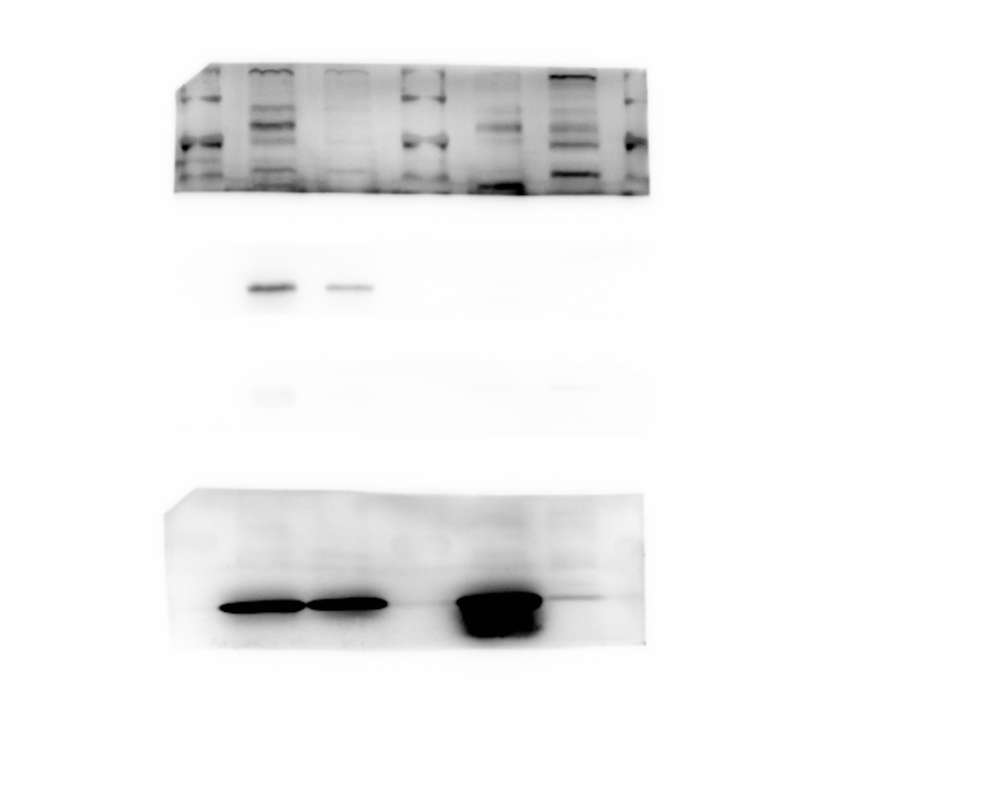
Figure3-supplement-1C-YTHDC1andPax7

**60kDa**

**Pax7**

**100kDa**

**Ctrl iKO**

**YTHDC**

Figure3-supplement-1C-Myod
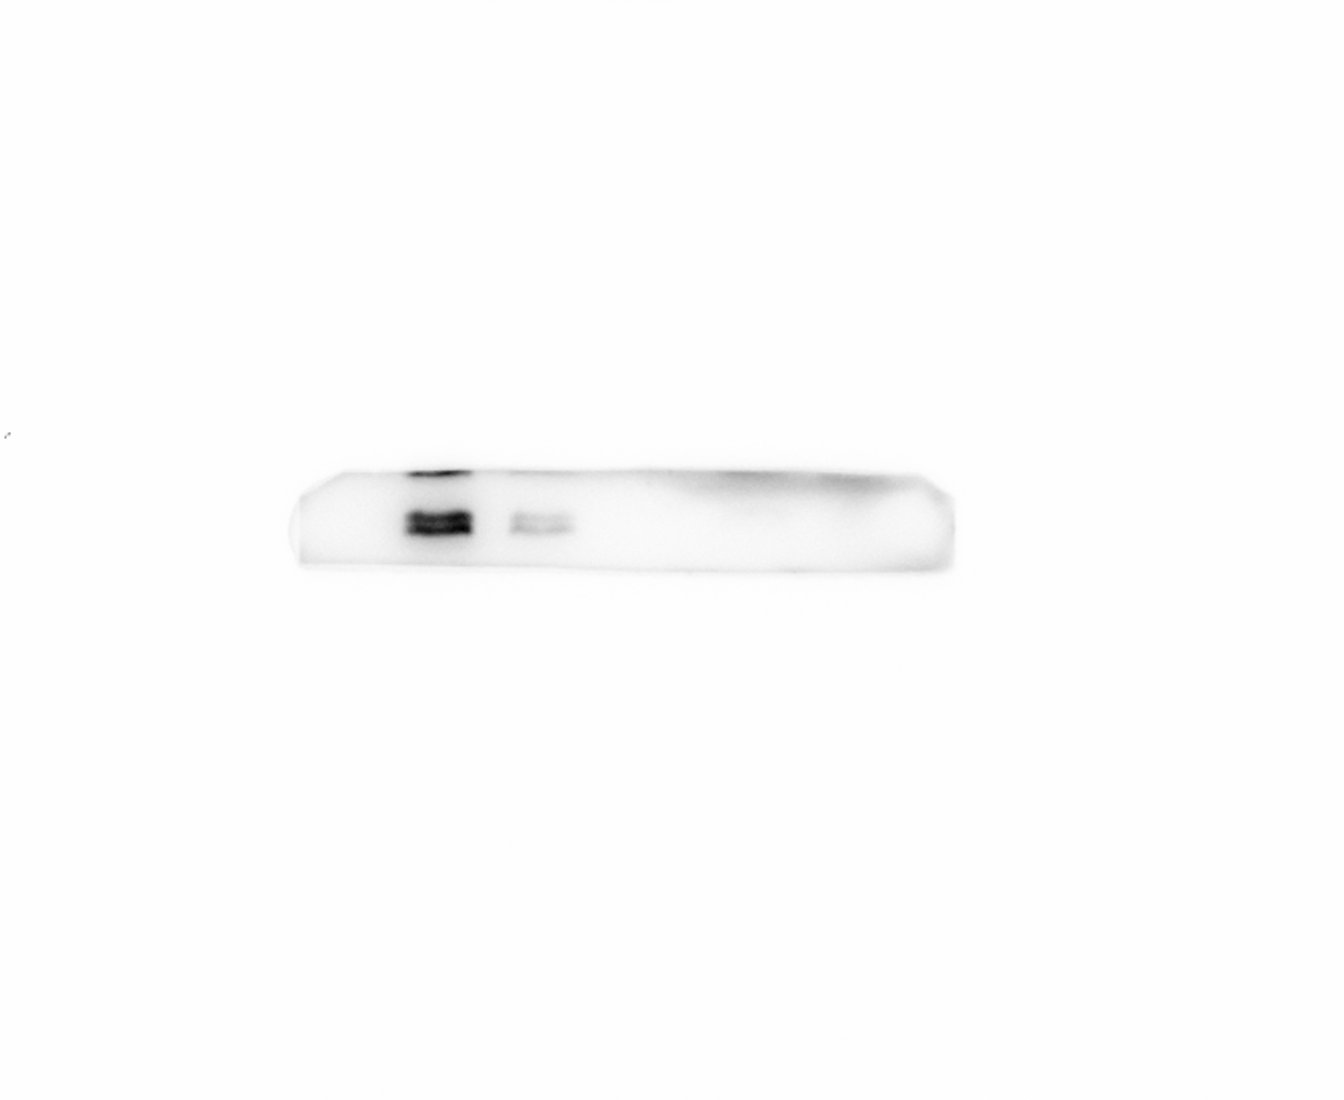

**Myod**

**Ctrl iKO**

**45kDa**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 3—figure supplement 1—source data 1.

Figure3-supplement-1E-Clone1-YTHDC1
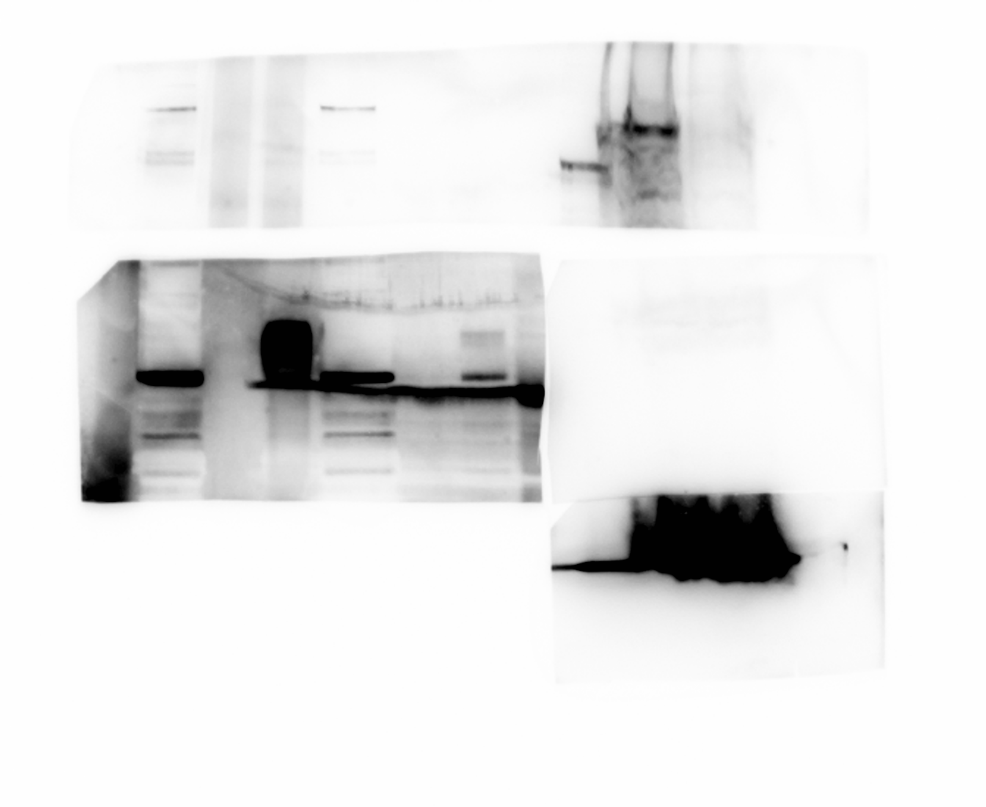

**YTHDC1**

**100kDa**

**Ctrl DMSO IAA**

Figure3-supplement-1E-Clone1-Histone H3

**Myod**

**Ctrl DMSO IAA**

**Histone H3**

**15kDa**

Figure3-supplement-1E-Clone2-Histone H3 and GAPDH

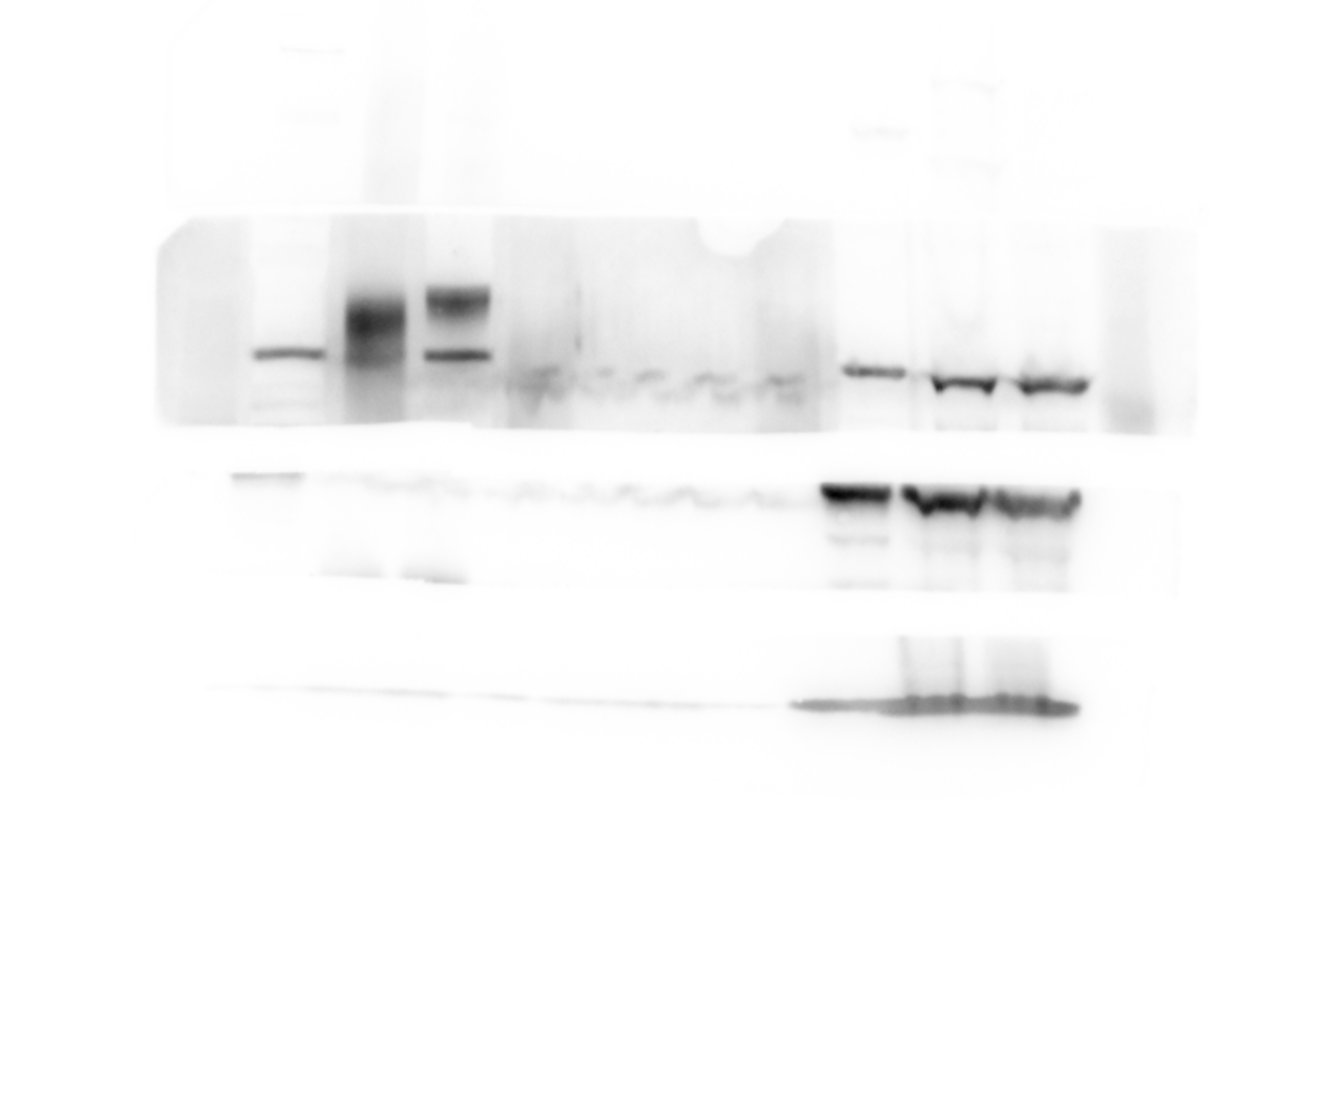

**35kDa**

**Ctrl DMSO IAA**

**Histone H3**

**GAPDH**

**Ctrl DMSO IAA**

**15kDa**

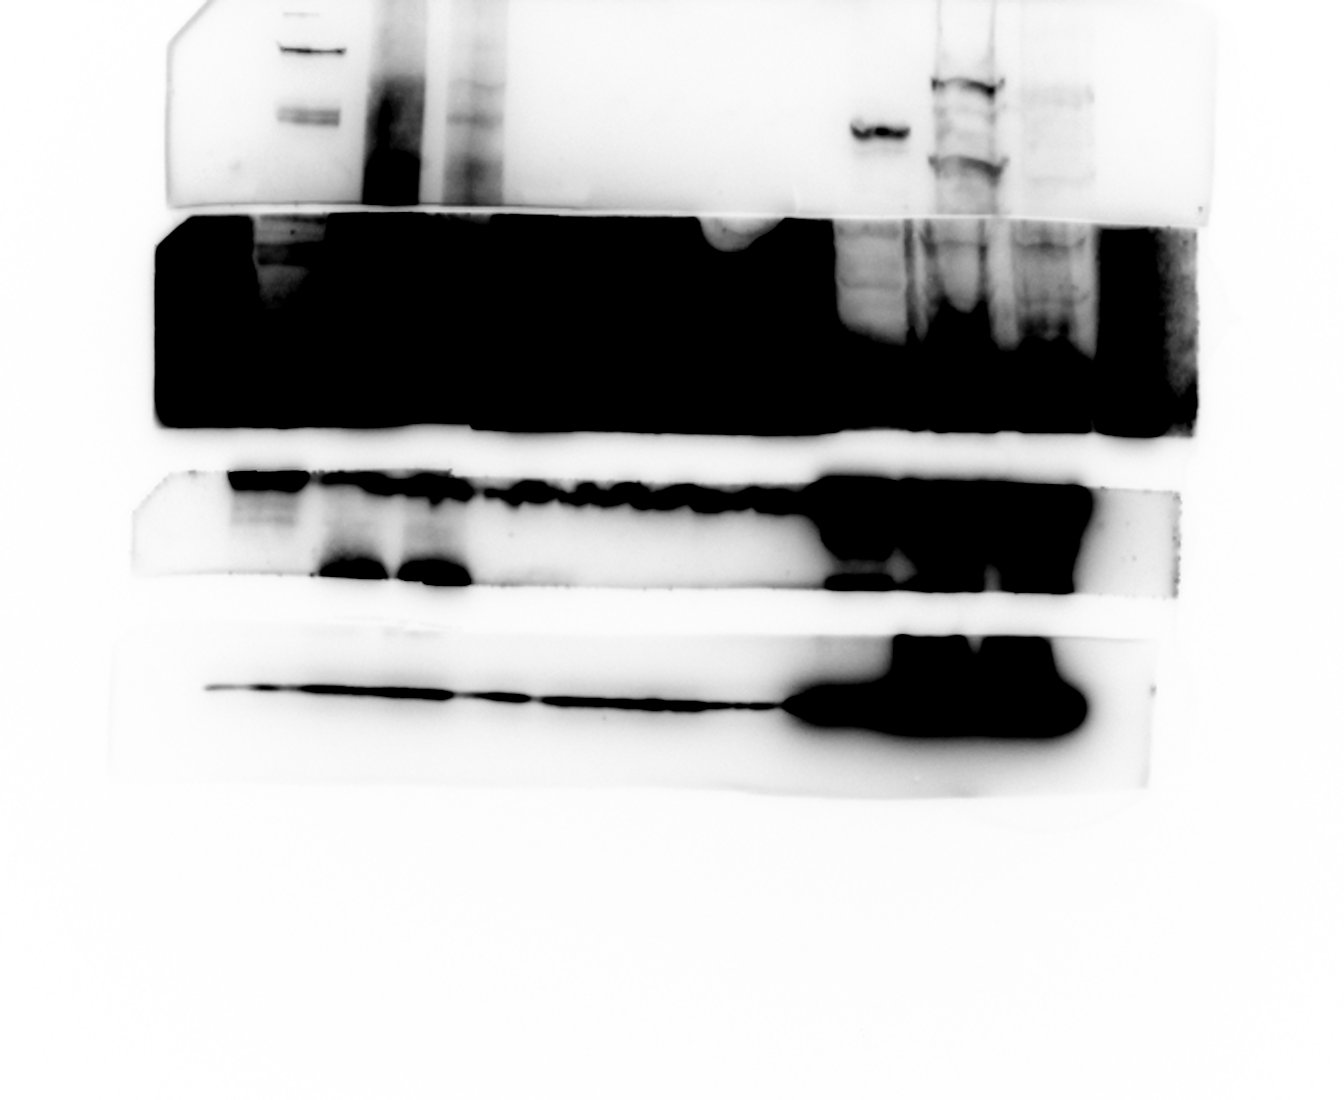
Figure3-supplement-1E-Clone2-YTHDC1

**YTHDC1**

**Ctrl DMSO IAA**

**100kDa**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 5—source data 1.

Figure 5C- lrp8

**Lrp8**

**ctrl2**

**iko2**

**ctrl1**

**iko1**

Figure 5C- palb2

**ctrl2**

**iko2**

**ctrl1**

**iko1**

**Palb2 1688bp**

**Palb2 293bp**

Figure 5C-GAPDH for lrp8 and palb2

**ctrl2**

**iko2**

**ctrl1**

**iko1**

**GAPDH**

Figure 5C-Scn5a

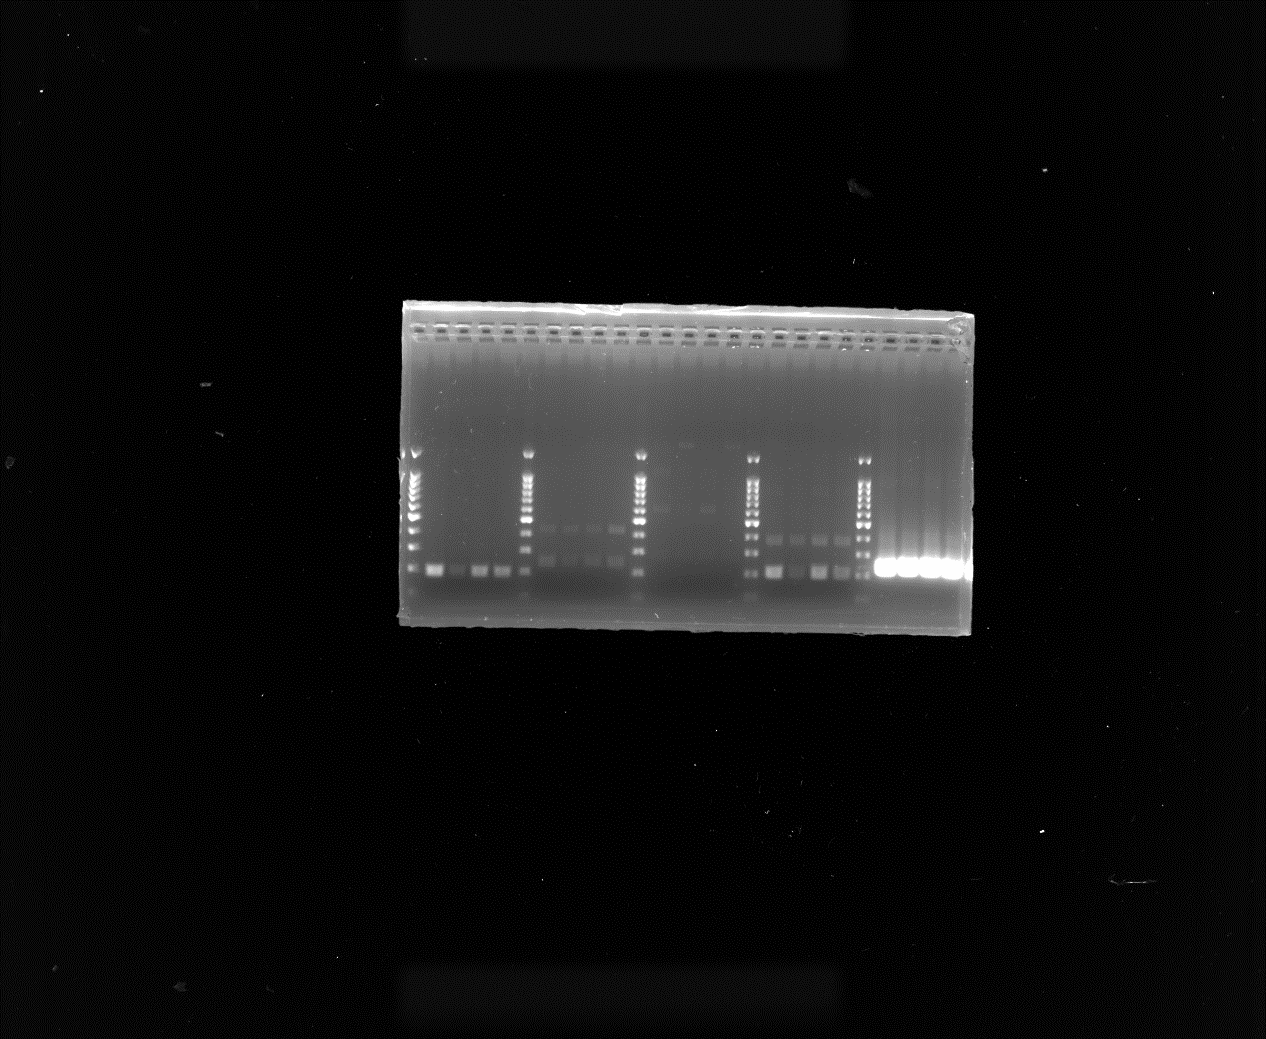

**ctrl2**

**iko2**

**ctrl1**

**iko1**

**Scn5a**

Figure 5C-gapdh for Scn5a

**GAPDH**

**ctrl2**

**iko2**

**ctrl1**

**iko1**

Figure 5C lrp8 -3rd pair for quantification, not shown in figure

**iKO3**

**Ctrl3**

**Lrp8**

Figure 5C palb2 -3rd pair for quantification, not shown in figure

**iKO3**

**Ctrl3**

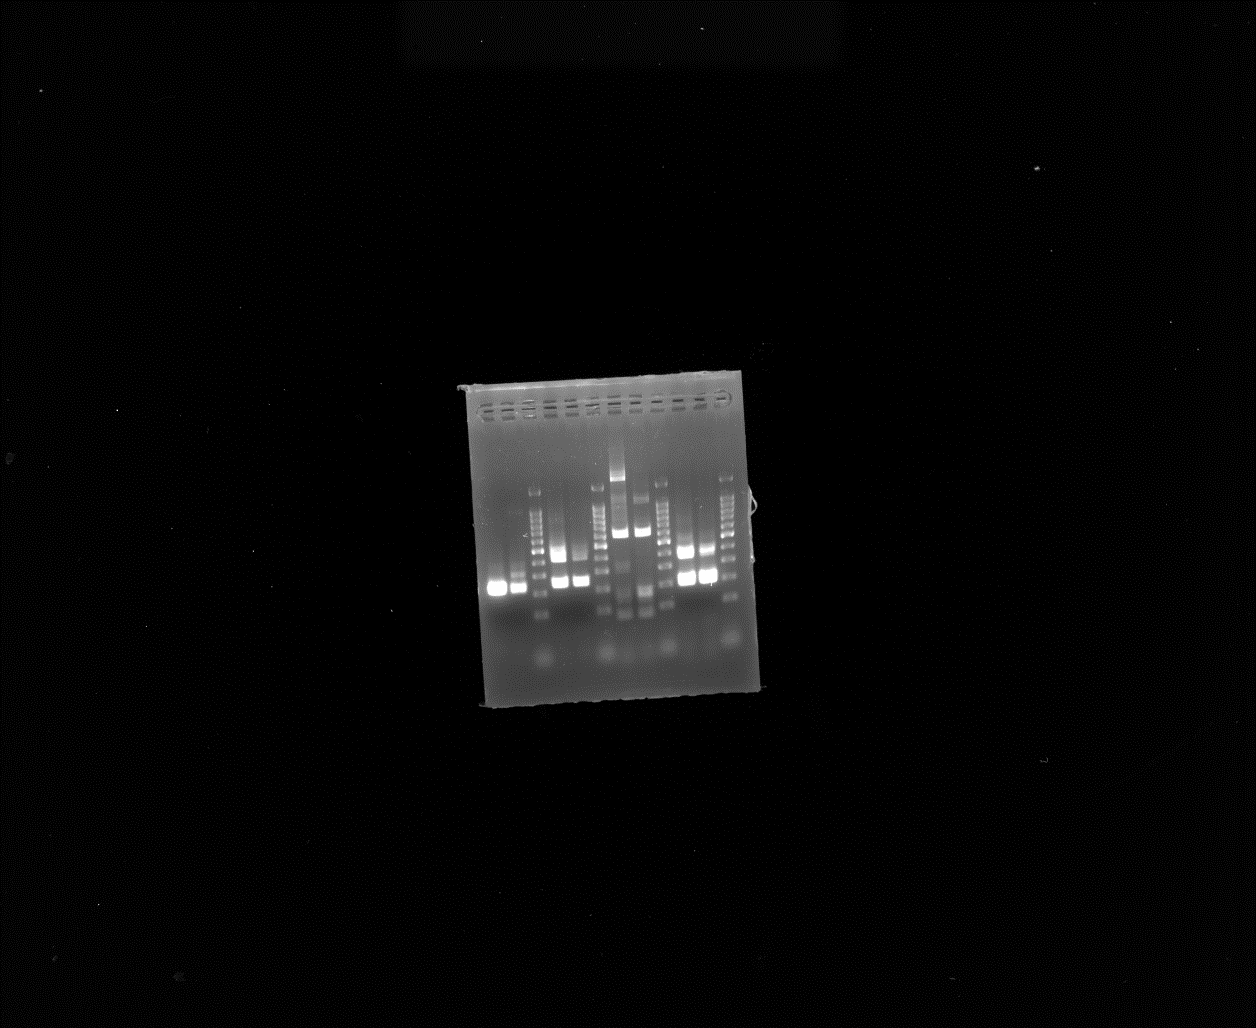

**Palb2 1688bp**

**Palb2 293bp**

**iKO3**

**Ctrl3**

Figure 5C scn5a -3rd pair for quantification, not shown in figure

**iKO3**

**Ctrl3**

**Scn5a**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 5—source data 2.

Figure 5E- Itgb3bp

**iko1**

**iko2**

**ctrl2**

**ctrl1**

**Itgb3bp**

Figure 5E- Nek1-exon19

**ctrl2**

**iko2**

**ctrl1**

**iko1**

**Nek1-exn19**

Figure 5E-GAPDH for itgb3bp and Nek1-exon19

**ctrl2**

**iko2**

**ctrl1**

**iko1**

**GAPDH**

Figure 5E-Itgb3bp 3rd pair for quantification, not shown in figure

**iKO3**

**Ctrl3**

**Itgb3bp**

Figure 5E-Itgb3bp 3rd pair for quantification, not shown in figure

**iKO3**

**Ctrl3**

**Nek1-exon19**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 7—source data 1.

Figure 7B-Anti-Flag

**pRK5-Flag-YTHDC1**

**pRK5**

**Anti-Flag**

Merged with marker

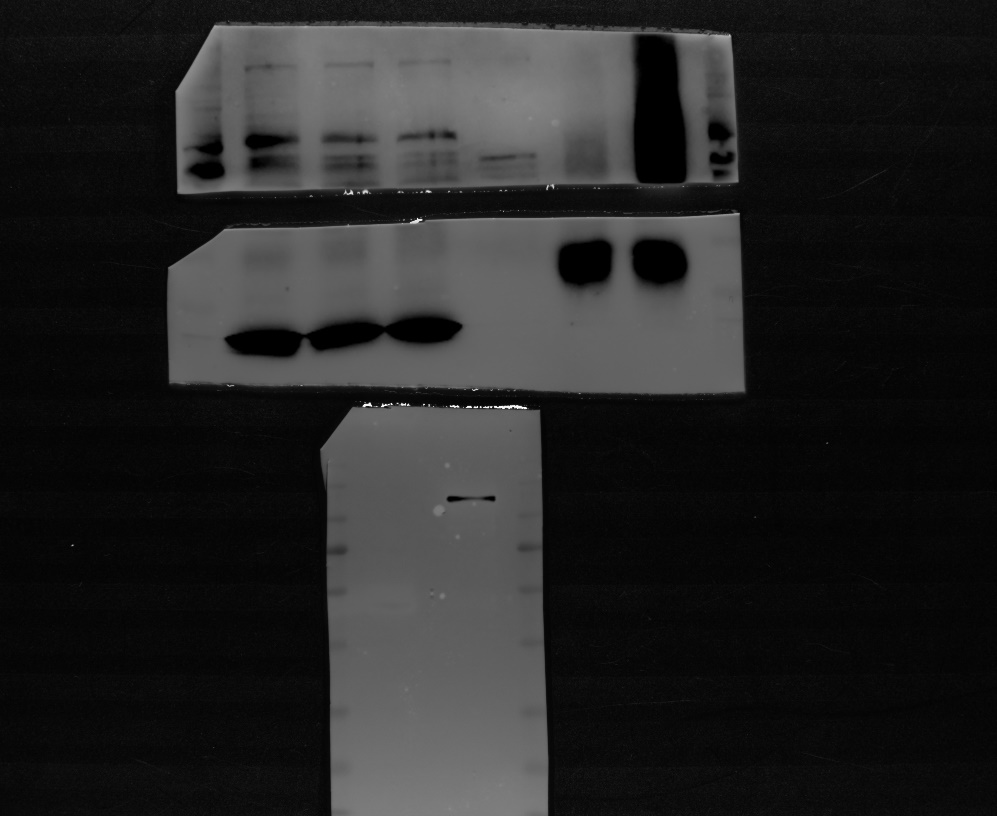

**pRK5-Flag-YTHDC1**

**100kDa**

**Anti-Flag**

**pRK5**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 7—source data 1.

Figure 7H-IP with flag-beads

**IP:pRK5-flagYTHDC1**

**Input: pRK5-flagYTHDC1**

**Input:pRK5-vector**

**Anti-YTHDC1**

**Anti-hnRNPG**

**IP:pRK5-vector**

**IP:pRK5-flagYTHDC1**

**Input: pRK5-flagYTHDC1**

**IP:pRK5-vector**

**Input:pRK5-vector**

**Anti-YTHDC1**

**Anti-hnRNPG**

Merged with marker

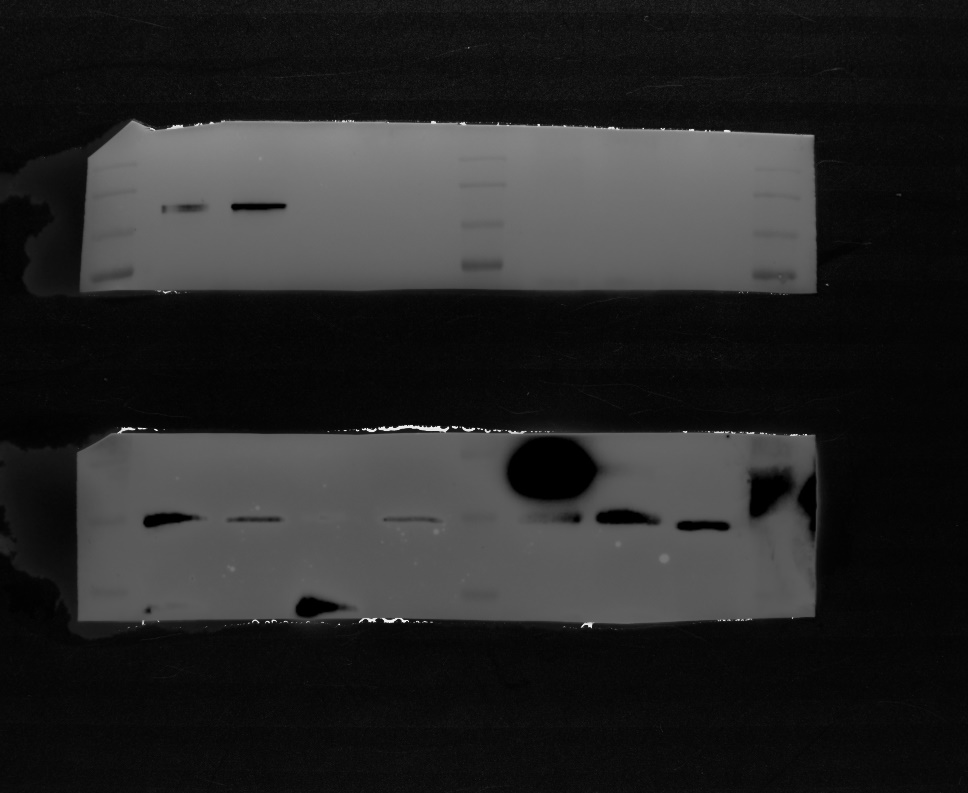

**45kDa**

**100kDa**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 7—source data 2.

**Figure 7I-C2C12 endogenous IP-anti YTHDC1**

**Input**

**IP:YTHDC1**

**IP:IgG**

**100kDa**

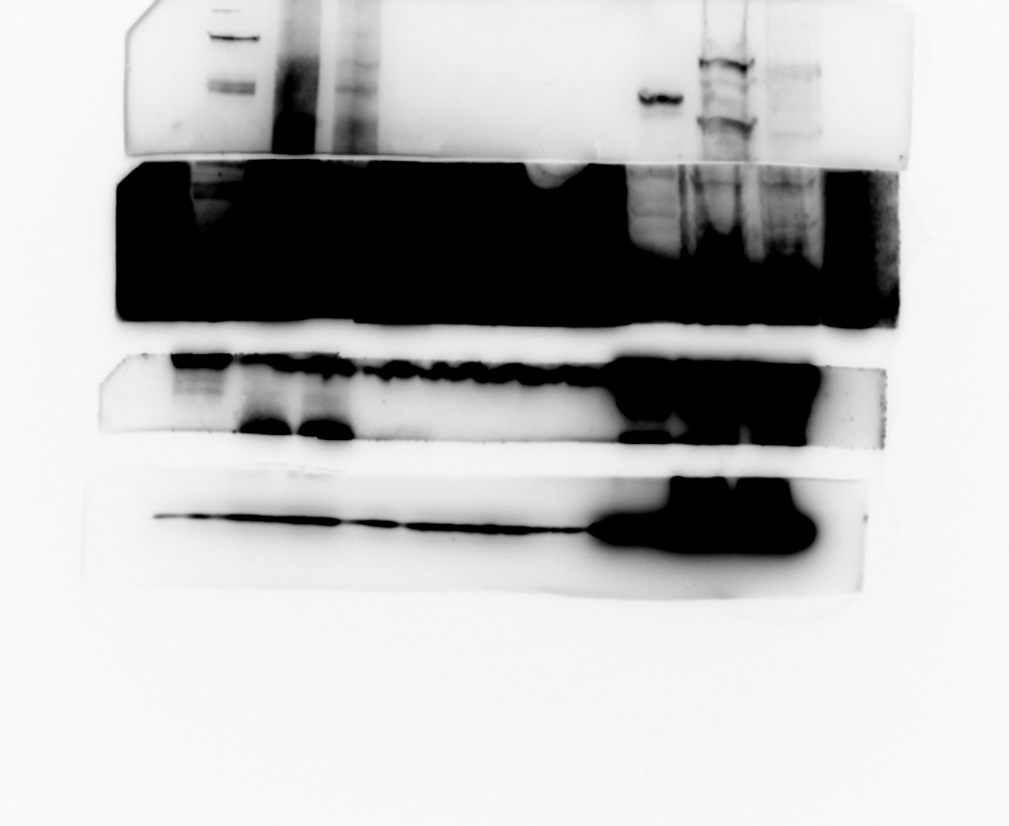

**Anti-YTHDC1**

Figure 7I-C2C12 endogenous IP-anti YTHDC1

**Arrow indicates Rabbit IgG**

**45kDa**

**Anti-hnRNPG**

**IP:IgG**

**IP:YTHDC1**

**Input**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** Figure 7—source data 2.

**Figure 7J-Co-IP of hnRNPG and YTHDC1 in 293T cells overexpressing hnRNPG and YTHDC1**

**IP:hnRNPG**

**Input**

**IP:YTHDC1**

**IP:IgG**

**Input**

**IP:IgG**

**Anti-YTHDC1**

**Anti-hnRNPG**

**Arrow indicates Rabbit IgG**

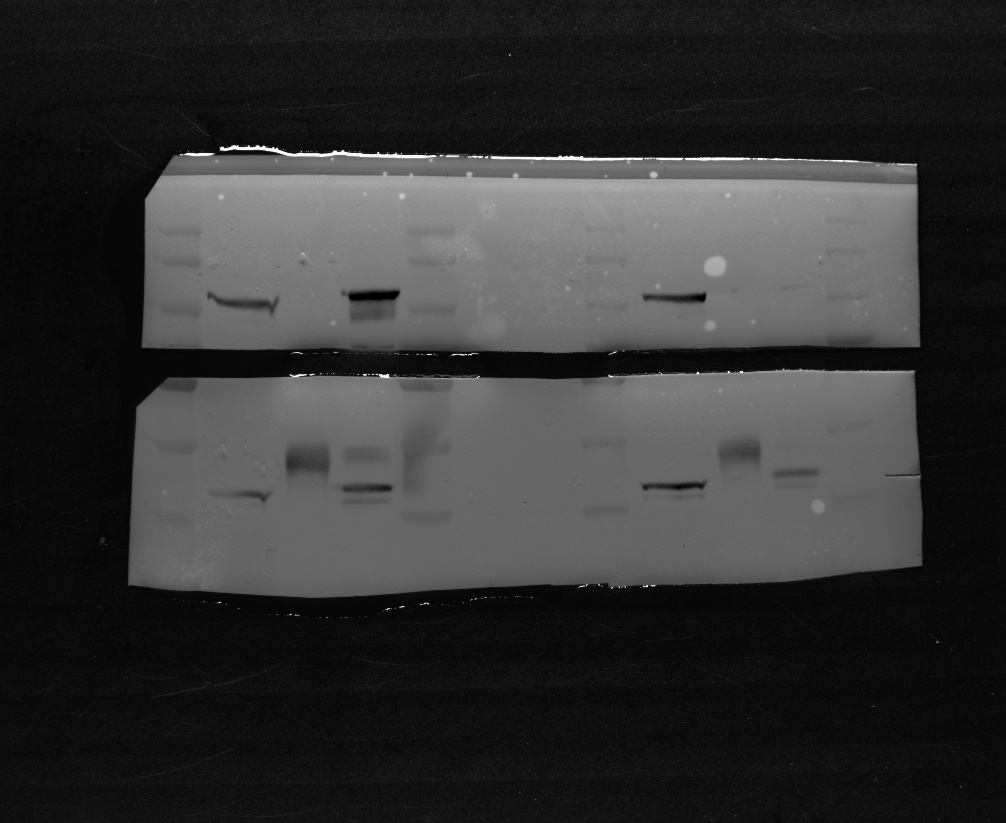
**Merged with marker**

**Anti-YTHDC1**

**Anti-hnRNPG**

**Input**

**IP:YTHDC1**

**IP:IgG**

**Arrow indicates Rabbit IgG**

**Input**

**IP:hnRNPG**

**IP:IgG**

**100kDa**

**45kDa**

# Supplementary material for: Nuclear m6A reader YTHDC1 promotes muscle stem cell activation/proliferation by regulating mRNA splicing and nuclear export
**Source:** eLife. 2023 Mar 9;12:e82703. doi: 10.7554/eLife.82703
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | NA |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary file 6 Oligos.xlsx |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods section |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and Methods section | . |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | NA |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | NA |
| Microbes: provide species and strain, unique accession number if available, and source. |  | NA |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | NA |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | NA |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | NA |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | NA |
| Randomisation |  | NA |
| Blinding |  | NA |
| Inclusion/exclusion criteria |  | NA |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Numbers of experiment replication are described in the figure legends. |  |
| Define whether data describe technical or biological replicates. | Materials and Methods / Figure legend |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | NA |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | NA |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | NA |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and Methods |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods / Figure legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. |  | NA |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and Methods |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | NA |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | NA |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | NA |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | NA |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

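The processed LACE-seq files of 6 libraries were analysed: 4 of ASC-48 hr (biological replicates B1 and B2, each with technical replicates T1 and T2) and 2 of C2C12, from 10 times as many cells. The authors trimmed the reads with Cutadapt, removed those that matched pre-rRNA, placed the rest on mm9 with Bowtie at up to 10 positions per read and with mismatches allowed, and called peaks per library with Piranha, using 20-nt bins, a p threshold of 0.001 and a zero-truncated negative binomial distribution. These peak settings are named for ASCs, and the text of the paper names no others for C2C12. Up to 10 positions per read means that 1 read can add to peaks at several copies of a sequence. The linker carried randomized nucleotides, and the text does not name whether duplicate reads were removed with them.

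The deposited signal of each peak is the number of reads per 20-nt bin, without normalization, and a mean over the bins of a wider peak. The deposited p-value is that of Piranha's distribution within the library, without adjustment. Both are the authors' own values for the peak, and they were used to describe, rank and filter peaks. Library totals cannot be read from lists of peaks, so the depth of each library is unknown. The reads in peaks ranged from 57953 to 111729 in the ASC libraries and were 523067 and 607366 in the C2C12 libraries. The lowest number of reads listed was 4, 5 or 6 depending on the library, so the libraries differ in the smallest peak that they can hold. Shares are given with exact Clopper-Pearson intervals at the 95% level, which cover counting error across peaks and not the difference between cultures.

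The overlap of peak lists was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and genes were assigned with bedtools 2.31.1. Overlaps, the search for G runs and the count of 20-nt copies were tested on simulated lists of 8000 peaks, and 11 of 11 checks gave the known answer. A shared peak is a peak of the first list that overlaps a peak of the second by at least 1 nt on the same strand. ASC shared peaks are those of B1 (T1 with T2) that overlap those of B2 (T1 with T2). Reference sequence and genes came from NCBIM37, which is mm9, and GENCODE vM1, read with samtools 1.23.1 and pysam 0.24.0, and plots were made with matplotlib 3.10.9. A table of GRCm38 genes was used only for synonyms of gene symbols. Promoters were taken as 1000 nt upstream to 100 nt downstream of a transcription start, for genes of every class. They were counted before exons and introns where these overlapped. A G run is at least 10 G in a row on the strand of the reads, within 20 nt of the peak. The number of copies of a peak is the number of times its 20-nt sequence occurs in the genome on either strand, and a small RNA sequence is a stretch shared with an annotated small RNA gene. Nuclear tRNAs and long genes such as Rn45s were not among these small RNA genes. Copies with mismatches were not counted.

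The replicate correlations were computed over shared peaks, because the alignments, from which the authors computed theirs with deeptools multiBamSummary, were not analysed here. The share of ASC peaks found in C2C12 was set beside the same peaks moved by fixed distances of 200 to 10000 nt. The share of the ASC m6A peaks found in C2C12 was tested with Fisher's exact test, and the share of peaks on the strand of the gene with an exact binomial test, both two-sided and across peaks. No test compares ASC-48 hr with C2C12 as conditions.

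The genes named are those whose YTHDC1 binding the paper names in its LACE-seq text or shows as a LACE-seq track and whose mm9 interval a supplementary table lists, the 11 m6A-YTHDC1 splicing targets of Figure 5D, and, in each cell type, the 5 shared peaks with the highest mean number of reads and the 5 listed target genes with the most shared peaks. This rule was set before the data were examined, as were 92 alternatives to the overlap rule, the p threshold, the chromosomes used, the rule for sharing, the list that is counted and the replicates used. Another 37 alternatives were chosen after the data were seen and remove peaks on G runs, require the strand of the RNA or set 1 lowest number of reads for all libraries. The C2C12 gene list was used for its first 1997 of 5897 genes, and the truncated peak lists of Supplementary file 2 were not used. GO terms, repeats, MeRIP-seq, splicing and nuclear export were not analysed here.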

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

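The definition of a G run and the tests of long G tracts, of C-rich RNA, of chance and of the number of cells were chosen after the result was seen, and a window of 10 nt was looked at before that of 20 nt; the tests of transcription, of nuclear copies of mitochondrial DNA and of RNA carried through the immunoprecipitation were set before their results were seen.

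Of the 2412 ASC shared peaks with reference sequence, 895 (37.1%) lay on a run of G on the strand of the reads, in sequence that the paper does not discuss. With a run inside the peak itself the share was 19.9%, within 10 nt 34.3%, and for runs of at least 15 or 18 G it was 28.6% and 27.9%. Among all peaks of the single ASC libraries the share was lower, 13.2% in B1 T1, 10.7% in B1 T2, 13.4% in B2 T1 and 8.44% in B2 T2. In C2C12, 637 of 28911 shared peaks (2.20%) lay on a G run, and 1.18% and 1.03% of all peaks of replicates 1 and 2. Runs of C on the strand of the reads were found at 1 ASC shared peak. Chance is argued against by the same peaks moved by 1000 nt, of which 0.207% lay on a G run. YTHDC1 binding to C-rich stretches of transcribed RNA would place these peaks on the strand of the RNA, as 98.3% of the single-copy C2C12 shared peaks are. Of the G-run ASC peaks in genes, 63.3% (interval 58.9 to 67.5%) were on that strand, and of the tracts of at least 25 G themselves 62.4% were. Transcription around the tracts made little difference. Tracts of at least 20 G in protein-coding genes that hold other C2C12 shared peaks carried an ASC shared peak in 48.5% of cases (180 of 371), and those outside annotated genes in 47.5% (290 of 611), a difference of 1.05 percentage points (two-sided Fisher's exact test, p = 0.792).

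What stays open is a technical origin. A candidate explanation is that reads of repeated G, which a sequencer of the kind named in the methods gives when a cycle has no signal, were placed at the longest G tracts of the genome. Of the 248 tracts of at least 25 G, 246 (99.2%, interval 97.1 to 99.9%) held an ASC shared peak on the strand read as G and 0 on the other strand. The share was 0.259% for tracts of 10 to 11 nt, 0.539% at 18 to 19 nt, 8.02% at 20 to 21 nt and 90.2% at 22 to 24 nt. In C2C12 it was 97.2% of the tracts of at least 25 G. The reads themselves were not analysed here, so this remains a hypothesis that was found and tested on the same peaks. The number of G-run peaks per library was 1216.5 ± 270 (SD, n = 4) in ASCs and 725 ± 21.2 (SD, n = 2) in C2C12, a ratio of 1.68. The lower number of cells in the ASC libraries cannot be told apart from the cell type or from the sequencing of these libraries, because all of these coincide. Whether the cells differ in biology at these sites was not tested.

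The paper does not discuss mitochondrial RNA, and 196 of the C2C12 shared peaks lay on the mitochondrial chromosome, 173 of them on the strand of the RNA and 20 on the other. In ASCs there were 36, with 34 on the strand of the RNA and 0 on the other. Nuclear copies of mitochondrial DNA could give such peaks where reads are placed at several positions. They are argued against for the 97 peaks of C2C12 (49.5%) and the 27 of ASCs (75%) whose 20-nt sequence occurs once in the genome, and stay open for the others. RNA carried through the immunoprecipitation without binding cannot be told apart from binding, since no control immunoprecipitation was analysed here, and the mitochondrial peaks were 0.674% of the C2C12 shared peaks. Of the 36 ASC peaks, 29 were found in C2C12. No biological explanation was tested.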

How the results depend on the processing

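Of 129 alternatives to 15 results, 92 were set before the data were examined and 37, which leave out peaks on G runs, require the strand of the RNA or set a lowest number of reads, were chosen after the data were seen. Together 65 kept a test's direction and side of the threshold, a share or correlation within its error, or a count within a fixed ratio of its main value. Another 58 moved a value, 2 left a test no longer past its threshold and 4 reversed a direction that was within the counting error to begin with. A count could change and still be among the 65, such as 2107 ASC peaks found in C2C12 without ASC replicate 1, against 1500.

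As a ratio, the p threshold moved the counts of shared peaks most, which follows from its construction, since fewer peaks enter. At 0.0001, the shared peaks were 2991 in B1, 2332 in B2, 1245 in ASCs and 10114 in C2C12, 639 ASC peaks (51.3%) were found in C2C12, 508 target genes held a shared peak and 28 of the m6A peaks were left, of which 39.3% were found in C2C12, a reversal against the other peaks (Fisher's exact test, p = 0.251). At 0.00001, these counts were 1214, 1396, 647 and 4420, with 332 peaks (51.3%) found, and the share of peaks on the strand of the gene was 44.9% (110 of 245 peaks, against 412 of 993), with the test no longer past its threshold (exact binomial test, p = 0.125) at this smaller number of peaks.

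Ignoring the strand, counting the other list and leaving out mitochondrial and unplaced sequences moved none of the results they were tried on. Among the overlap rules, a reciprocal overlap gave 57.1% of ASC peaks found in C2C12, identical positions 977 peaks (51.3%), and 20 nt added on each side 65.8%; the cause was not tested. Taking peaks found in either technical replicate of both B1 and B2 gave 5068 ASC shared peaks, 2261 found in C2C12 (44.6%) and 26.3% in target genes, and peaks in any 3 libraries gave 4001 and 49.4%. Against only the C2C12 peaks with most reads, 451 (18.5%) were found. By construction, these rules admit more ASC peaks or fewer C2C12 peaks.

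Leaving out 1 ASC or C2C12 replicate at a time gave from 29.9% to 66.7% of ASC peaks found in C2C12, with the lowest share without B2. The ASC shared peaks were 5106 without B1 and 5881 without B2, of which 25.6% and 22.8% lay in target genes, and the C2C12 peaks were 71992 without replicate 1 and 60540 without replicate 2. These are single comparisons without a replicate check. No paired analysis was possible because the results compare peak lists and come from no model with groups that share replicate numbers. The ASC correlation kept within 1 SD under its 3 alternatives. In C2C12 it was 0.658 without a log scale and 0.474 as Spearman's coefficient; the cause was not tested.

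Of the alternatives chosen after the data were seen, counting only the strand of the RNA left 25.2% of ASC and 66.1% of C2C12 shared peaks in protein-coding genes. Without peaks on a run of 10 G, 1548 ASC shared peaks, 888 (57.4%) found in C2C12, 515 target genes, 38.8% of peaks in target genes, 35.6% in protein-coding genes and 28 m6A peaks were left. The m6A share was then 53.6%, a reversal (p = 0.703, exact test), and the share on the strand of the gene was 46.9% (246 of 524 peaks, p = 0.176, exact test). With runs of 15 G left out, these were 58.2% found, 626 target genes, 41.0% in target genes and 33 m6A peaks with 57.6% found, again reversed (p = 1, exact test), while the share on the strand of the gene, 44.7%, still differed from 50% (p = 0.00804, exact test). With runs of 18 G they were 58.1%, 41.1% and 34 m6A peaks with 55.9%, also reversed (p = 0.861, exact test), and the share on the strand of the gene was 44.4% (p = 0.00467, exact test). By construction these leave out the G-run peaks. Requiring at least 6 reads in every library, the lowest number listed in C2C12, left 3099 peaks in B1, 2488 in B2 and 1387 in ASCs, of which 87.2% were found in C2C12. This leaves out the ASC peaks with fewest reads, so the lowest number listed and the strength of the peaks were not told apart, and depth itself is unknown.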

Differences from the paper's values

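The alternatives named here were set before the data were examined, and their use on single genes was chosen after the data were seen. The paper's Pearson correlation coefficients between ASC libraries run from 0.82 to 0.91, computed from the alignments with deeptools multiBamSummary. Across the ASC shared peaks, the coefficients of the log2 number of reads ran from 0.616 to 0.812. They ran from 0.572 to 0.778 without a log scale, from 0.582 to 0.808 as Spearman's coefficient, and from 0.618 to 0.815 without mitochondrial and unplaced sequences, and none of these alternatives closed the gap. For C2C12, the paper's coefficient is 0.96 and that across the shared peaks was 0.582. It was 0.658 without a log scale, 0.474 as Spearman's coefficient and 0.575 without mitochondrial and unplaced sequences, and none closed the gap. The paper names no regions for its coefficients, and those given here rest on called peaks.

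The counts of shared peaks were close to those of the paper, which gives 2444 ASC shared peaks against 2443, 29107 C2C12 shared peaks against 29087, and 1501 ASC peaks found in C2C12 against 1500. With the strand ignored, they were 2444, 29107 and 1501.

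The paper draws genome tracks of Spef1, Cenpb, Enah and Ccdc171 beside its ASC targets, and of Fn1, Dusp28 and Rnpepl1 beside the overlap of the 2 cell types. All 7 held 0 ASC shared peaks, and none is on the paper's list of ASC target genes. Of the settings run on them, peaks found in either technical replicate of B1 and of B2 gave Ccdc171 1 peak. Peaks of B2 alone gave 5 in Ccdc171, 1 in Spef1 and 1 in Cenpb, and peaks of B1 alone gave 1 in Ccdc171. Enah, Fn1, Dusp28 and Rnpepl1 held 0 under every setting run on them.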

Other observations

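The tests of sequence copies, of 10 or more reads per bin, of peaks outside genes and of DRACH sequences were chosen after the results were seen; the tests of small RNAs, of peaks found only in ASCs and of 20 or more reads were set before their results were seen.

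Leaving G runs aside, ASC shared peaks in genes lay on both strands. Of those in genes of 1 strand, 488 (68.0%, interval 64.4 to 71.4%) were on the strand of the RNA and 230 on the other, while in C2C12 it was 93.8% (interval 93.4 to 94.1%). Reads shared between copies of a sequence are argued against as the whole cause, since among peaks whose 20-nt sequence occurs once the share was 59.7% (interval 54.7 to 64.6%) in ASCs and 98.3% in C2C12. Diverged copies of the annotated small RNAs are argued against as well. That set held no nuclear tRNAs and no long genes such as Rn45s, so copies of these stay open. Without peaks that share sequence with small RNAs, the share among single-copy peaks was 53.2% (interval 47.4 to 59.1%). Peaks of no RNA origin among those found only in ASCs are not the whole cause, because single-copy peaks also found in C2C12 stood at 67.3% (interval 59.3 to 74.7%) and those not found at 55.0%. Low read numbers stay partly open. Of the ASC peaks without G runs with 20 or more reads per bin, 76.9% (10 of 13, interval 46.2 to 95.0%) were on the strand of the RNA, too few to tell apart from the 67.8% of the peaks with fewer reads. A threshold of 10 reads, taken after this value was seen, gave 67.3% (37 of 55, interval 53.3 to 79.3%) among single-copy peaks, below the 98.3% of C2C12 peaks with as many reads, so low numbers of reads cannot be the whole cause. Some of these sites were called in C2C12 too, where 50 single-copy peaks that overlap an ASC shared peak lay on the strand other than that of the RNA. They were selected by this overlap on the same strand, so their share repeats that of the ASC peaks and does not describe C2C12 peaks at large. A candidate explanation that stays open is that part of the ASC reads were placed without regard to transcription. Of the single-copy ASC peaks without G runs and small RNA sequences, 55.8% (386 of 692, interval 52.0 to 59.5%) lay outside annotated genes, where 58.7% of the genome lies, against 5.66% in C2C12. DNA in the libraries, copies of nuclear tRNAs and of Rn45s, and antisense or unannotated transcripts in ASCs were not tested. The difference between the cell types in the share of such peaks cannot be told apart from the number of cells used. This remains a hypothesis found and tested on the same data.

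Sequences shared with annotated small RNAs, such as snRNAs, were found in 53.8% of the ASC and 16.2% of the C2C12 shared peaks, against 10.5% and 8.07% of the same peaks moved by 1000 nt. Long G runs also occur in such annotated sequences, and without peaks on G runs, mitochondrial and unplaced sequences they were found at 481 of 1481 ASC and 4076 of 28078 C2C12 peaks. Runs of at least 10 A on the strand of the reads were found at 11.1% of the ASC and 1.05% of the C2C12 shared peaks, against 0.913% and 0.858% of the moved peaks. No explanation was tested for these shares.

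Whether YTHDC1 peaks lie next to DRACH sequences, the consensus around m6A, was tested on the C2C12 single-copy peaks on the strand of the RNA without G or A runs, within 20 nt of the peak. The density was 1.70 DRACH sequences per 100 positions, lower than the 1.87 to 1.94 of the same peaks moved by 200 to 1000 nt in 6 moves. A ratio to the number that the base composition gives, chosen after the density was seen, was 1.01 at the peaks (standard error 0.00828) and 0.973 to 0.996 at the moved peaks. The ratio was 0.996 at the peaks moved by 200 nt either way, about 1 standard error below that at the peaks, so against the nearest moved peaks it shows no direction while the density is lower. Binding next to m6A sites therefore stays open in this test. Single motifs, exons and introns apart, the other strand and several offsets were also looked at. Of these peaks, 35.9% had no DRACH sequence within 20 nt, and of the moved peaks 31.6 to 33.1% had none. From DRACH sequences alone, whether most peaks lie next to an m6A site stays open, since a DRACH sequence is this common away from the peaks and does not by itself mark m6A. The paper addresses m6A with MeRIP-seq and with YTHDC1 binding measured after METTL3 inhibition, and neither was analysed here. In ASCs the density was 1.55 at 222 peaks against 1.79 to 2.20 at the moved peaks. The ASC ratio to the composition was 0.948 (standard error 0.0666), within the range of 0.922 to 1.04 at the moved peaks.

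The 11 m6A-YTHDC1 splicing targets of Figure 5D each held an ASC shared peak, 15 in all. Of these 15 peaks, 10 lay on G runs and 7 on the strand of the RNA, and in 6 of the 11 genes every ASC shared peak lay on a G run. Among the targets drawn in Figure 5B, Lrp8 held 1 ASC shared peak (chromosome 4, 107544361 to 107544380) with 5 reads per bin in all 4 libraries, on a G run and on the strand of the gene. Palb2 held 1 (chromosome 7, 129273001 to 129273020) with 8 ± 2.94 reads per bin (SD, n = 4) on the strand of the RNA, at a sequence with 73 copies in the genome. Of the export targets of Figure 6D, Fgd1 held 1 on a G run (chromosome X, 147489381 to 147489400, 6.25 ± 0.5 reads per bin, SD, n = 4) and Urb2 held 1 at a run of A (chromosome 8, 126549261 to 126549280, 6.25 ± 0.5, SD, n = 4). In C2C12, Dnajc14 held 10 shared peaks, Tiparp 3, Btbd7 2 and Exo1 1, none of them on a G run.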
